# Circadian ribosome profiling reveals a role for the *Period2* upstream open reading frame in sleep

**DOI:** 10.1073/pnas.2214636120

**Published:** 2023-09-28

**Authors:** Arthur Millius, Rikuhiro G. Yamada, Hiroshi Fujishima, Kazuhiko Maeda, Daron M. Standley, Kenta Sumiyama, Dimitri Perrin, Hiroki R. Ueda

**Keywords:** circadian rhythms, ribosome profiling, uORF, mass spectrometry, RNA

## Abstract

Many mammalian proteins have circadian cycles of production and degradation, and many of these rhythms are altered posttranscriptionally. We used ribosome profiling to examine posttranscriptional control of circadian rhythms by quantifying RNA translation in the liver over a 24-h period from circadian-entrained mice transferred to constant darkness conditions and by comparing ribosome binding levels to protein levels for 16 circadian proteins. We observed large differences in ribosome binding levels compared to protein levels, and we observed delays between peak ribosome binding and peak protein abundance. We found extensive binding of ribosomes to upstream open reading frames (uORFs) in circadian mRNAs, including the core clock gene *Period2 (Per2)*. An increase in the number of uORFs in the 5′UTR was associated with a decrease in ribosome binding in the main coding sequence and a reduction in expression of synthetic reporter constructs. Mutation of the *Per2* uORF increased luciferase and fluorescence reporter expression in 3T3 cells and increased luciferase expression in PER2:LUC MEF cells. Mutation of the *Per2* uORF in mice increased *Per2* mRNA expression, enhanced ribosome binding on *Per2*, and reduced total sleep time compared to that in wild-type mice. These results suggest that uORFs affect mRNA posttranscriptionally, which can impact physiological rhythms and sleep.

## Significance

*Period (Per)* is an iconic gene in the field of circadian rhythms since its discovery in 1971 by Seymour Benzer and Ronald Konopka in fruit flies. The inhibitory feedback loop of PER protein drives circadian rhythms. We show that *Per2* is regulated by an upstream open reading frame (uORF) in the 5′ untranslated region of the *Per2* mRNA. Mutation of the *Per2* uORF altered the amplitude of luciferase reporter expression in well-characterized cell culture models. *Per2* uORF mutant mice had significantly elevated *Per2* mRNA levels and exhibited sleep loss, particularly during light-to-dark and dark-to-light transitions, which suggests a role for uORFs in modulating molecular and physiological circadian rhythms.

Life is remarkably adapted to the 24-hour rotational movement of the earth. In mammals, the molecular time-keeping mechanism for circadian rhythms relies primarily on a hierarchical network of transcription activators and repressors in cells and tissues (1). In the past, circadian clocks have been measured using systems approaches to quantify genome-wide changes in RNA levels (2), which has resulted in an understanding of the transcriptional regulatory network; however, less is known about how translation and posttranscriptional regulation influence biological rhythms.

About 10% of genes in the liver have circadian oscillations in the steady-state levels of mRNA (3), but rhythmic transcription accounts for only some of these rhythms (4). For example, the timing of when a circadian mRNA is expressed does not necessarily correspond to that of mRNA translation or peak protein abundance (5). Some proteins have 24-h rhythms in abundance in the absence of rhythmic RNA expression (6, 7), which may suggest a role for rhythmic translation in regulating the clock (8).

In mouse liver, detection of low-abundant components of the core circadian circuit using systems proteomics is difficult (8, 9), unless special care is taken to examine a particular protein on a case-by-case basis (10) or by using advanced mass spectrometry techniques (11, 12). Researchers have used next-generation sequencing of ribosome-bound mRNA protected from RNAse degradation to understand how translation regulation affects protein output (13, 14). Previous studies using ribosome profiling to measure daily rhythms focused on a cell culture model (15) or mouse tissues in light–dark conditions (16–18) to examine rhythms in diurnal gene expression, which may be influenced by noncircadian time-keeping systems. These studies also examined the timing between RNA abundance and ribosome binding, but it remains unclear how circadian translation relates to peak protein abundance in terms of protein turnover and timing. For example, the peak abundance of PER and CRY proteins is delayed relative to the expression of their mRNA in the liver (19) and suprachiasmatic nuclei (SCN) (20). This difference in timing may result from a delay in RNA processing before translation, a delay during translation, a delay in protein transport from one cellular location to another, or a delay in protein turnover (21, 22).

Previously, we developed a mass spectrometry method called MS-based Quantification By isotope-labeled Cell-free products (MS-QBiC) to determine the absolute protein levels of 16 selected circadian proteins in mice liver over a 24-h period (10). This method takes advantage of the PURE system (23) for reconstituting cell-free protein expression of optimal peptide standards for detection and quantification by selected reaction monitoring-based targeted proteomics analysis. We found delays between the peak levels of RNA expression, as measured by qPCR, and the abundance of the corresponding protein, suggesting either a delay in posttranscriptional RNA processing or in protein turnover. Here, we investigated the same liver samples by ribosome profiling in order to understand the timing of ribosome binding compared to peak protein and RNA levels. We found that upstream open reading frames (uORFs) modulated translation globally, repressed reporter expression in a combinatorial manner, and suppressed expression of *Per2*. Mutation of the *Per2* uORF in mice reduced total sleep duration, particularly during the early morning and early evening, without disrupting the circadian period, which suggests that uORF-mediated repression may impact physiological behaviors.

## Results

### Ribosome Profiling of the Liver from Mice in Constant Darkness Conditions.

An experimental workflow was designed to analyze ribosome-protected mRNA fragments from liver samples previously examined by MS-QBiC (10) (*SI Appendix*, Fig. S1). Briefly, mice were entrained to a 12-h light/12-h dark (LD) cycle for 14 d, transferred to constant darkness (DD) for 24 h, and killed at circadian times (CT0, CT4, CT8, CT12, CT16, CT20, and CT24). Liver samples from two mice were collected and analyzed following established ribosome profiling protocols (24). 

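Ribosome profiling libraries were made from the livers of 14 mice, 2 at each of 7 circadian times, 4 h apart from CT0 to CT24. The authors deposited, for each library, the number of reads they counted in the 5′UTR, CDS and 3′UTR of 28167 RefSeq transcripts of 20403 genes, without normalization. The total count per library ranged from 40593197 in CT0 replicate 1 to 90458783 in CT12 replicate 1, with a median of 56446208 over the 14 libraries. The median totals of the 2 libraries were 45095547 at CT0, 59778983.5 at CT4, 85039033.5 at CT8, 84301593 at CT12, 49457510.5 at CT16, 55554235 at CT20 and 48582081.5 at CT24. These totals are 1.39 to 2.51 times the number of mapped reads that the paper gives for the same libraries in Table S1, which runs from 24181910 to 46680889. A read may have entered the counts of several transcripts, and 4002 transcripts with reads had the same counts as another transcript in all 14 libraries. The 21 transcripts of the Mup family (major urinary proteins, whose genes are near-identical copies) took from 42.1% of the counts in CT0 replicate 1 to 70.7% in CT12 replicate 2. With 1 transcript kept per gene, the totals were still 1.13 to 2.11 times the mapped reads. In CT16 replicate 2, 100% of the nonzero counts were even numbers, against 45.7% to 50.0% in the other libraries. The labels list a further sequencing run of this library, which has no file of its own and whose reads they place in the file of the first run. The labels also name the last pair of libraries CT24 but give their time as CT00, and they were taken as CT24. Rhythms were tested by JTK_CYCLE on CPM (counts scaled by the library's total count), as the paper's methods do on RPKM. They were also tested by a cosine of period 24 h fitted with edgeR's quasi-likelihood method to counts scaled by TMM. Both tests used the 17299 transcripts with a mean of at least 10 counts per library. The total count itself changed with time. A cosine fit to its log2 had a phase of 9.60 h and a peak-to-trough difference of 0.88 (permutation test, p = 0.00102). The log2 of the mapped reads had a phase of 9.94 h and a difference of 0.40 (permutation test, p = 0.0598). The change may therefore be partly one of sequencing depth, which division by the total count removes. It does not by itself show that the scaling matters for the timing of rhythms. The Mup percent, a measure of composition, had a difference of 13.6 percent points (permutation test, p = 0.1318). The timing was therefore compared between scalings.

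**Figure D1:**
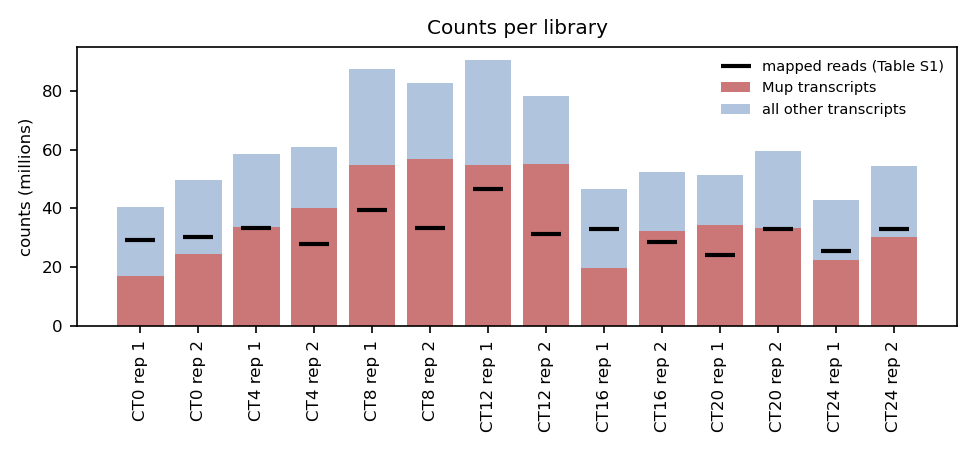
Counts per library, split into Mup transcripts and all other transcripts, with the mapped reads of Table S1 as black bars. Mup transcripts hold a median of 59.0% of the counts, and every library has more counts than mapped reads.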

We prepared ribosome profiling libraries and sequenced ~70 million reads per sample; this resulted in 25 to 45 million reads that could be mapped to mRNA (25) (*SI Appendix*, Table S1). Ribosome-protected fragments primarily aligned to the coding regions and 5′ untranslated regions (5′UTRs) of the mRNA, with few reads mapping to the 3′ untranslated region (3′UTR) (*SI Appendix*, Fig. S2*A*). 

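Over the 14 libraries, 7.33% ± 1.18 (SD, n = 14) of the counted reads lay in 5′UTRs, 92.4% ± 1.14 in coding regions and 0.312% ± 0.0689 in 3′UTRs. The 5′UTR share ranged from 5.72% in CT16 replicate 2 to 9.74% in CT20 replicate 1. With the 10 transcripts that had most reads left out, the 5′UTR share was 5.60% and the 3′UTR share 0.478%. A cosine fit over circadian time gave p = 0.665 for the 5′UTR share, 0.690 for the CDS share and 0.0450 for the 3′UTR share (permutation tests, 100000 shuffles of the time labels). After Benjamini-Hochberg adjustment over these 3 tests the values were 0.690, 0.690 and 0.135.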

Alignment of coding sequence (CDS)-mapped reads based on the footprint length revealed reading frame periodicity (*SI Appendix*, Fig. S2*B*). 

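Transcript levels, as log2 of CPM plus 1, were compared between the 2 libraries of each time point across 17299 transcripts. Pearson's r across transcripts, which are not independent replicates, was lowest at CT20 with 0.971 and highest at CT4 with 0.988, with a median of 0.985 over the 7 time points. For the 84 pairs of libraries from different time points, r ranged from 0.958 to 0.990 with a median of 0.975. The pairing by time point gave a mean r of 0.983, the highest among all 5040 ways to pair the first replicates with the second replicates (exact permutation test, one-sided, p = 0.00019841, the smallest it can give). A pseudocount of 0.1 lowered the median of the same-time pairs to 0.972, the largest move among the alternatives tried.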

Reads were of the expected size, mapped with a high percentage to mRNA, and were correlated between samples (*SI Appendix*, Fig. S2 *C*–*E*).

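JTK_CYCLE with CPM gave 3840 transcripts with an adjusted P under 0.05 among 17299 tested, an adjustment made over the phases tried within each transcript. With a Benjamini-Hochberg q under 0.05 across transcripts, the alternative that moved this count most, 384 transcripts remained. The quasi-likelihood cosine fit of edgeR gave 1947 transcripts with a Benjamini-Hochberg adjusted p under 0.05, of which JTK_CYCLE called 1103 with the total count as scale and 1704 with TMM. Bmal1 (symbol Arntl in the files) had an adjusted P of 1.887e-05 and a lag of 0 h. The adjusted P was 0.0079 for Per1 at a lag of 16 h, 6.89e-06 for Per2 at 18 h and 0.00161 for Cry1 at 22 h. Clock had an adjusted P of 0.0126 at a lag of 0 h, which became 0.232 when counts were scaled by TMM in place of the total count. The fit with edgeR gave Clock an adjusted p of 0.0504. Bmal1 was read at 8.49 ± 0.575 CPM (SD, n = 2 mice) at CT0 and 0.432 ± 0.192 at CT12, scaled by TMM. Per2 rose from 1.34 ± 0.931 at CT4 to 15.7 ± 0.397 at CT16, and Per1 from 0.455 ± 0.08 at CT4 to 11.2 ± 2.35 at CT12.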

From ~14,000 well-translated transcripts (defined by a median of at least two reads per five-codon mRNA window), we identified rhythms in ribosome-protected read fragments using the JTK_CYCLE algorithm (26), yielding 2,952 rhythmic transcripts with an adjusted *P* < 0.05, including well-known circadian transcripts such as *Bmal1, Per1, Per2, Clock,* and *Cry1* (Dataset S1 and *SI Appendix*, Table S2 and Fig. S6*A*).

### Relationship between Ribosome Profiling Reads and Protein Levels.

We compared the timing of protein production, as measured by ribosome profiling reads, to the absolute number of protein molecules per cell for 16 previously reported core circadian proteins (10). 

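For 15 transcripts of Fig. 1, 1 RefSeq transcript per gene was taken, and the phase of ribosome profiling reads was estimated from the edgeR cosine fit over the 14 libraries. The adjusted p (edgeR, Benjamini-Hochberg) was under 0.05 for 12 of the 15. Of the 15, 13 passed when permutation p-values were adjusted over the 27 transcripts named by rule in this re-analysis. Csnk1d and Csnk1e passed neither. Among the 12, Nr1d1 came first with a phase of 8.54 h, followed by Nr1d2 at 11.0 h and Dbp at 11.2 h. Tef had a phase of 13.0 h, Per1 of 13.8 h, Per3 of 13.9 h, Bhlhe40 of 14.1 h, Cry2 of 14.4 h and Per2 of 16.5 h. Cry1 followed at 21.0 h, Nfil3 at 22.6 h and Bmal1 at 23.0 h. Standard errors of these 12 phases, from a least-squares fit to log2 CPM, ran from 0.325 h for Nr1d1 to 0.991 h for Cry2, below the 4 h between time points. The peak-to-trough difference on the log2 scale ran from 0.95 for Cry2 to 6.63 for Dbp. With the total count as scale, Cry2 no longer passed (adjusted p = 0.23).

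**Figure D2:**
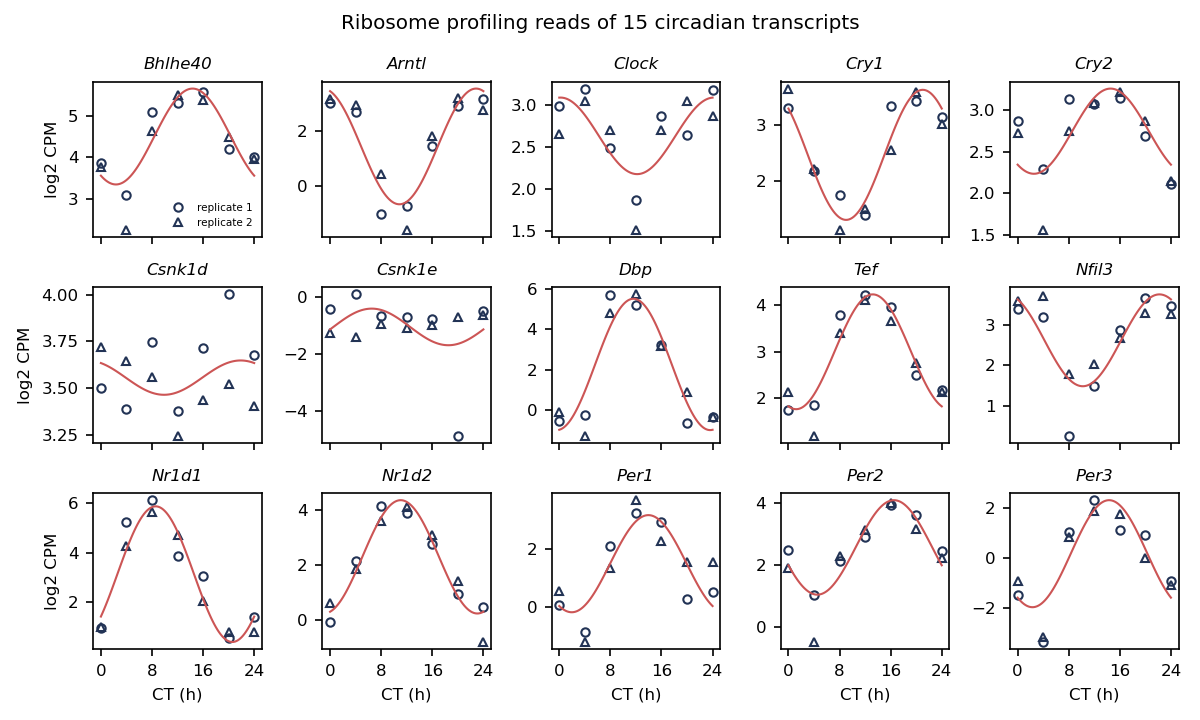
Ribosome profiling reads of the 15 transcripts as log2 CPM (TMM) against circadian time in h. Circles and triangles are the 2 mice of each time point and lines are least-squares cosines of period 24 h. Dbp has the largest difference between peak and trough.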

There was broad agreement in the timing of ribosome binding compared to that of protein abundance (Fig. 1*A*). However, for several circadian proteins, such as BMAL1 and CLOCK, there was a delay of approximately 6 h between peak ribosome binding and peak protein abundance, clearly outside the 4-h range of our sampling intervals (Fig. 1*B*), which suggested that there is a posttranslational delay in protein turnover for these molecules rather than a posttranscriptional delay in ribosome binding. 

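The cosine fit to Bmal1 reads had a standard error of the phase of 0.534 h and a peak-to-trough difference of 3.93 on the log2 scale. The first replicates alone gave 22.9 h and the second replicates 23.1 h. Its adjusted p was 6.26e-05 (edgeR, Benjamini-Hochberg) and its permutation p was 2e-05. Clock reads had a phase of 0.138 h (standard error 1.24 h) and a peak-to-trough difference of 0.86. Its permutation p was 0.00719, or 0.0129 adjusted over the 27 transcripts named by rule. The highest mean of Clock was at CT4, with 8.71 ± 0.618 CPM (SD, n = 2 mice), and its lowest at CT12, with 3.2 ± 0.568. Leaving out 1 library at a time, the adjusted p of Clock from edgeR was under 0.05 in 3 of 14 fits, and its largest phase shift under any fit was 0.857 h. Protein levels are not part of the sequencing data. The paper compares these times of ribosome binding with those of the proteins and proposes a delay after translation.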

We compared the average number of ribosome profiling reads to the number of protein molecules over a 24-h period but found that the two values were poorly correlated (Fig. 1*C*). 

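The CDS density of these 15 transcripts of Fig. 1, in RPKM of all counted reads, was averaged over the 14 libraries. It was highest for Bhlhe40, with 18.0 ± 11.1 (SD, n = 14 libraries), followed by Csnk1d with 9.44 ± 2.35 and Tef with 9.15 ± 5.89. The lowest means were those of Per3 with 0.379 ± 0.334, Csnk1e with 0.446 ± 0.235 and Per1 with 0.884 ± 0.819. For the strongly rhythmic transcripts most of this SD is change over the day.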

We measured this protein production efficiency (as defined by the ratio of our mass-spectrometry protein levels to ribosome profiling reads) at each time point. 

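CDS density in RPKM was higher for Bhlhe40 than for Per2 in 14 of 14 libraries, by a mean log2 ratio of 3.40 ± 0.66 (SD, n = 14), or 10.6-fold (two-sided exact permutation test by sign flips, p = 0.00012207, the smallest it can give). The ratio was smallest in a library with 2.13 and largest in a library with 4.50 on the log2 scale. At CT16, Bhlhe40 had 38.5 ± 11.5 RPKM and Per2 4.6 ± 0.909 RPKM (SD, n = 2 mice). At CT4 the values were 4.66 ± 2.43 for Bhlhe40 and 0.355 ± 0.318 for Per2.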

For some proteins, such as BHLHE40, a large amount of ribosome binding resulted in a moderate amount of protein (Fig. 1*D*), whereas for other proteins, such as PER2, a much smaller amount of ribosome binding resulted in the same amount of protein as BHLHE40 (Fig. 1*E*), which suggests that BHLHE40 protein is more unstable than PER2 or that some other factor is limiting the amount of BHLHE40 produced. Thus, ribosome profiling reads can provide an approximate estimate for when a protein is produced, but protein abundance reflects both protein production and posttranslational mechanisms to control overall protein levels (27).

**Fig. 1.**
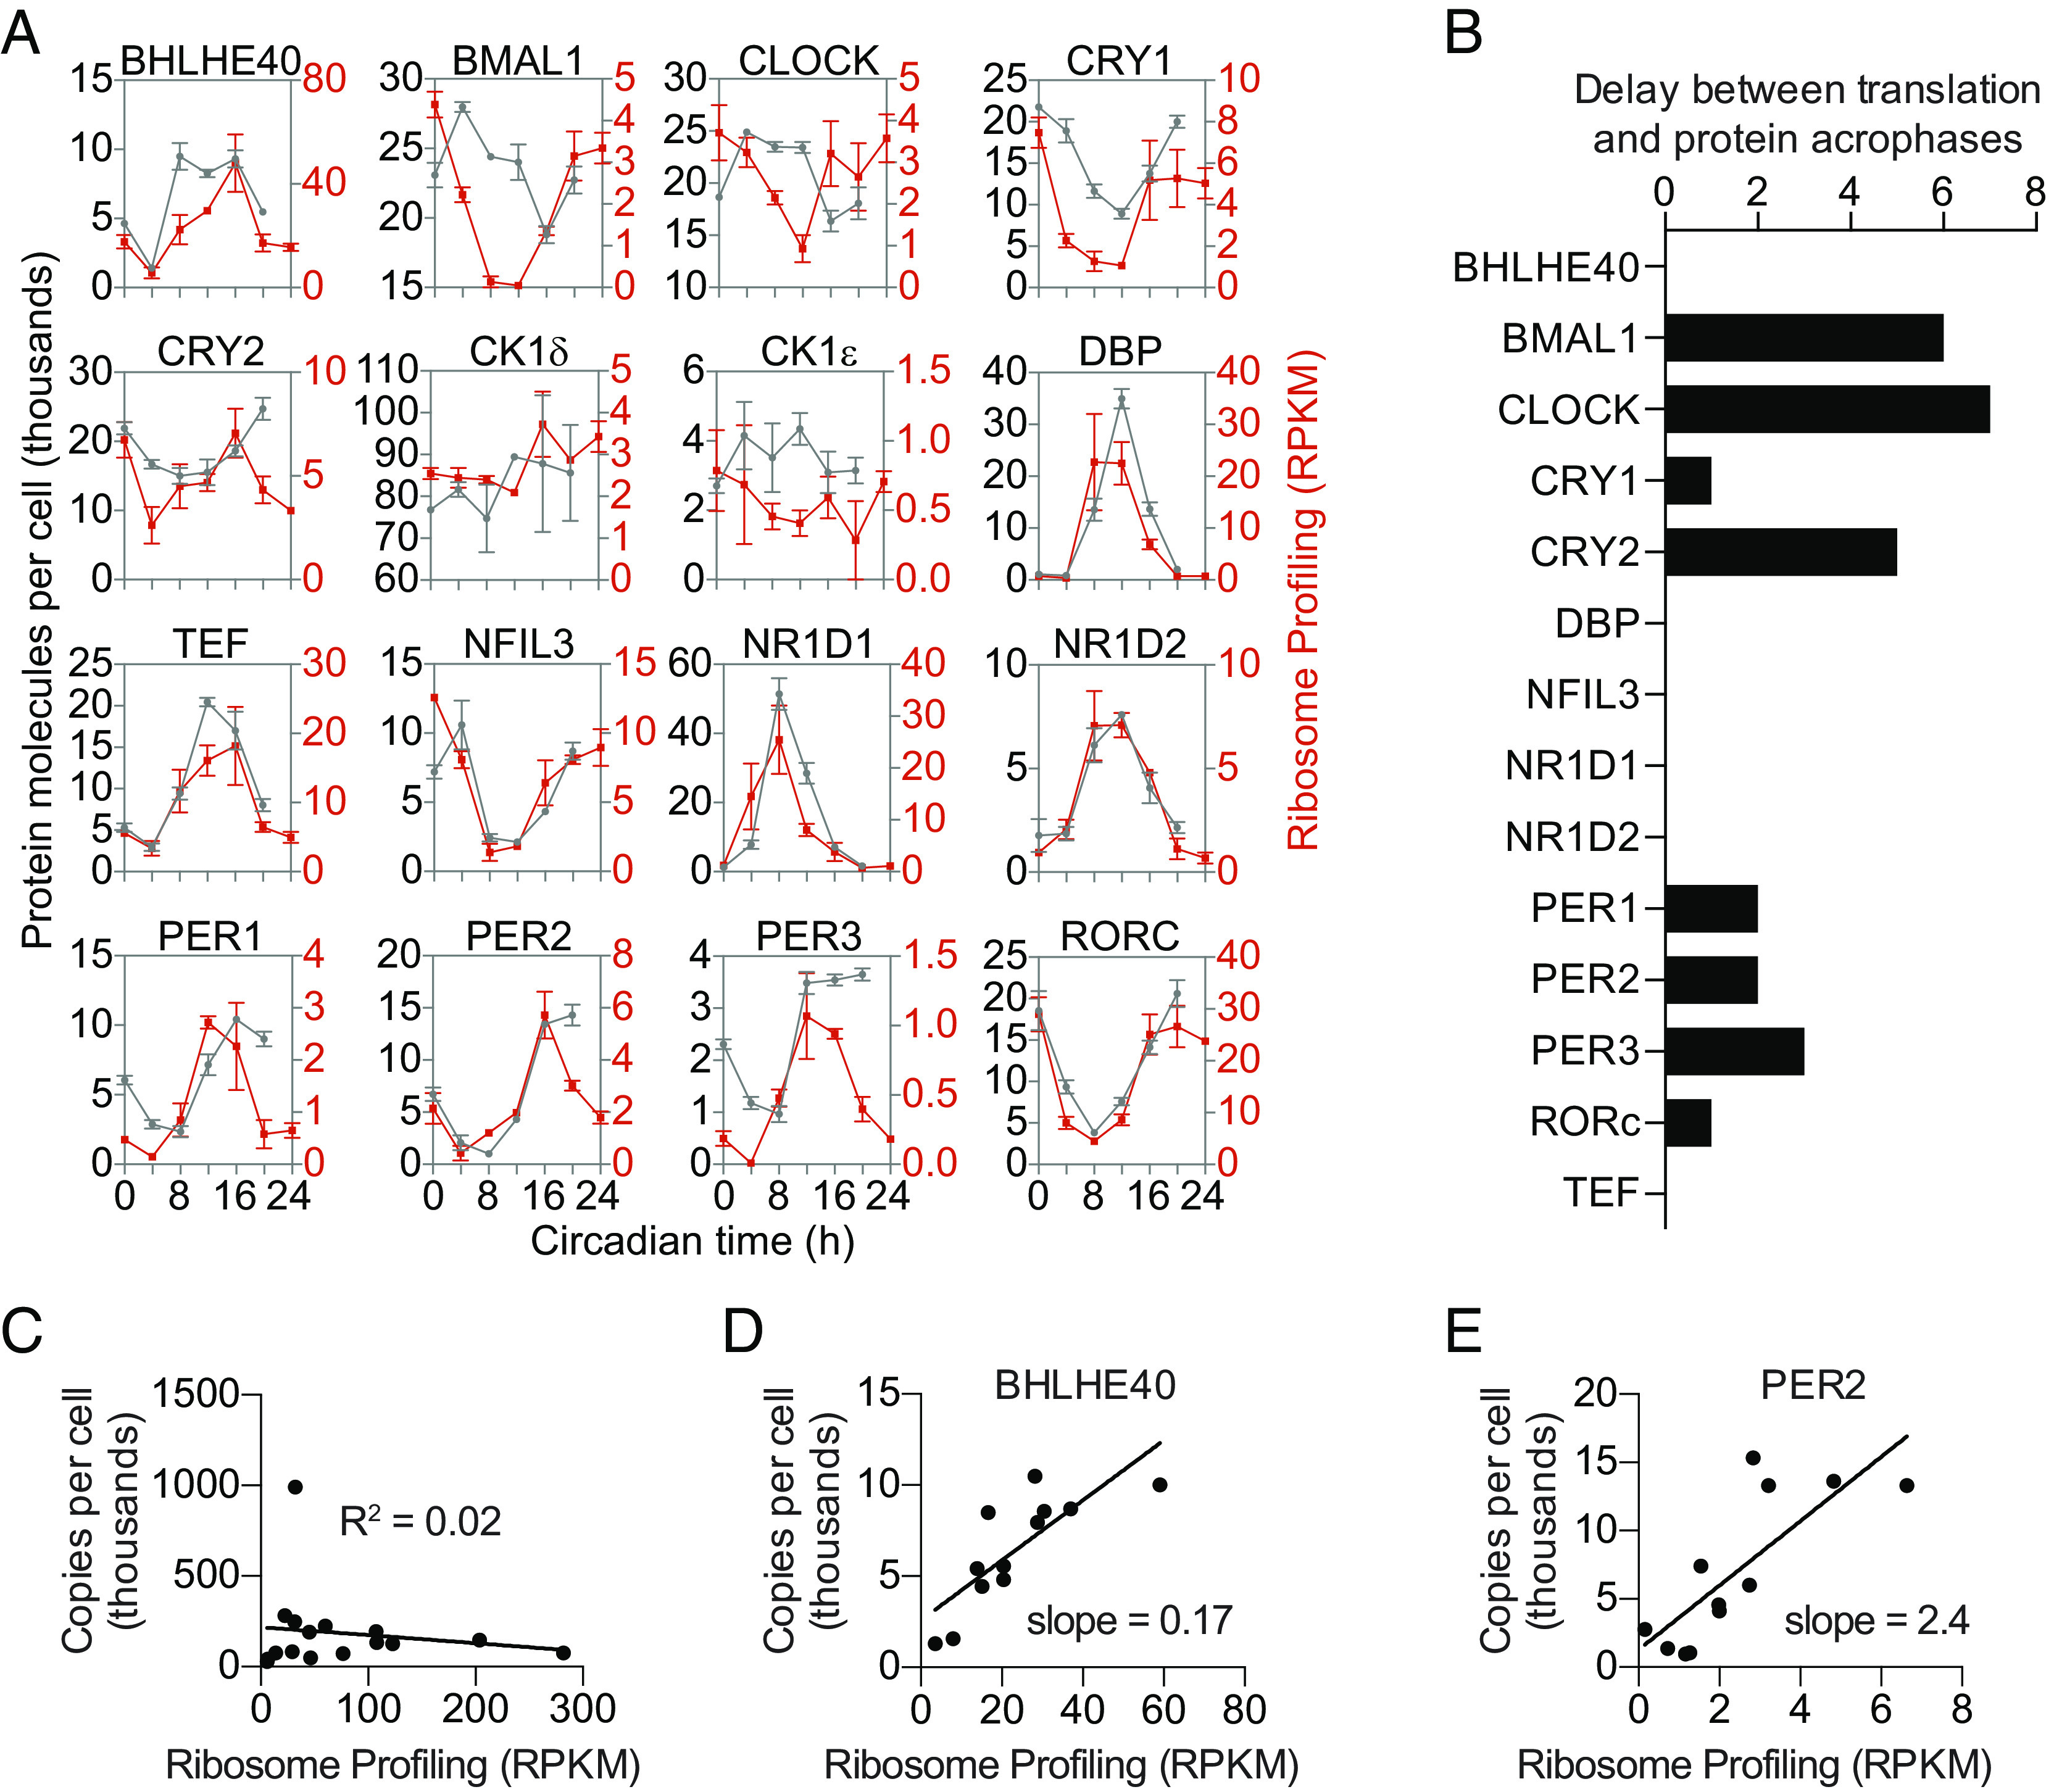
Measuring translation and protein from the same liver samples for 16 circadian mRNAs. (*A*) Time course of the quantified proteins and the corresponding translation level. Protein concentration (gray) is expressed as copies per cell assuming that the total amount of protein per cell is 0.5 ng for the average for all quantified peptides (10). Ribosome binding (red) is expressed as reads per kilobase of transcript per million mapped reads (RPKM). Data are mean ± SEM. (*B*) Phase delay between ribosome binding and protein abundance. Copies per cell were averaged from all peptides for each protein. JTK analysis was used to estimate the phases for these averaged protein levels and for ribosome binding RPKM levels. (*C*) Linear regression analysis comparing ribosome binding to protein amount averaged over 24 h showed that there was no correlation between ribosome binding and protein abundance (*D* and *E*) Linear regression analysis comparing ribosome binding to protein amount at each sampled time point showed that some proteins like BHLHE40 (*D*) had high protein turnover or reduced protein biosynthesis, whereas other proteins like PER2 (*E*) had low protein turnover or increased protein biosynthesis.

When we compared mRNA and protein abundance phases in our dataset in DD to the reported phases in previously published studies of mouse liver in LD (12, 15, 16, 18), we observed a correlation with a 1 to 2 h delay in DD (*SI Appendix*, Fig. S10 *A* and *C*). The transcripts with the largest differences in delay in the mRNA-to-peak-protein abundance between LD and DD conditions included *Nfil3*, *Per2*, *Per3*, and *Bmal1* (*SI Appendix*, Fig. S10*B*). The differences resulted from a slightly earlier peak in RNA abundance and ribosome binding in LD rather than a delay in the protein abundance peak; there was little difference between LD and DD in the delay between RNA abundance and ribosome binding (*SI Appendix*, Fig. S10*D*). Although these small differences may reflect a true biological effect from light-dependent changes in transcription, they could also simply result from differences in the algorithms used for phase determination, differences in experimental conditions, or both. Besides these 16 core circadian transcripts, most other transcripts with rhythmic ribosome binding in our dataset had a phase of around CT0 (*SI Appendix*, Fig. S6).

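Of the 3840 transcripts called by JTK_CYCLE with CPM, 3083 had a lag from CT22 to CT2. This is 80.3%, with a 95% binomial confidence interval (Wilson) of 79.0% to 81.5% that covers counting error over transcripts only. A lag from CT10 to CT14 was found in 139 of the 3840, and in 46 when tied best lags were averaged on the circle. The share depended on the scaling. With counts scaled by edgeR's TMM method, 3068 transcripts were called, of which 786, or 25.6%, had a lag from CT22 to CT2 and 838, or 27.3%, a lag from CT10 to CT14. Size factors of DESeq2 gave 25.7% and upper-quartile scaling 25.5%. Of the 3083 transcripts, 1055 were also called with TMM, and 751 of these kept a lag from CT22 to CT2. TMM factors ranged from 0.736 in CT12 replicate 2 to 1.46 in CT0 replicate 1. In the 1769 transcripts of Dataset S1 that could be read, which are the ones with the lowest adjusted P, the paper's own lags lie from CT22 to CT2 in 83.3%. The RPKM of these transcripts divide reads by a total proportional to the total count, with a coefficient of variation of 2.3% over the 14 libraries. From the lags in its data set, the paper states that most rhythmic transcripts have a phase around CT0.

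**Figure D3:**
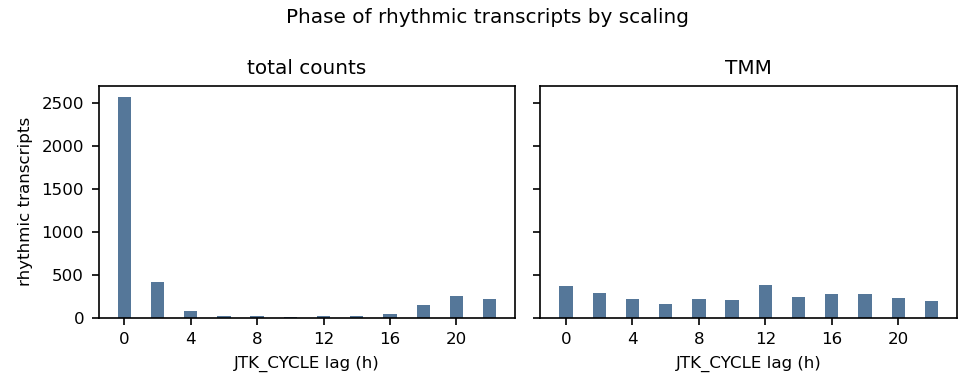
Number of rhythmic transcripts (JTK_CYCLE adjusted P under 0.05) by lag in h, in bins of 2 h with tied best lags averaged on the circle, with counts scaled by the total count (left) and by TMM (right). The bin at 0 h holds 67.0% of the calls on the left and 12.2% on the right.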

### uORFs Suppress Translation.

We also noticed a relationship between ribosome occupancy and the presence of uORFs, similar to previous reports (15, 18). 

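The sequences of 22392 transcripts with a 5′UTR could be taken from the mouse genome (GRCm38.p6), after leaving out transcripts whose lengths in the annotation and in the files differ. A uORF was an ATG with an in-frame stop codon, both inside the 5′UTR. By this definition, 9891 transcripts, or 44.2%, had at least 1 uORF, and 28389 uORFs were found in all. The share was 52.0% when ATGs whose frame runs into the CDS were also counted, and 40.2% of genes with 1 transcript kept per gene. The files hold reads of whole 5′UTRs, not of single uORFs. Reads of single uORFs are in Dataset S2, of which the first 1999 of 53922 uORFs, ordered by adjusted P, could be read. JTK_CYCLE on these values gave an adjusted P under 0.05 for 601 uORFs, and gave the paper's lag, and its P within 1%, for all 1999. Of the 601, 81.4% had a lag from CT8 to CT14. Within each library, the values of Dataset S2 were whole multiples of 1 step. The step was taken as the worth of 1 read, and in CT16 replicate 2, where counts are even, as that of 2 reads. The worth of 1 read rose with the library's DESeq2 size factor, with a slope of 0.981 on log2 scales and Pearson's r of 0.999 (permutation p = 1e-05, the smallest it can give). Spearman's rho was 0.991 (permutation p = 1e-05), and r was 0.998 without the 2 libraries farthest from the median.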

Roughly half of all mouse transcripts contained at least one uORF (*SI Appendix*, Fig. S4*B*), and we found rhythmic ribosome binding in 602 uORFs with an adjusted *P* < 0.05 using JTK_cycle (Dataset S2). In particular, for circadian transcripts, such as *Cry1* and *Bmal1*, there appeared to be increased ribosome binding in uORF regions, as measured by increased ribosome profiling reads (Fig. 2*A*), although ribosome binding in the 5′UTR was not always associated with uORFs in circadian transcripts (*SI Appendix*, Fig. S4*A*). mRNAs with increased numbers of uORFs had lower levels of ribosome occupancy in the downstream CDS (Fig. 2*B*), whereas the length of the uORF and the distance of the uORF to the start codon did not have a significant impact on ribosome binding in the CDS (*SI Appendix*, Fig. S4 *C* and *D*). 

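Summed over the 14 libraries, Cry1 had 1339 reads in its 5′UTR and 4269 in its CDS, so that 23.9% of these reads lay in the 5′UTR. Bmal1 had 509 and 3520 reads, or 12.6%. The mean log2 ratio of 5′UTR to CDS reads, with a pseudocount of 0.5, was -1.75 ± 0.61 (SD, n = 14) for Cry1 and -3.17 ± 1.29 for Bmal1. Across 16838 transcripts with a mean of at least 10 CDS counts, the median log2 ratio of the reads summed over the 14 libraries was -4.61. By this ratio of summed reads, Cry1 was at percentile 91.0 and Bmal1 at percentile 78.3. Per nucleotide, the mean log2 ratio of 5′UTR to CDS reads was -0.09 ± 0.61 (SD, n = 14) for Cry1, from -1.25 to 0.93 over the libraries, and -1.32 ± 1.29 for Bmal1. In the reference, the 5′UTR of Cry1 lies on chromosome 10 from 85184472 to 85185054 in exon 1 and holds 2 uORFs, and that of Bmal1 on chromosome 7 spans 5 exons from 113207465 to 113280662 and holds 4. Cry2 had 1 read in its 46-nt 5′UTR, which holds no uORF.
The CDS density fell with the number of uORFs. Its median over 12501 transcripts without a uORF was 0.783 RPKM ± 0.182 (SD over 14 libraries), and over 1642 transcripts with 5 or more uORFs it was 0.209 ± 0.0512. Medians between these were 0.630 with 1 uORF, 0.509 with 2, 0.366 with 3 and 0.351 with 4. Spearman's rho across transcripts, which are not independent replicates, ranged from -0.101 to -0.0928 over the 14 libraries. Class means, as plotted in Fig. 2B, were 70.6 ± 5.36 RPKM without a uORF, 27.1 ± 0.707 with 1 and 3.54 ± 0.727 with 5 or more. Among transcripts with exactly 1 uORF, R squared between log2 CDS density and log2 uORF length was 0.00029 over 3495 uORFs. For the distance to the start codon it was 7.63e-05 over 3483 uORFs. From these relations, the paper goes on to ask with synthetic reporters whether uORFs suppress translation.

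**Figure D4:**
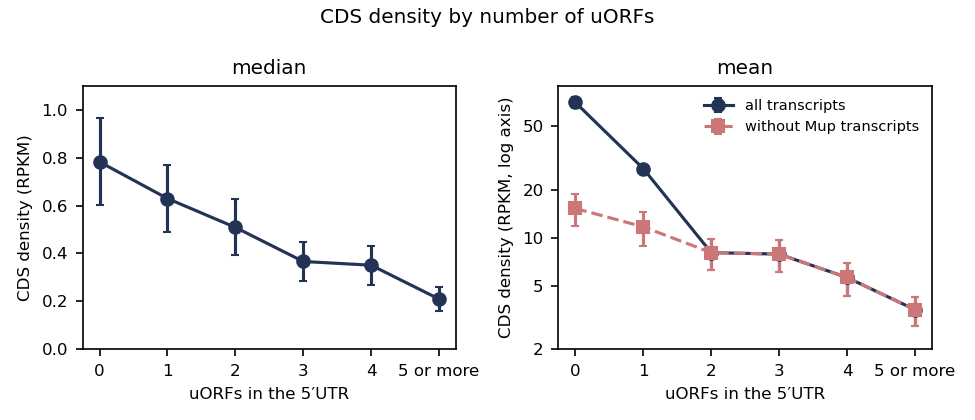
CDS density in RPKM by number of uORFs, as class medians (left) and class means (right, log axis), each the mean over 14 libraries with bars of 1 SD. Without Mup transcripts, the mean of transcripts without a uORF is 15.3 in place of 70.6.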

To investigate whether uORFs were sufficient to suppress translation in a combinatorial manner, we created a luciferase reporter vector with multiple synthetic uORFs. Predictably, increasing the number of uORFs reduced luminescence from the reporter (Fig. 2*C*). Using this synthetic reporter, we varied the position of a single uORF relative to the start codon or the uORF length and found a higher degree of uORF-mediated repression the closer the uORF was to the start codon; however, uORF length had no effect on repression (*SI Appendix*, Fig. S4 *E* and *F*). Both the position of the uORF and the number of uORFs altered the amplitude and mesor (mean luminescence) without altering the period using two different promoters in cell-based circadian luminescence assays (*SI Appendix*, Fig. S15). Other factors, such as the Kozak consensus of the uORF, overlap with the CDS, or uORF conservation may also impact repression strength (28, 29).

**Fig. 2.**
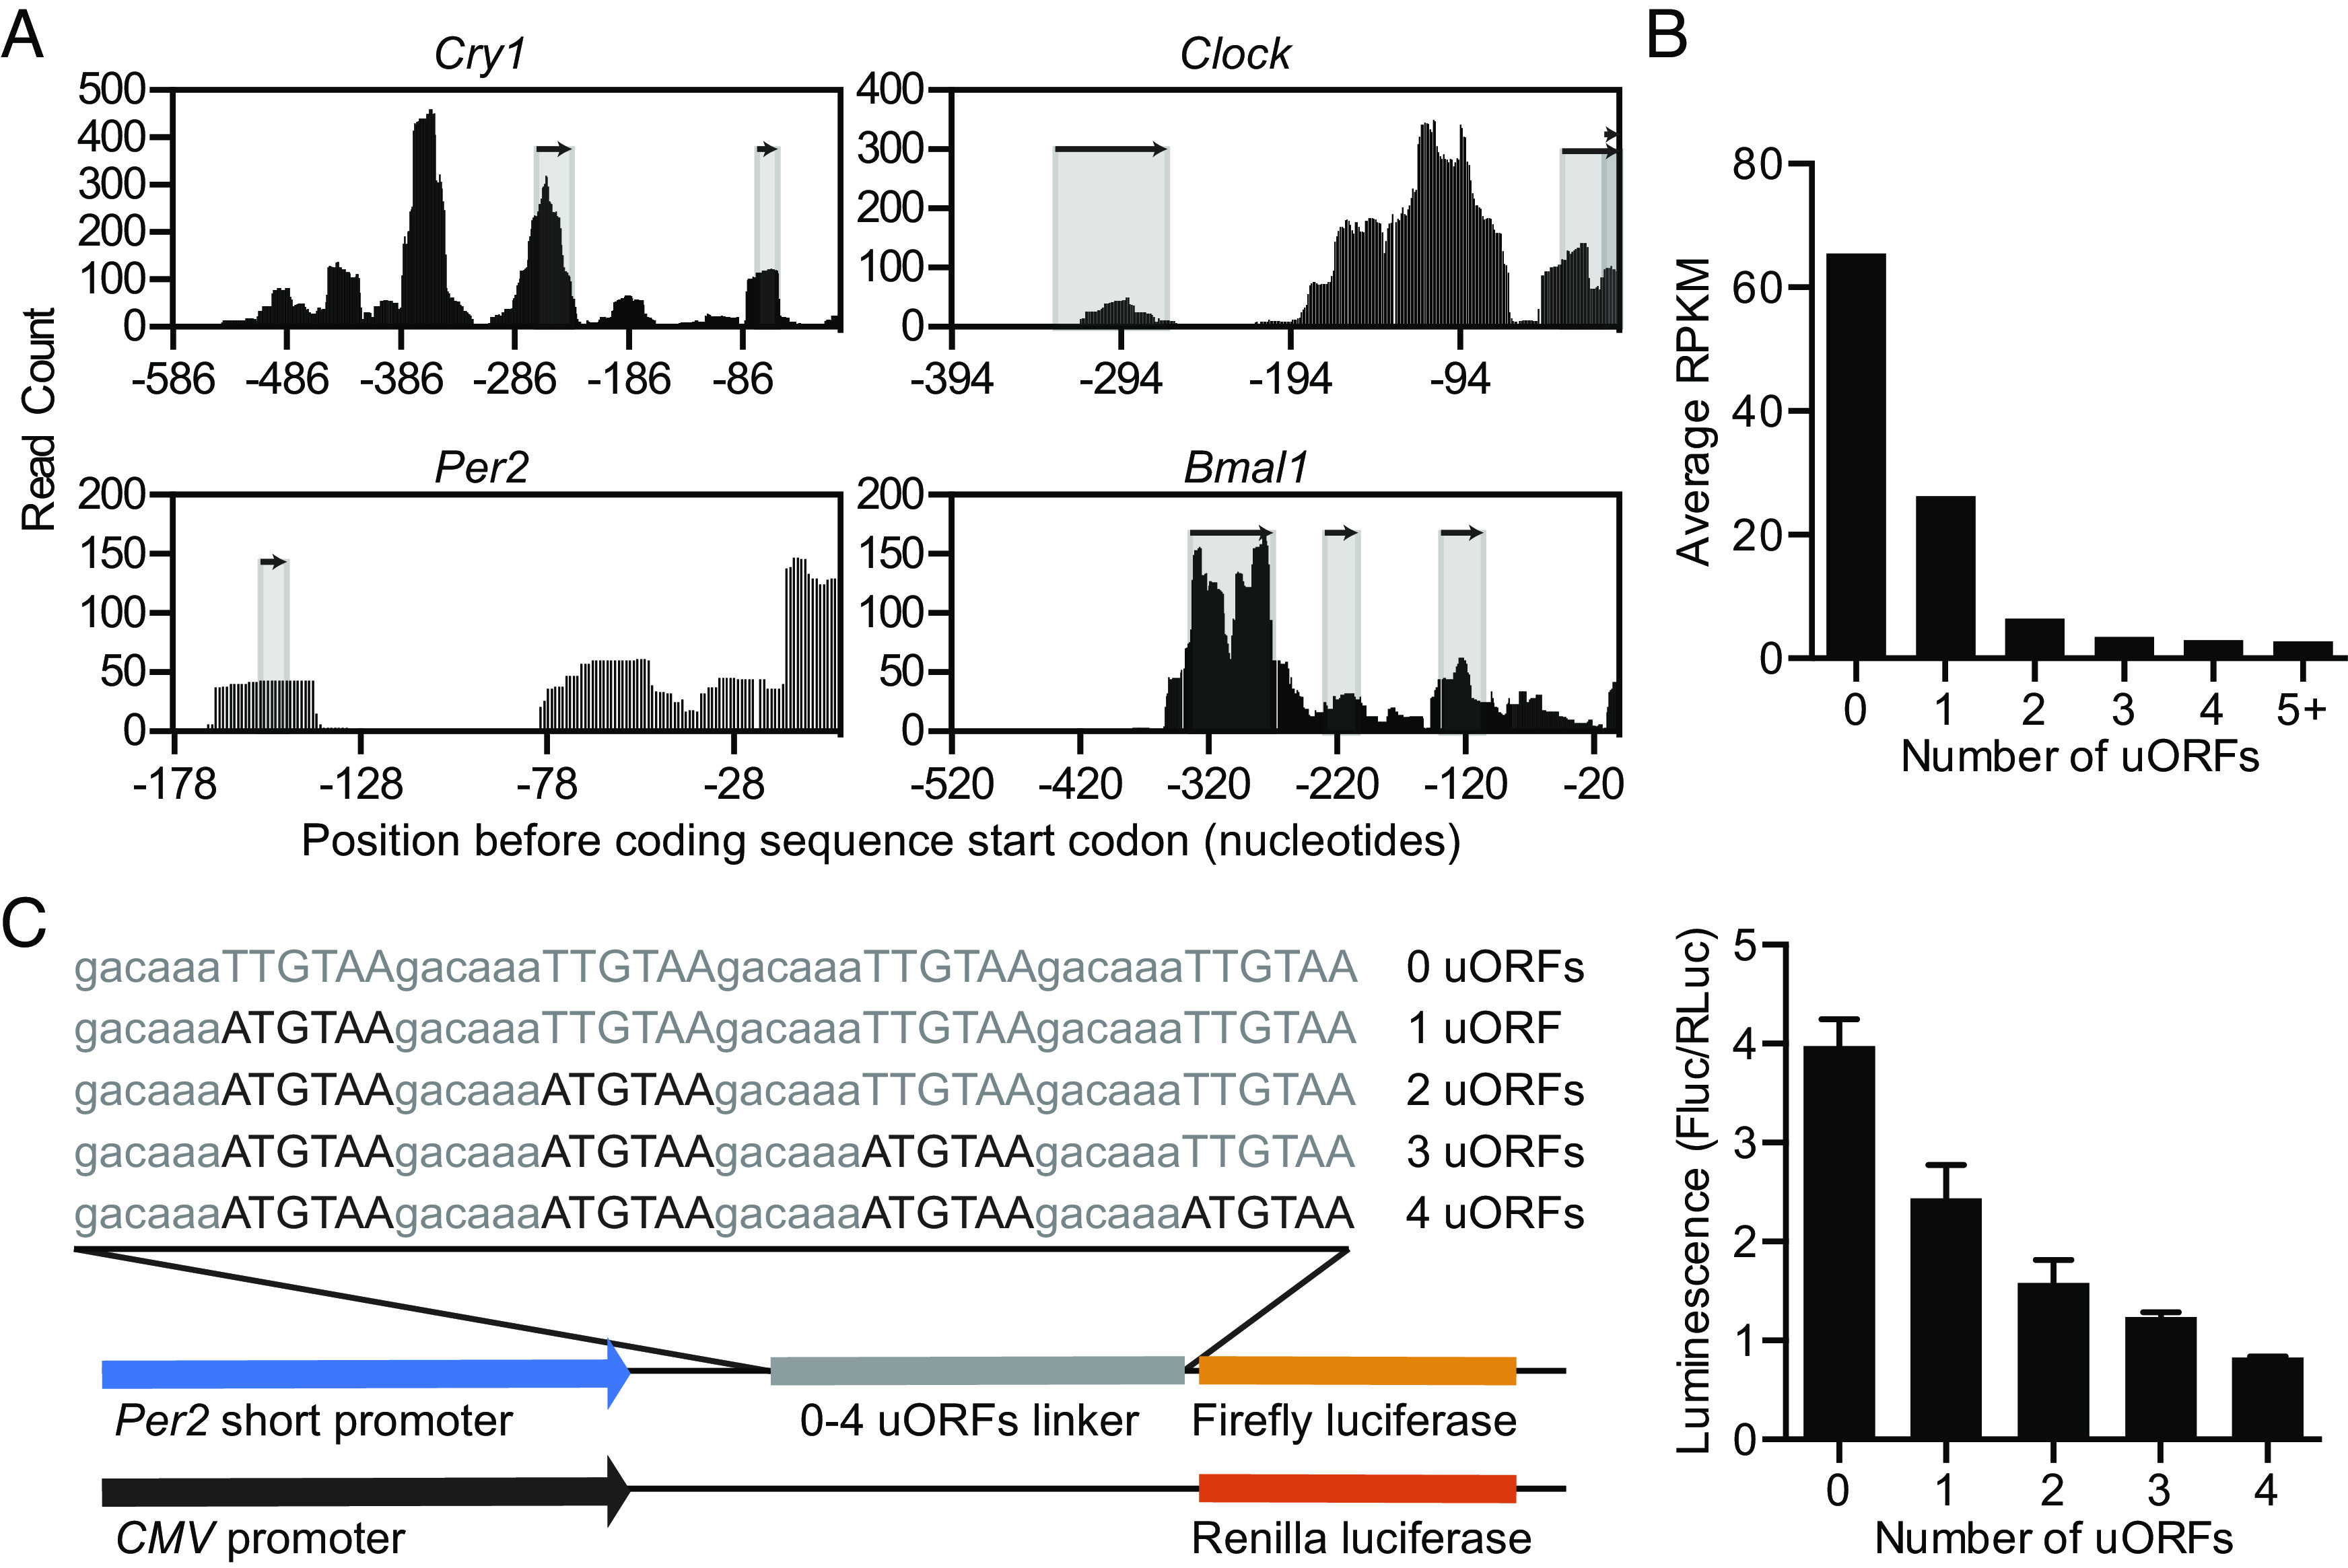
uORFs suppress protein expression. (*A*) The 5′UTRs of *Cry1ClockPer2*, and *Bmal1* transcripts contain at least one uORF (shaded regions below arrows). The distribution of raw counts of ribosome profiling reads summed across all time points (black bars) for the 5′UTR of each transcript is shown. (*B*) Global distribution of uORFs compared to ribosome profiling translation level (RPKM) shows that mRNAs with more uORFs are translated less compared to mRNAs with fewer uORFs. (*C*) Introduction of a variable number of synthetic uORFs represses relative luminescence from a *Per2* short promoter in a dose-dependent manner.

### The Per2 uORF Suppresses Reporter Expression without Altering Period.

To further explore the impact of uORFs on circadian rhythms, we focused on the uORF in the circadian transcript *Per2*. This uORF is evolutionarily conserved and consists of only a start and stop codon (Fig. 3*A* and *SI Appendix*, Fig. S13), which eliminates any potential effect of a translated uORF peptide on the regulation of *Per2*. 

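In the mouse genome (GRCm38.p6), Per2 lies on the minus strand of chromosome 1 from 91415982 to 91459328, with 23 exons. Its 5′UTR has 174 nt in 2 exons. The single uORF in it, ATGTGA, is a start codon ATG followed by a stop codon TGA, and lies in exon 1 from 91459301 to 91459306. It begins at position 23 of the 5′UTR and ends 146 nt before the CDS. The sequence from 91459281 to 91459326, read along the transcript, is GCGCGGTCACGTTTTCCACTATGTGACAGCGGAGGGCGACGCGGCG. Among the 15 circadian transcripts named here whose lengths match the annotation, no other had a uORF of only a start and a stop codon. The next shortest were uORFs of 12 nt in Dbp and Nfil3.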

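The files give reads over the whole Per2 5′UTR and not at the uORF alone, and no Per2 uORF is among the part of Dataset S2 that could be read. The 5′UTR had 134 reads over the 14 libraries, from 0 to 20 per library, against 5647 in the CDS. Scaled by TMM, the 5′UTR reads were highest at CT12 with 17.2 ± 4.74 (SD, n = 2 mice), and stood at 14.3 ± 0.166 at CT16 and 15.1 ± 8.7 at CT20. They were lowest at CT4 with 3.36 ± 4.76. A cosine fit to log2 5′UTR reads gave a phase of 15.7 h (standard error 1.09 h; permutation p = 0.00229, or 0.00556 after Benjamini-Hochberg adjustment over the 17 circadian transcripts). The CDS reads gave a phase of 16.6 h (standard error 0.586 h). The difference between the phases is smaller than the standard error of the 5′UTR phase. The log2 ratio of 5′UTR to CDS reads had no detectable rhythm at this depth (permutation p = 0.797, adjusted 0.861).

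**Figure D5:**
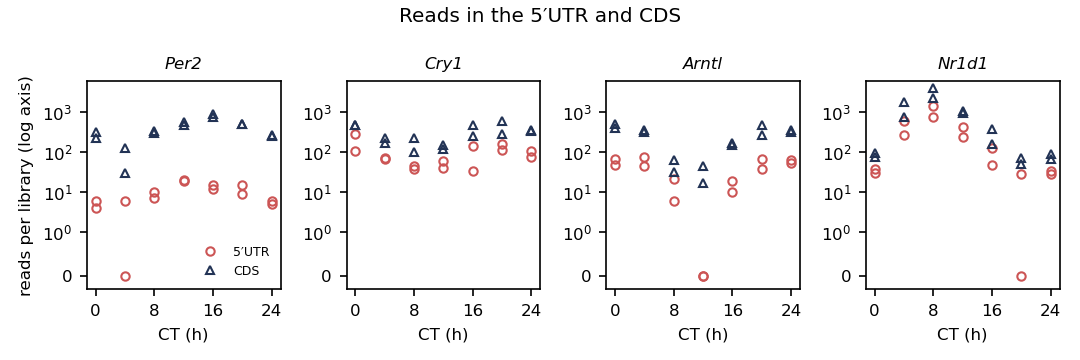
Reads per library in the 5′UTR (circles) and in the CDS (triangles) of 4 transcripts against circadian time in h, on an axis that is logarithmic above 1 read. Per2 has at most 20 reads in its 5′UTR in any library.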

Ribosomes bound the *Per2* uORF rhythmically and slightly before peak ribosome binding on the *Per2* transcript (Fig. 3*B*). Mutation of the uORF in *Per2* increased the amplitude of expression without affecting the phase or period in 3T3 cells transfected with a luminescence reporter (Fig. 3 *C* and *D*). This increase in amplitude was not affected by the amount of transfected plasmid, inclusion of the full-length *Per2* 5′UTR, or addition of PER2 protein (*SI Appendix*, Fig. S5). CRISPR/Cas9-mediated mutation of the *Per2* uORF in PER::LUC MEFs increased overall luciferase expression levels compared to that of wild-type MEFs; however, we were unable to generate circadian rhythms in these cells to determine the impact of the *Per2* uORF on other circadian parameters such as period and phase (*SI Appendix*, Fig. S12).

**Fig. 3.**
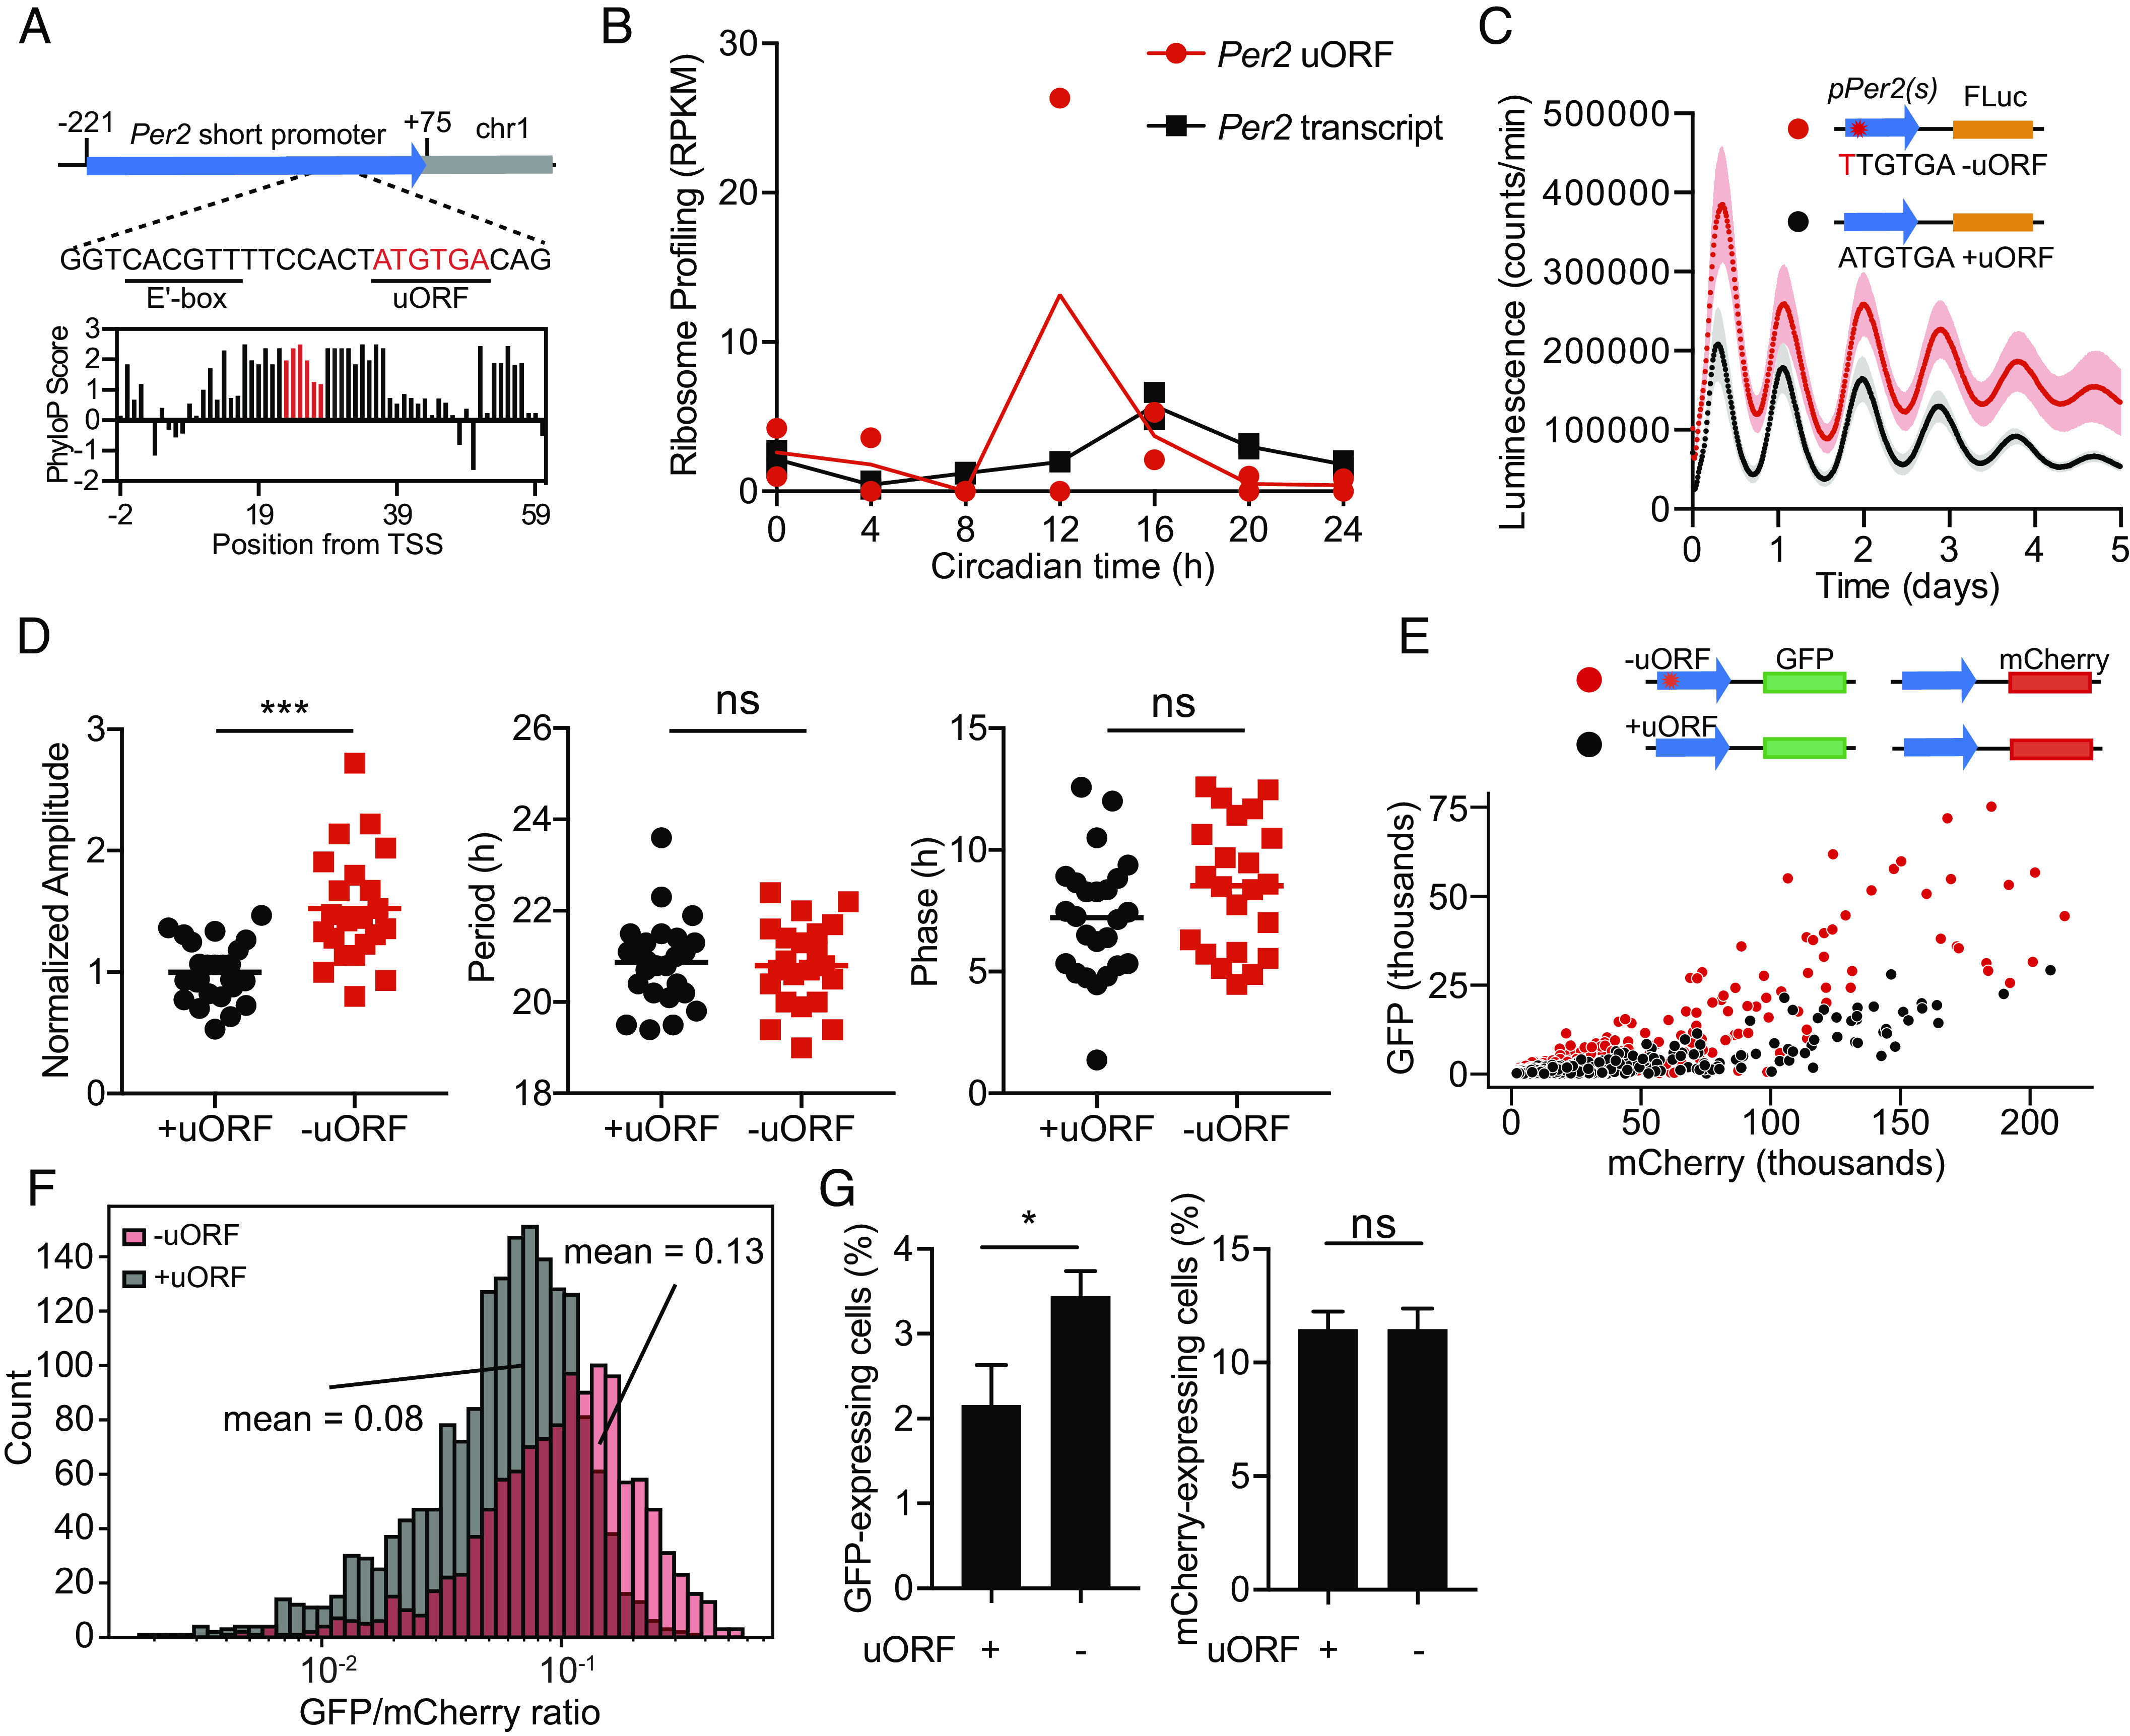
The *Per2* uORF is evolutionarily conserved and suppresses PER2 expression. (*A*) Genomic position of the *Per2* short promoter, which contains an E’box and uORF. Evolutionary conservation scores according to UCSC genome browser among 22 mammalian species in the *Per2* 5′UTR (black bars) with the uORF highlighted (red bars). (*B*) Ribosome binding (RPKM) on the *Per2* uORF (red) compared to the *Per2* transcript (5′UTR, CDS, and 3′UTR, black). (*C*) Representative bioluminescent traces showing that mutation of the *Per2* uORF (ATGTAA to TTGTGA) increases the expression level of a pGL3-P(*Per2*)-d*Luc* luminescent reporter. Reporter containing uORF (black), reporter with a mutant uORF (red). The shaded region is SD. (*D*) Cosinor analysis showing the normalized amplitude (*Left*), period (*Middle*), and phase (*Right*) for cells transfected with the *Per2* uORF (black) or a mutant *Per2* uORF (red). Data from each group comprise at least 22 traces from eight different experiments (see *SI Appendix*, Fig. S5, for the plots of individual traces for each experiment). (*E*) Representative scatterplot of GFP versus mCherry expression for 3T3 cells transfected with a GFP-fluorescence reporter with a *Per2* uORF (+uORF, black) or a mutant *Per2* uORF (−uORF, red) and a mCherry-normalization plasmid. The analyzed cells were gated on mCherry+ expression. (*F*) Histogram of the GFP/mCherry ratio for cells in *E*. (*G*) The percentage of GFP+ cells (*Left*) was significantly higher in the −uORF population compared to the +uORF population, whereas the percentage of mCherry+ cells (*Right*) was unchanged (n = 3 independent experiments). See *SI Appendix*, Fig. S11, for FACS gating strategy and analysis of cells from the GFP+ gate.

To understand uORF-mediated repression in individual cells, we created a GFP fluorescent reporter plasmid driven by the *Per2* promoter with or without a mutation in the *Per2* uORF. We transfected 3T3 cells with these plasmids and an mCherry normalization plasmid and analyzed the cells by FACS (*SI Appendix*, Fig. S11). Mutation of the uORF increased GFP brightness without affecting mCherry brightness in individual cells (Fig. 3*E*), and increased the GFP-to-mCherry ratio of the population (Fig. 3*F*) regardless of whether the cells were first gated on mCherry expression (Fig. 3 *E* and *F*) or GFP expression (*SI Appendix*, Fig. S11 *C* and *D*). Mutation of the uORF also increased the total number of GFP-expressing cells without affecting the total number of mCherry-expressing cells (Fig. 3*G*). Thus, the *Per2* uORF can repress reporter expression within individual cells to control circadian amplitude.

### Mice with a Mutation in the Per2 uORF have Reduced Sleep.

We used CRISPR/Cas9 to generate a knock-in mouse harboring a mutation in the uORF of *Per2*, which removed both the start and stop codon of the uORF without disrupting a nearby E’-box (*SI Appendix*, Fig. S7*A*). Wild-type and mutant mice were phenotyped over 13 d in LD and then for 12 d in DD using the Snappy Sleep Stager (30, 31), which is a respiration-based method to characterize sleep/wake parameters and circadian rhythms. Both male and female *Per2* uORF mutant mice had significantly reduced sleep per day (mean ± SEM: 717 ± 19 min and 642 ± 7 min, respectively) compared to their wild-type littermates (774 ± 11 min and 678 ± 4 min, respectively, *P* < 0.001 by two-way ANOVA) and a corresponding increase in wake duration per day (Fig. 4 *A* and *B* and *SI Appendix*, Fig. S8*A*) in LD conditions. There was a decrease in sleep episode duration and a significant increase in the transition probability from sleep to awake termed *P_sw_* in *Per2* uORF mutant mice (*SI Appendix*, Fig. S8*B*); however, there were no differences in other sleep parameters such as amplitude, *P_ws_* (the transition probability from awake to sleep), or wake episode duration (*SI Appendix*, Fig. S8*C*). *Per2* uORF mutant mice exhibited reduced sleep duration particularly during the light-to-dark and dark-to-light transitions in the early morning and early evening (Fig. 4 *C* and *D*). There were also differences in sleep duration later in the morning (*SI Appendix*, Fig. S8*D*) but not at other times during the day (*SI Appendix*, Fig. S8*E*). Next, we observed mice in constant darkness over 12 d and found no differences in activity rhythms or period (Fig. 4*E*); furthermore, there were less pronounced sleep differences in DD compared to LD (*SI Appendix*, Fig. S9). Cosinor analysis of the activity rhythms in LD and DD conditions revealed no differences in period and amplitude between wild-type and *Per2* uORF mutant mice (*SI Appendix*, Fig. S9).

**Fig. 4.**
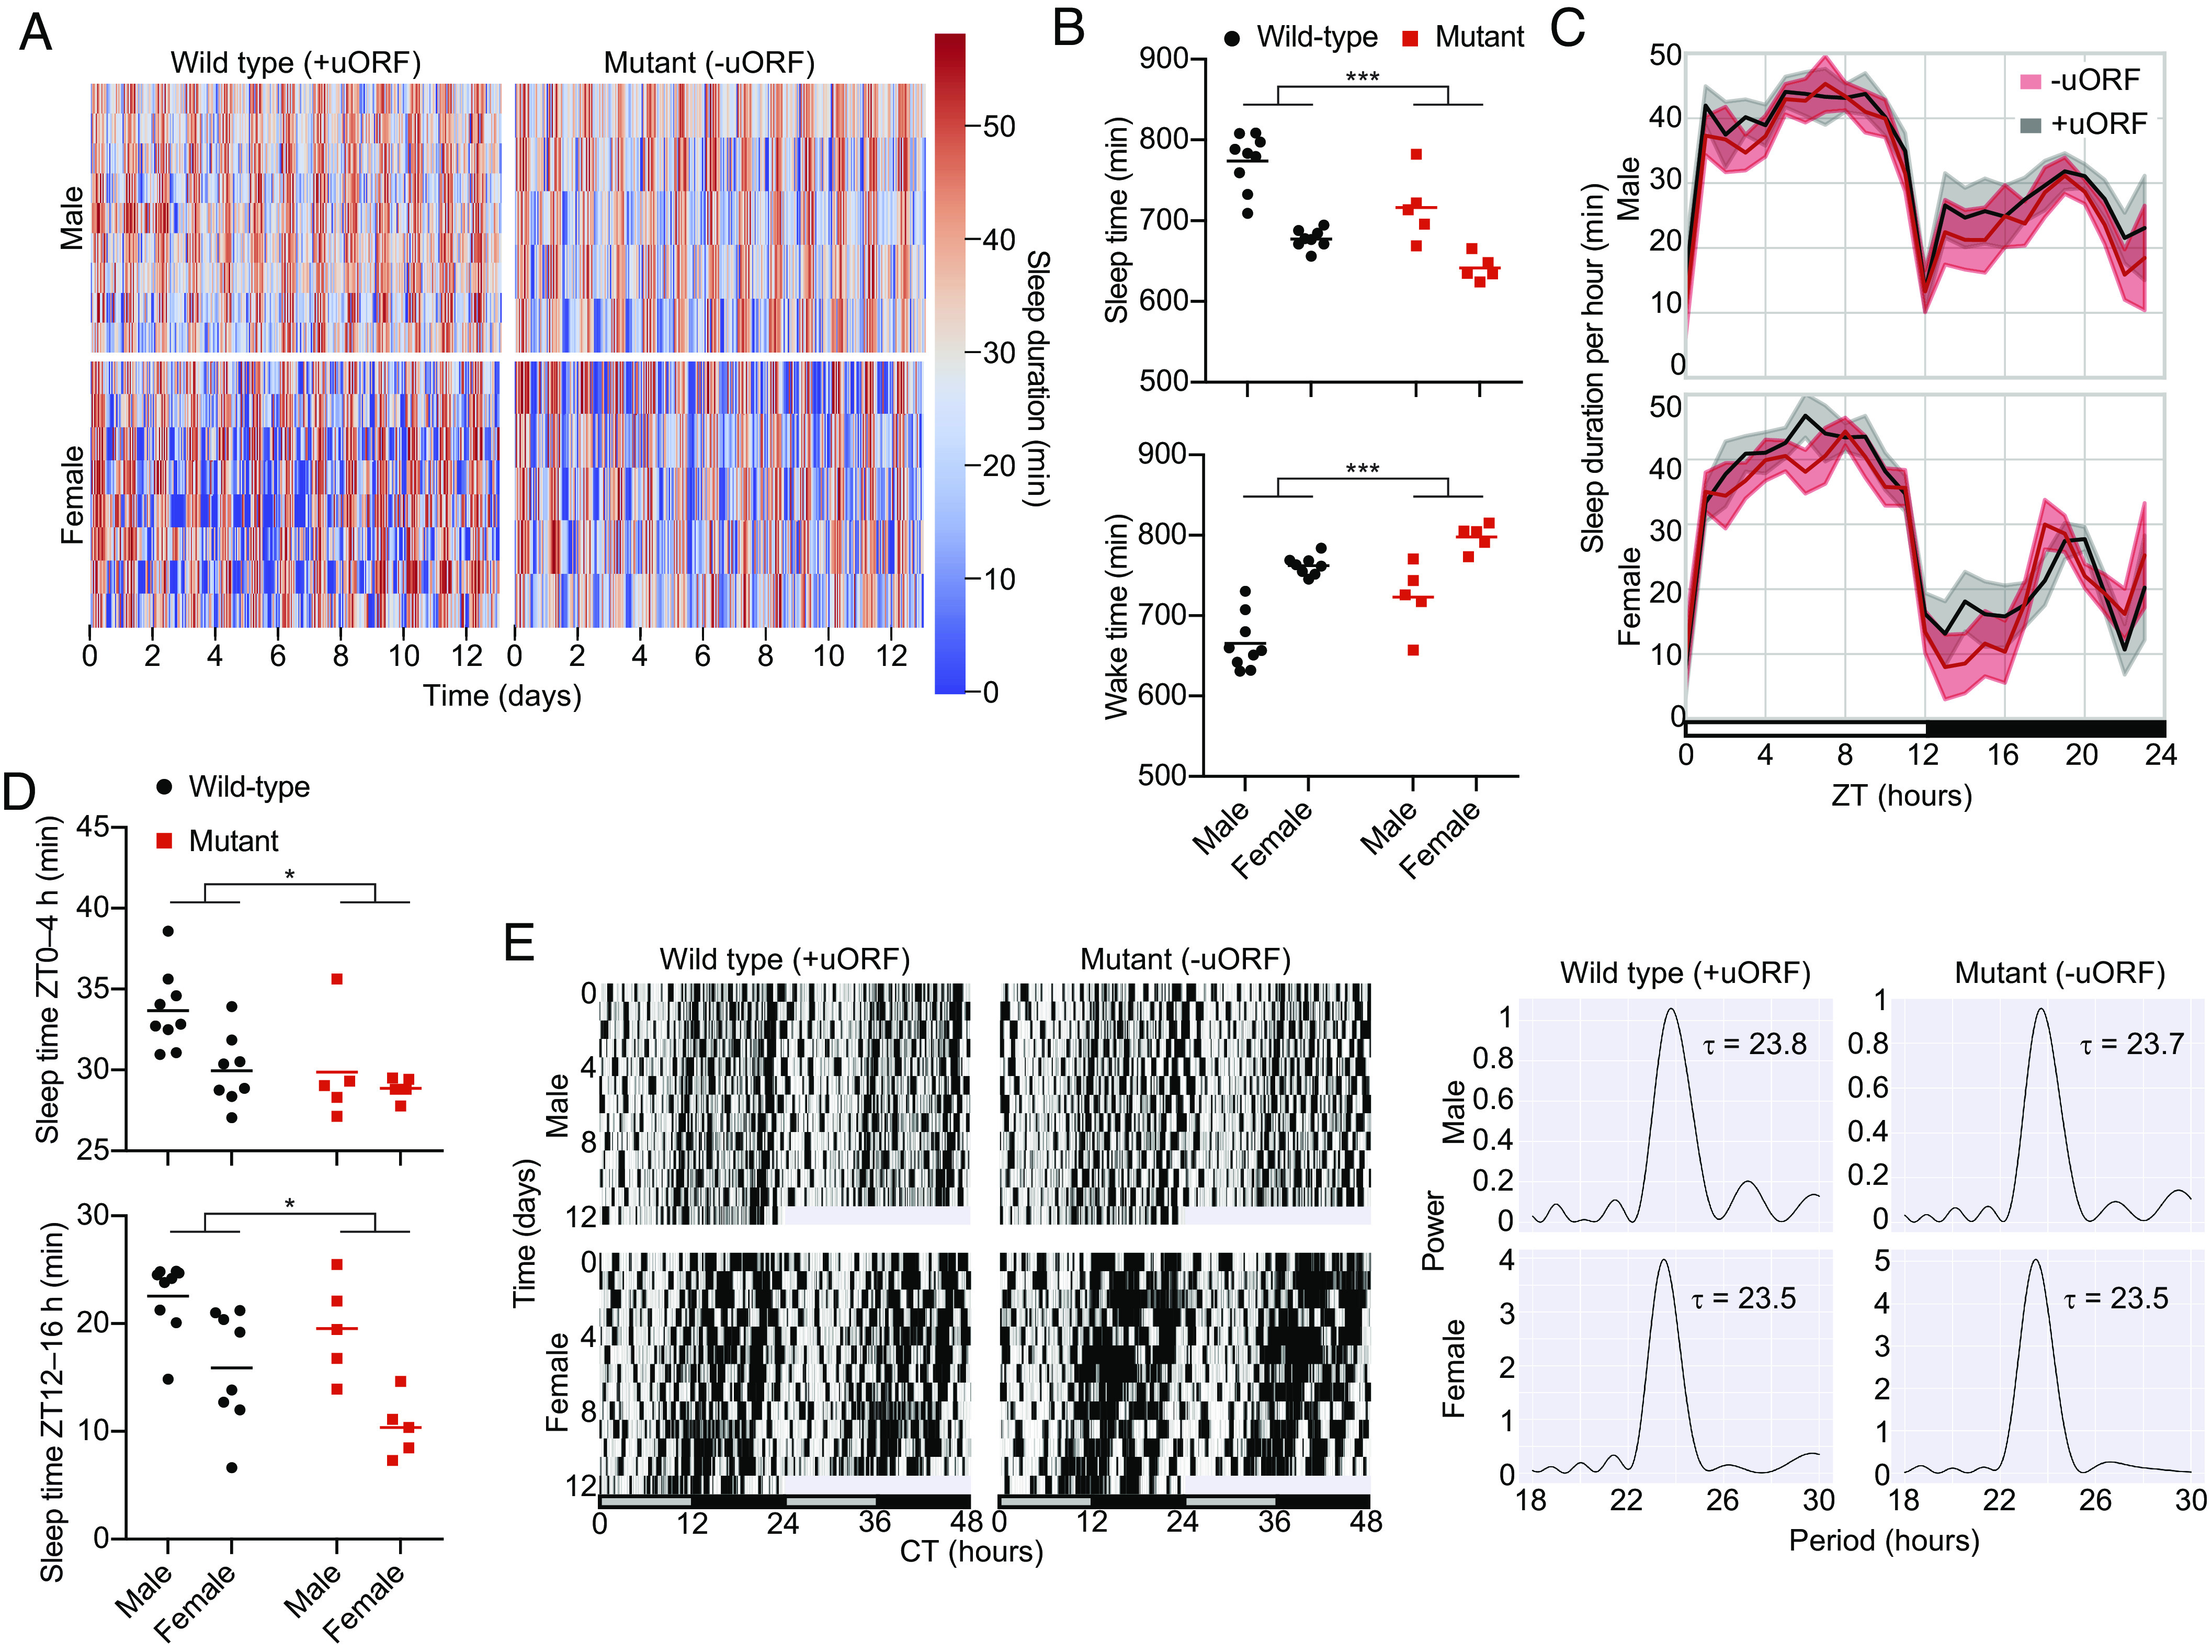
Disruption of the *Per2* uORF reduces sleep in mice. (*A*) Sleep duration per hour over 13 d in 12-h light/12-h dark (LD) conditions for *Per2* uORF mutant and wild-type male and female mice. Each row indicates data from one mouse. (*B*) Mean sleep (*Top*) and wake (*Bottom*) duration over 24 h, averaged over 13 d. Red, *Per2* uORF mutant mice. Black, wild type. (*C*) Sleep duration per hour over 24 h in LD, averaged over 13 d for *Per2* uORF mutant (red) and wild-type (black) male (*Top*) and female (*Bottom*) mice. Lines indicate mean sleep duration at each time of day for each strain. Shaded area, SD at each time point. (*D*) Mean sleep duration per hour averaged over 13 d during the early morning (*Top*) and early evening (*Bottom*). *Per2* uORF mutant (red) and wild-type (black) dots are individual mice; lines indicate mean. (*E*) Representative double-plotted actograms of sleep duration per 6 min bins of wild-type and *Per2* uORF mutant mice in constant darkness (DD) over 12 d (*Left*) and corresponding periodograms (*Right*).

To understand the molecular mechanisms behind these phenotypic differences, we performed ribosome profiling and total RNA sequencing of the liver from wild-type and *Per2* uORF mutant male mice killed at ZT02-04 (32) (*SI Appendix*, Figs. S18 and S19 and Datasets S4 and S5). Because *Per2* levels are near their lowest at ZT02-04, we hypothesized that this time point would show the largest difference in derepression of *Per2* by mutation of the *Per2* uORF. There was an increase in ribosome binding in *Per2* uORF mutant mice (*SI Appendix*, Fig. S19*C*), particularly in the 5′UTR and around the start codon (*SI Appendix*, Fig. S19 *D* and *E*). *Per2* RNA levels were also higher in the mutant mice by total RNA sequencing (*SI Appendix*, Fig. S19 *C* and *H* and Dataset S5) and confirmed by qPCR analysis (*SI Appendix*, Fig. S19*B*), although no differences were observed in *Per2* translation efficiency (TE), which is defined as the ratio of ribosome profiling reads to bulk RNA-seq reads (*SI Appendix*, Fig. S19*G* and Dataset S4). Protein levels were similar in *Per2* uORF mutant mice compared to that in wild-type mice (*SI Appendix*, Fig. S19 *A* and *I*). Taken together, these results suggest that *Per2* mRNA expression and ribosome binding is suppressed by the *Per2* uORF, which has a moderate impact on sleep duration.

## Discussion

Global proteomics studies of mice livers revealed large numbers of diurnally rhythmic proteins. It has been estimated that 20 to 50% of these proteins are dependent on posttranscriptional and posttranslational mechanisms (8, 9, 11, 12, 33). Previously, we used targeted proteomics to detect the rhythmicity and concentration of a select number of low-abundance core circadian proteins in constant darkness conditions (10). Here, we used ribosome profiling and quantitative mass spectrometry to understand the relationship between those circadian protein rhythms and mRNA translation.

We found a correlation between the timing of protein production, as measured by ribosome profiling, and peak protein abundance for most transcripts (Fig. 1). However, BMAL1 and CLOCK proteins had a delay between peak ribosome binding and protein levels (Fig. 1) caused by delayed protein turnover via posttranslational modification pathways (34), rather than a delay in ribosome binding (*SI Appendix*, Fig. S3). The peak protein abundance of PER and CRY is also slightly delayed relative to their peak mRNA abundance (10, 19, 20), and we found that this was also due to protein turnover rather than to a delay in ribosome binding (*SI Appendix*, Fig. S3), similar to previous ribosome profiling studies (15, 16, 18). There was a larger delay between the peak abundance of *Cry2* ribosome binding and CRY2 protein than that of *Cry1*, which may simply be a result of the lower amplitude of CRY2 rhythms.

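Cry2 reads had a peak-to-trough difference of 0.95 on the log2 scale, against 2.30 for Cry1, and a standard error of the phase of 0.991 h, against 0.368 h. The adjusted p (edgeR, Benjamini-Hochberg) was 0.0208 for Cry2 and 4.34e-06 for Cry1. By JTK_CYCLE, Cry2 had an adjusted P of 0.173 with the total count as scale and of 0.000881 with TMM. Its reads were highest at CT16 with 9.05 ± 0.332 CPM (SD, n = 2 mice) and lowest at CT4 with 3.88 ± 1.39.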

We lacked the RNA-seq data needed to compute TE in our circadian samples, which limited our ability to determine how uORF features in 5′UTRs, such as number, length, and distance to CDS, alter translation efficiency. However, using the closest publicly available RNA-seq data (4) to our ribosome profiling data as a proxy for transcript abundance (Dataset S3), we observed a decrease in TE in transcripts with one or more uORFs (*SI Appendix*, Fig. S16), but no relationship between TE and uORF length or uORF distance to CDS (*SI Appendix*, Fig. S17).

Most transcripts with rhythmic translation in our dataset had a phase around CT0, corresponding to what would be the dark-to-light transition (*SI Appendix*, Fig. S6). Less than 10% of the circadian translatome had significant rhythms in mRNA abundance according to JTK cycle analysis (*P* < 0.05), and these transcripts were enriched for circadian and metabolic processes by Panther gene ontology (GO) analysis (*SI Appendix*, Fig. S6 *B* and *C*). Transcripts with a nonsignificant mRNA rhythmicity by JTK cycle analysis (*P* > 0.05) also were biased toward CT0, but there was no clear GO biological process underlying these rhythms (*SI Appendix*, Fig. S6 *D* and *E*). 

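Npas2 had a phase of 1.19 h (standard error 0.321 h; adjusted p = 2e-05 from edgeR with Benjamini-Hochberg adjustment). In both libraries of CT12 it had 0 counts, and 1.79 ± 0.149 CPM (SD, n = 2 mice) at CT0. The JTK_CYCLE lag of Npas2 was 2 h, and that of Nfil3 0 h with the total count as scale. With TMM the best lags of Nfil3 were tied across CT0, and their mean was 23 h on the circle and 11 h as plain numbers. By the cosine fit, Npas2, Bmal1, Nfil3 and Clock fell between CT22 and CT2, and Cry1 at 21.0 h fell before CT22. By JTK_CYCLE, Cry1 had a lag of 22 h, with the total count as scale and with TMM. Nfil3 had a standard error of the phase of 0.807 h and an adjusted p of 0.00238 (edgeR, Benjamini-Hochberg). Nr1d1 reads themselves stood at 59.7 ± 14.3 CPM (SD, n = 2 mice) at CT8 and 1.58 ± 0.203 at CT20.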

The set of transcripts with phases between CT22 and CT02 (*SI Appendix*, Fig. S6 *F* and *G*) included *Npas2*, *Bmal1*, *Cry1*, *Nfil3*, and *Clock.* These transcripts are known to be regulated by the nuclear receptor NR1D1, also known as Rev-erbα, which transcriptionally represses many genes involved in metabolism in a tissue- and circadian-dependent manner (35). In the liver, NR1D1 predominantly binds genomic locations at ZT08-ZT10 with little-to-no binding at ZT22 (36–38). Thus, NR1D1 derepression may be driving some of transcriptional, and subsequent translational, peak observed in our data between CT22 and CT02. In addition, cyclic changes in translation machinery and polyadenylation (39, 40), translation activity of BMAL1 mediated by the mTORC1/S6K1 (41), or mTORC1 regulation by PER2 (42) may also drive rhythmic translation of nonrhythmic mRNA transcripts.

We observed widespread binding of ribosomes to uORFs in the 5′UTRs of many core circadian transcripts and found an inverse relationship between uORF number and luciferase expression in transiently transfected reporter cells and CRISPR/Cas9-generated MEF cells (Fig. 2 and *SI Appendix*, Figs. S4, S12, and S15). Approximately 50% of mouse and human mRNAs contain uORFs, which are associated with widespread translational repression (29). Thus, uORF-mediated suppression of translation may constitutively reduce the abundance of circadian proteins or provide a posttranscriptional foothold to adjust protein abundance by altering the activities of ribosome reinitiation factors (43–45). Moreover, mutagenesis of uORFs has been shown to alter rhythmicity in other circadian systems (46, 47). Not all ribosome binding in 5′UTRs was associated with uORFs, and we observed extensive ribosome binding in areas without an apparent uORF for *Cry1*, *Nr1d1*, *Clock*, *Dbp*, and *Per3* (Fig. 2 and *SI Appendix*, Fig. S4). 

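The files count reads over each 5′UTR as a whole, so that reads inside and outside uORFs are not separated. The share of 5′UTR reads among 5′UTR and CDS reads was 47.5% for Dbp, 25.0% for Nr1d1, 18.0% for Clock and 16.0% for Per3, with 6270, 4055, 997 and 229 reads in the 5′UTR over the 14 libraries. Per nucleotide, the 5′UTR had 2.10 times as many reads as the CDS in Dbp, 1.42 times in Clock, 1.34 times in Per3, 0.938 times in Cry1 and 0.807 times in Nr1d1, taken from the mean log2 ratio. The SD of this log2 ratio over the 14 libraries was 0.44, 0.84, 2.11, 0.61 and 1.41. Only Dbp lay on the same side of 1 in all libraries. In CT4 replicate 1, Per3 had 4 reads in the 5′UTR and 0 in the CDS. In CT20 replicate 1, Nr1d1 had 0 reads in the 5′UTR. These libraries gave the extreme log2 ratios, 6.13 for Per3 and -5.13 for Nr1d1. The side of 1 on which the means of Per3 and Nr1d1 fall rests on these values. By the definition used for uORFs here, the 5′UTR held 1 uORF in Dbp and Clock, 3 in Nr1d1 and 4 in Per3. Among uORFs of these genes in the readable part of Dataset S2, 2 of Cry1 hold 314 and 118 reads, where the files have 1339 reads over its 5′UTR. These reads are the values of Dataset S2 divided by the worth of 1 read. For Dbp, 2 uORFs hold 906 and 194 reads, and for Nr1d1, 2 uORFs hold 1543 and 136 reads. A uORF of the Per3 transcript used here holds 69 reads. Such reads are not always a part of the 5′UTR reads in the files. A uORF of another Bmal1 transcript (NM_001243048) holds 534 reads, where the files have 319 over its 5′UTR. The 5′UTR to CDS ratio was tested for a rhythm in 7640 transcripts with limma. None had a Benjamini-Hochberg adjusted p under 0.05, and 377 had an unadjusted p under 0.05.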

For the *Nr1d1* 5′UTR, we observed close overlap in the nucleotides necessary for internal ribosome entry site (IRES)-mediated translation (48) and ribosome binding (*SI Appendix*, Fig. S14*A*) and confirmed IRES-mediated translation from the *Nr1d1* 5′UTR but not the *Cry1* 5′UTR (*SI Appendix*, Fig. S14*B*). Near-cognate uORF translation (from a non-AUG start codon) may also drive ribosome binding (14). In silico mapping of near-cognate start codons with ribosome binding data revealed numerous potential near-cognate uORFs (*SI Appendix*, Fig. S14*C*) but experimental validation is still needed.

The uORF in the *Per2* 5′UTR is an attractive target to understand the role of uORFs in circadian biology, not only because cis-elements within the *Per2* promoter are well understood (49–52) but also because the *Per2* uORF is too short to encode a peptide. PER2 production is posttranscriptionally controlled by miRNAs (53, 54), antisense transcription (55), and hnRNP1-mediated mRNA degradation (56), which suggests that *Per2* posttranscriptional control is important for producing the optimal amount of PER2 protein. Mutation of the *Per2* uORF increased the amplitude of a reporter plasmid without affecting the phase or period (Fig. 3), similar to effects observed by mutating the *Per2* antisense transcript (57).

Both the abundance and timing of *Per2* expression are critical for maintaining circadian rhythmicity in mice because constitutive expression of PER2, unlike CRY1, disrupts behavioral rhythms (58). Several posttranscriptional mechanisms such as *Per2* antisense transcription (55) and miRNAs (53, 54, 59) in the *Per2* genomic locus alter the timing and abundance of PER2 protein expression. For example, replacing the *Per2* 3′UTR with an SV40 late poly(A) signal greatly amplifies bioluminescence rhythms in PER2:LUC mice and increases free-running periods (54). Mutation of the *Per2* uORF increased amplitude in reporter cells (Fig. 3) but did not increase the free-running period in mice (Fig. 4). *Per2* uORF mutant mice did have reduced total sleep in LD conditions (Fig. 4), as observed in *Per1/Per2* double mutant mice under similar sleep phenotyping conditions (30), but no significant change in sleep in DD conditions (*SI Appendix*, Fig. S9). Although our *Per2* mutation abolished the canonical ATGTGA uORF in the *Per2* 5′UTR, it also introduced a near-cognate uORF (CTGTAG) two nucleotides upstream of the original uORF. We think that this near-cognate uORF was nonfunctional because we observed increased *Per2* ribosome binding and mRNA levels in *Per2* uORF mutant mice compared to that in wild-type mice (*SI Appendix*, Fig. S19) and increased luciferase expression in mutant PER2:LUC MEF cells (*SI Appendix*, Fig. S12). One possible explanation for the rise in *Per2* mRNA levels is uORF-triggered nonsense-mediated decay (NMD) (60). In this scenario, mutation of the *Per2* uORF derepresses NMD of *Per2*, which results in an increase in *Per2* mRNA. However, *Per2* mRNA expression does not increase upon knockdown of the NMD component *Smg6* (61), which suggests that other proteins in NMD independent of SMG6 may be involved (62). Another group deleted the start codon of the *Per2* uORF but found no effect on *Per2* mRNA levels and did not perform ribosome profiling (63), so it is unclear whether ribosome binding in *Per2* is elevated in their *Per2* uORF mutant mice as it is in our mutant mice. In both studies, PER2 protein levels in the mutant mice were similar to that in wild-type mice, indicating that circadian proteostasis pathways compensate for the increase in PER2 protein production. In LD conditions, sleep in our *Per2* uORF mutant mice was particularly reduced during light-to-dark and dark-to-light transitions (Fig. 4), which may result from a lower sleep episode duration and an increase transition probability from sleep to wake (*SI Appendix*, Fig. S8*B*). Regulation of PER2 stability affects sleep (64, 65), and sleep deprivation reciprocally affects *Per2* expression (66–69) providing a rationale for how increased *Per2* expression could disrupt sleep in our mice. Mutation of the E’box cis-element, which is only a few base pairs upstream of the *Per2* uORF, abolishes molecular oscillations in mutant cells without disrupting the free-running period in mice (49). These mice re-entrain quicker under an artificial jetlag experiment than wild-type mice, and it will be interesting to observe how *Per2* uORF mutant mice behave under similar conditions. Further studies, particularly at a neurological level, are also needed to understand the precise mechanism by which sleep is reduced in these animals.

## Materials and Methods

### Animals.

All animal experiments were approved by the Institutional Animal Care and Use Committee of the RIKEN Kobe branch. Eight-to-ten-week-old wild-type male mice (C57BL/6N, Japan SLC) were entrained under 12-h light (400 lx) 12-h dark (LD) for 2 wk. Twenty-four hours after transferring to constant darkness (DD), wild-type mice were killed every 4 h over one day (CT0, CT4, CT8, CT12, CT16, CT20, and CT24) for ribosome profiling analysis as in ref. 10. Livers were excised, snap-frozen in liquid nitrogen, and stored at −80 °C until use. For details regarding *Per2* uORF mutant mouse construction, see *SI Appendix*.

### Plasmids.

For details regarding plasmid construction, see *SI Appendix*.

### Ribosome profiling.

Ribosome profiling was performed essentially as described in ref. 24. Frozen liver samples (~50 mg) were pulverized and then homogenized in 400 µL polysome lysis buffer (150 mM NaCl, 20 mM Tris–HCl pH 7.4, 5 mM MgCl_2_, 5 mM DTT, 100 µg/mL cycloheximide, 1% Triton X-100, and 25 U/mL Turbo DNAse I). Lysates were incubated on ice for 5 to 10 min, triturated through a 26-G needle 10 times, and clarified by centrifugation (20,000 × *g* for 10 min at 4 °C). About 300 µL of the supernatant was transferred to a new tube. Unbound RNA was digested by the addition of 7.5 µL RNAse I (ThermoFisher) for 45 min and then stopped by 10 µL SUPERase In RNAse Inhibitor (ThermoFisher). The digestion was transferred to 13 mm × 51 mm polycarbonate ultracentrifuge tubes, layered on top of 0.9 mL sucrose cushion (150 mM NaCl, 20 mM Tris–HCl pH 7.4, 5 mM MgCl_2_, 5 mM DTT, 100 µg/mL cycloheximide, 1 M sucrose, and 10 U/mL SUPERase In), and centrifuged in a TLA100.3 rotor at 70,000 rpm at 4 °C for 4 h. Ribosome pellets were resuspended in 0.7 mL Qiazol, and mRNA was recovered using the miRNeasy RNA extraction kit (Qiagen) according to the manufacturer’s instructions. For library construction and sequencing, see *SI Appendix*.

### Bioinformatic analysis of ribosome profiling.

For details regarding sequence processing and alignment, see *SI Appendix*. For each transcript, nonoverlapping five-codon windows were tiled across the coding region, and the transcript was considered well-translated if it had a median value of at least two reads per window (excluding the excluding the first fifteen and the last five codons). Using all well-translated transcripts, we created file where each transcript is represented across all samples by its RPKM value. We used this file in JTK_CYCLE (26) to identify all rhythmic transcripts. We used a threshold on the adjusted *P* < 0.05 to assess significance.

To detect uORFs, we processed the 5′UTR of all transcripts, extracted their sequence, and identified all pairs of a start codon (AUG) and a stop codon (UGA, UAA, or UAG) in phase with each other. Using the same read assignment method as in *SI Appendix*, we also allocated reads aligned to the UTR to their corresponding uORF (where appropriate).

### Cells.

NIH3T3 and MEFs from PER2::LUCIFERASE (PER2::LUC) knock-in reporter mice (70) were cultured in DMEM (ThermoFisher), 10% FBS (JRH Biosciences), and 1% penicillin/streptomycin (ThermoFisher) at 37 °C in 5% CO_2_. For additional details, see *SI Appendix*.

### Real-time circadian luciferase assay.

Real-time circadian luciferase assays were performed as previously described (71). Briefly, the day before transfection, NIH3T3 cells or PER2:LUC MEFs were plated onto 35-mm dishes at a density 4 × 10^5^ per well. The following day, NIH3T3 cells were cotransfected using FuGene6 (Roche) with 1 µg of the indicated luciferase reporter plasmid according to the manufacturer’s instructions (n = 3) and cultured at 37 °C. After 72 h, the media in the well were replaced with 2 mL of DMEM containing 10% FBS supplemented with 10 mM HEPES (pH 7.2, ThermoFisher), 0.1 mM luciferin (Promega), antibiotics, and 10 µM forskolin (Fermentek, NIH3T3) or 100 µM dexamethasone (ThermoFisher, PER2::LUC MEFs). Luminescence was measured by a photomultiplier tube (LM2400R, Hamamatsu Photonics) for 1 min at 12 min intervals in a darkroom at 30 °C.

### Dual-luciferase assay.

NIH3T3 cells were plated on 6-well plates at a density of 2 × 10^5^ per well. The following day cells were cotransfected with 0.95 µg of a Firefly *luciferase* reporter plasmid and 50 ng phRL-SV40 plasmid (Renilla luciferase, Promega) as an internal control for transfection efficiency using FuGene6 (Roche). Cells were harvested and assayed by the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions 48 h after transfection.

### Preparation of mouse nuclear lysate and immunoblot analysis.

Mice were killed by cervical dislocation, and livers were dissected at CT2-4, snap-frozen in liquid nitrogen, and stored at −80 °C. Liver extracts were prepared according to ref. 72 with minor modifications. See *SI Appendix* for further details.

### FACS.

NIH3T3 cells were plated onto plastic 35-mm dishes or 35-mm imaging dishes (Ibidi) at a density 4 × 10^5^ per well. The following day, cells were cotransfected using FuGene6 (Roche) with 0.5 µg of the indicated fluorescence reporter plasmids (1 µg total) according to the manufacturer’s instructions (n = 3) and cultured at 37 °C. After 72 h, cells were trypsinized, sorted using FACSAria I (BD Biosciences), and analyzed by FlowJo version 10.8.1.

### Sleep phenotyping.

Sleep phenotyping was conducted in 12-week-old (LD) and 14-week-old (DD) mice in a Snappy Sleep Stager (SSS) using *Per2* uORF mutant mice and wild-type littermates as a control (30). SSS is a noninvasive, respiration-based sleeping staging system in which mice are placed in a chamber connected to a respiration sensor that detects pressure differences between the outside and inside of the chamber. Detailed methods have been described previously (30). For details regarding sleep and wake parameters, see *SI Appendix*.

### Statistical analyses.

Statistical analyses were performed in R version 3.4.3, Prism 7.0, and custom Jupyter notebooks version 6.3. Two-way ANOVA and a Student’s *t* test were used to test differences in sleep parameters between wild-type and *Per2* uORF mutant mice. For data analyzed by the Student’s *t* test, the data were first confirmed to have a Gaussian distribution by the Shapiro–Wilk normality test, and equal variance within this distribution was confirmed by an F test. Lomb–Scargle periodograms were implemented using SciPy version 1.7, and cosinor analysis was implemented using CosinorPy (73). Statistical significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, and n.s. for not significant.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (TXT) Click here for additional data file.

Dataset S02 (TXT) Click here for additional data file.

Dataset S03 (TXT) Click here for additional data file.

Dataset S04 (TXT) Click here for additional data file.

Dataset S05 (TXT) Click here for additional data file.

## Data Availability

NGS data have been deposited in GEO (GSE201732 (25), GSE231820 (32)). Previously published data were used for this work [Data from mass spectrometry (Fig. 1*A*) and qPCR (*SI Appendix*, Fig. S3*A*) was previously published by our lab in Narumi et al., 2016 in PNAS.].

# Supplementary material for: Circadian ribosome profiling reveals a role for the Period2 upstream open reading frame in sleep
**Source:** Proc Natl Acad Sci U S A. 2023 Sep 28;120(40):e2214636120. doi: 10.1073/pnas.2214636120
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

Circadian ribosome profiling reveals a role for the *Period2* upstream open reading frame in sleep.

Arthur Millius, Rikuhiko Yamada, Hiroshi Fujishima, Kazuhiko Maeda, Daron M. Standley,  
Kenta Sumiyama, Dimitri Perrin, and Hiroki R. Ueda

Hiroki R. Ueda  

### This PDF file includes:

- Supporting text
- Figures S1 to S21
- Tables S1 to S3
- Legends for Datasets S1 to S5
- SI References

### Other supporting materials for this manuscript include the following:

- Datasets S1 to S5

## Supporting Information Text

### Methods

**Animals.** *Per2* uORF mutant (uORF: ATGTGA to mutant uORF: GTAGGT) mice were generated by one-cell embryo microinjection of synthesized Cas9 mRNA, gRNA (5'-TTTCCACTATGTGACAGCGGAGG-3'), and ssODN (5'-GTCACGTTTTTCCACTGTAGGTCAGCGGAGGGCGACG-3') in C57BL/6N fertilized eggs, and genotypes were confirmed by Sanger sequencing.

**Plasmids.** The pGL3-P(*Per2*)-dLuc reporter plasmid (1) was modified by standard PCR mutagenesis to generate pGL3-P(*Per2*)-uORF-dLuc (ATG->TTG mutation in the *Per2* uORF). Synthetic oligonucleotide linkers containing 0-4 artificial uORFs (Fastmac, Japan) were inserted into a PCR-linearized pGL3-P(*Per2*)-dLuc and pGL3-P(SV40)-3x'E'box-dLuc (2) by In-Fusion cloning (Takara Bio). Plasmids containing full-length *Per2* 5'UTR and PER2 were cloned from mouse cDNA (Clone PX00938 H17, RIKEN) and pMU2-PER2-Luc (3), respectively, and inserted into pGL3-P(*Per2*)-dLuc or pGL3-P(*Per2*)-uORF-dLuc by In-Fusion cloning to create pGL3-P(*Per2*)-5'UTR-dLuc and pGL3-P(*Per2*)-5'UTR-PER2-dLuc and the respective uORF mutant plasmids. Oligos for *Per2* sgRNA (5'-caccgTTCCACTATGTGACAGCGGA and 5'-aaacTCCGCTGTCACATAGTGGAAC) were annealed and inserted into *Bbs*I-digested pSpCas9(BB)-2A-Puro (Addgene #62988) or pSpCas9n(BB)-2A-Puro (Addgene #62987) to make pCas9-*Per2* or pCas9n-*Per2*, respectively. The promoter sequences from pGL3-P(*Per2*)-dLuc or pGL3-P(*Per2*)-uORF-dLuc were cloned into pD1EGFP-N1 (Takara Bio) to create pD1-P(*Per2*)-EGFP or pD1-P(*Per2*)-uORF-EGFP, respectively. mCherry was PCR-amplified and blunt-end ligated into inverse-PCR amplified pD1-P(*Per2*)-EGFP for the mCherry version. The *Nr1d1* 5'UTR (nucleotides 1-629 in NM\_145434.4) and *Cry1* 5'UTR (nucleotides 1-583 in NM\_007771.3) were inserted into phpRL-BCL2-FL-pA (Addgene #42595) by In-Fusion cloning to create phpRL-*Nr1d1* 5'UTR-pA and phpRL-*Cry1* 5'UTR-pA, respectively. All plasmid sequences were verified by Sanger sequencing.

**Ribosome Profiling.** RNA was precipitated from the elution by the addition of 38.5  $\mu$ l water, 1.5  $\mu$ l GlycoBlue (ThermoFisher), and 10  $\mu$ l 3 M sodium acetate pH 5.5 followed by 150  $\mu$ l isopropanol, stored overnight at -80 °C, pelleted by centrifugation (20,000  $\times$  g for 30 min at 4 °C), and resuspended in 5  $\mu$ l 10 mM Tris pH 8. Approximately 2–4  $\mu$ g RNA was separated on a 15% (wt/vol) polyacrylamide TBE-urea gel at 200 V for 65 min in 1 $\times$  TBE, and fragments between 26 and 34 nt were excised and recovered in 400  $\mu$ l RNA gel extraction buffer (300 mM sodium acetate pH 5.5, 1 mM EDTA, and 0.25% (wt/vol) SDS) overnight. RNA was precipitated by the addition of 1.5  $\mu$ l GlycoBlue and 500  $\mu$ l, stored at -80 °C for >30 min, pelleted by centrifugation (20,000  $\times$  g for 30 min at 4 °C), and resuspended in 10  $\mu$ l 10 mM Tris pH 8. RNA was dephosphorylated by T4 PNK (Takara Bio), precipitated and recovered as previously described, resuspended in 8.5  $\mu$ l 10 mM Tris, and 1.5  $\mu$ l of preadenylated and 3' blocked miRNA cloning linker (1/5rApp/CTGTAGGCACCATCAAT/3ddC/, IDT) was added. The linker mixture was denatured for 90 s at 80 °C, cooled to room temperature, ligated by T4 Rnl2 (NEB) for ~5 h at room temperature, precipitated, recovered, and separated by 15% TBE-urea gel electrophoresis. Ligation products were recovered overnight in RNA gel extraction buffer, precipitated, and recovered in 10  $\mu$ l 10 mM Tris pH 8. Ligated RNA was reverse transcribed at 48 °C for 30 min using SuperScript III (ThermoFisher) with the reverse transcription primer (5'-(Phos)-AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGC-

(SpC18)-CACTCA-(SpC18)- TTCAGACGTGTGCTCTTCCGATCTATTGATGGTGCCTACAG-3', where SpC18 indicates a hexa-ethyleneglycol spacer). Reverse transcription products were precipitated, recovered, separated by 15% TBE-urea gel electrophoresis, and recovered overnight in DNA gel extraction buffer (300 mM NaCl, 10 mM Tris pH 8, and 1 mM EDTA). The cDNA was precipitated, recovered, resuspended in 15 µl 10 mM Tris pH 8, and circularized by CircLigase (EpiCentre) for 1 h at 60 °C. rRNA was depleted by combining 5 µl circularization reaction with 1 µl of subtraction oligo pool, 1 µl 20× SSC, and 3 µl water, incubating at 37 °C for 15 min and binding to MyOne Streptavidin C1 DynaBeads (ThermoFisher) at 37 °C for 15 min with mixing at 1000 rpm. Eluate was precipitated, recovered, and resuspended in 5 µl 10 mM Tris pH 8. rRNA-depleted cDNA was PCR amplified by Phusion High-Fidelity DNA Polymerase (NEB) in a 20 µl reaction (denature 94 °C for 15 s, anneal 55 °C for 10 s, extend 72 °C for 10 s) for 12-16 cycles. PCR products were separated on an 8% TBE gel, recovered overnight in DNA gel extraction buffer, precipitated, recovered, and resuspended in 15 µl 10 mM Tris pH 8. Libraries were quantified using the high-sensitivity DNA chip on the Agilent BioAnalyzer according to the manufacturer's protocol, pooled, and amplified on the Illumina HiSeq or NovaSeq6000 system according to the manufacturer's protocol.

**Bioinformatic analysis of ribosome profiling.** After quality control using FASTQC (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>), reads were clipped using fastx\_clipper (with parameters -Q33 -a CTGTAGGCACCATCAAT -l 25 -c -n) and processed with fastx\_trimmer (with parameters -Q33 -f 2), both from the FASTX-Toolkit ([http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)). We then used Bowtie 2.1.0.0 (4) to map the resulting reads to rRNA sequences. Reads that were successfully aligned to these sequences are discarded, and only unaligned reads were used for downstream analysis. These reads that did not align to rRNA were mapped to the mouse mm10 reference genome. Using samtools 0.1.19.0 and egrep, we extracted reads for which an exact match between the sequence and the reference could be found.

Using reads aligned to a unique location, we then calculated transcript density profiles. This relies on assignment each footprint alignment (i.e., each read) to a specific A site nucleotide based on the length of the fragment. The initial assumption is that this site will be close to the center of the read. To calculate the best offset, we considered a metagene that captured all reads and their position relative to the start site and calculated the offset that optimized phasing. The best results were obtained when the offset from the 5' end of the alignment was: 26 nt long, +13; 27-28 nt long, +15; 29-30 nt long, +16; 31-32 nt long, +17. Reads shorter than 26 or longer than 32 nucleotides were discarded. Using this offset, we assigned each read to a unique nucleotide, and constructed transcript density profiles by counting the number of reads whose A site was assigned to each nucleotide position. Raw data has been deposited in GEO (GSE201732 and GSE231820).

**Cells.** PER2::LUC MEFs were plated in 10 cm dishes at a density  $4 \times 10^5$  per well, transfected the next day with pCas9-Per2 or pCas9n-Per2 and 560 bp of single-stranded linearized DNA (Guide-it Long ssDNA Production System, Takara Bio) containing mutations in the Per2 uORF (ATGTGA to GTAGGT), and after 48-h selected in 1 µg/ml puromycin for puromycin-resistant clones according to (5). Individual clones were expanded, sequence-verified, and clones containing at least one allele with a mutation in the Per2 uORF were used for downstream analysis.

**Preparation of wild-type and *Per2* uORF mutant mouse lysate for ribosome profiling, total RNA sequencing, qPCR, and immunoblot analysis.** Approximately 0.1 g mouse liver tissue from wild-type and *Per2* uORF mutant male mice sacrificed at ZT02-04 was washed repeatedly in ice-cold PBS (Nacalai), resuspended in 1 ml polysome lysis buffer (150 mM NaCl, 20 mM Tris-HCl pH 7.4, 5 mM MgCl<sub>2</sub>, 5 mM DTT, 100 µg/ml cycloheximide, 1% Triton X-100, 25 U/ml Turbo DNase I), and homogenized by glass Dounce microhomogenizer (>10 strokes tip A, then >10 strokes tip B). The homogenate was clarified by centrifugation (20,000 × *g* for 10 min at 4 °C) and the supernatant divided – 300 µl was immediately used for ribosome profiling library preparation as above, 200 µl was added to 1 mL TRIzol (Nacalai) for total RNA sequencing, and the remaining was snap frozen and stored at -80 °C for subsequent western blot and qPCR analysis. Total RNA was extracted and analyzed using the Agilent 2100 bioanalyzer according to the manufacturer's instructions. Total RNA libraries were prepared using the TruSeq stranded mRNA kit (Illumina) according to the manufacturer's instructions.

**Preparation of nuclear and cytoplasmic extracts.** Extracts were prepared essentially as described previously (6) with some modifications. Approximately 0.1 g mouse liver tissue from wild-type and *Per2* uORF mutant male mice sacrificed at ZT02-04 was washed repeatedly in ice-cold PBS (Nacalai), resuspended in 1 ml per 0.1 g tissue in homogenization buffer (5 mM KCl, 10 mM Tris-HCl pH 7.4, 2 mM EDTA, 1 mM DTT, 1× cComplete Mini EDTA-free protease inhibitor tablet [Sigma]) + 2.2 M sucrose, and homogenized by glass Dounce microhomogenizer (>10 strokes tip A, then >10 strokes tip B). Approximately 550 µl lysate was layered on 1.5 ml sucrose cushion (homogenization buffer + 2.2 M sucrose + 10% glycerol) in 13 mm × 51 mm polycarbonate ultracentrifuge tubes, and centrifuged in a TLA100.3 rotor at 70,000 rpm at 4 °C for 45 min. The supernatant was removed and used as the cytoplasmic extract. The nuclear pellet was rinsed once glycerol without disturbing the pellet with homogenization buffer + 10% glycerol, then resuspended in 150 µl homogenization buffer + 10% glycerol, transferred to a new tube containing 150 µl urea buffer (2 M urea, 600 mM NaCl, 50 mM Tris pH 7.4, 1 mM DTT, 1× cComplete Mini EDTA-free protease inhibitor tablet [Sigma]), incubated on ice for 20 min with occasional mixing, and then centrifuged (20,000 × *g* for 10 min at 4 °C). This supernatant was used as the nuclear extract.

**Western blot.** Total protein lysates were thawed and diluted to ~10 mg/ml in polysome lysis buffer. Cytoplasmic and nuclear lysates were diluted to 1 mg/ml and 0.6 mg/ml, respectively, in homogenization buffer + 10% glycerol. Lysates were separated by SDS-PAGE, transferred to nitrocellulose membrane (ThermoFisher) by semidry transfer (Bio-Rad), blocked in 5% (wt/vol) skim milk in TBST (50 mM Tris pH 7.5, 140 mM NaCl, 0.1% Tween) for 1 h at 22 °C, and then incubated overnight at 4 °C in anti-PER2 antibody (1:1000, PM083, Medical & Biological Laboratories) or anti-histone H3 antibody (1:1000, 9715, Cell Signaling). After washing in TBST, blots were incubated in anti-rabbit IgG HRP-conjugated secondary antibody (1:2000, NA934, Cytivia) or mouse beta-actin conjugated-HRP antibody (0.8:2000, sc-47778, Santa Cruz Biotechnology) for 1 h at 22 °C and developed by Immobilon Forte Western HRP (Millipore).

**qPCR.** Approximately 100 µl lysate was extracted in 1 ml TRIzol (Nacalai) according to the manufacturer's instructions and re-suspended in 50 µl 10 mM Tris pH 8.0. RNA was digested with TURBO DNaseI (ThermoFisher) for 1 h at 37 °C and recovered with an equal volume 1:1 phenol:chloroform containing isoamyl alcohol pH 5.2 (Nacalai). After centrifugation (20,000 × *g* for 5 min at 4 °C), approximately 37.5 µl of the aqueous layer was precipitated

with 10  $\mu$ l 3 M sodium acetate pH 5.5 and 1.5  $\mu$ l GlycoBlue followed by 150  $\mu$ l isopropanol. Samples were frozen at -80 °C for >30 min, centrifuged (20,000  $\times$  g for 30 min at 4 °C), washed in 500  $\mu$ l 75% ethanol, dried for 10 min at 37 °C, and RNA was resuspended in 15  $\mu$ l 10 mM Tris pH 8.0. Approximately 500 ng RNA was reverse transcribed using ReverTra Ace qPCR RT Master Mix (Toyobo) and amplified using Thunderbird SYBR qPCR mix (Toyobo) with *Per2* (forward: 5'-GCACATCTGGCACATCTCGG-3'; reverse: 5'-TGGCATCACTGTTCTGAGTGTC-3') and *actin* (forward: 5'-CACTGTCTGAGTCGCGTCCA-3'; reverse: 5'-CATCCATGGCGAACTGGTG-3') primers on ViiA 7 (Applied Biosystems). Relative *Per2* mRNA was quantified using the  $\Delta\Delta$ CT method with *actin* as a reference gene.

**Sleep and wake parameters.** Sleep and wake duration are the mean total sleep and wake duration, respectively, per day over 13 d.  $P_{sw}$  is the transition probability from sleep to awake;  $P_{ws}$  is the transition probability from awake to sleep. Mathematically,  $E_i$  is the  $i$ -th epoch, which is either sleep ( $s$ ) or wake ( $w$ ). Let  $N_{XY}$  ( $X, Y \in \{w, s\}$ ) be the number of elements of the set  $\{(E_i, E_{i+1}) \mid E_i = X, E_{i+1} = Y\}$ .  $P_{ws}$  and  $P_{sw}$  are defined as  $N_{ws}/(N_{ws} + N_{ww})$  and  $N_{sw}/(N_{sw} + N_{ss})$ , respectively. The amplitude is defined as the coefficient of variation of sleep time for each 10-min bin over 24 h.

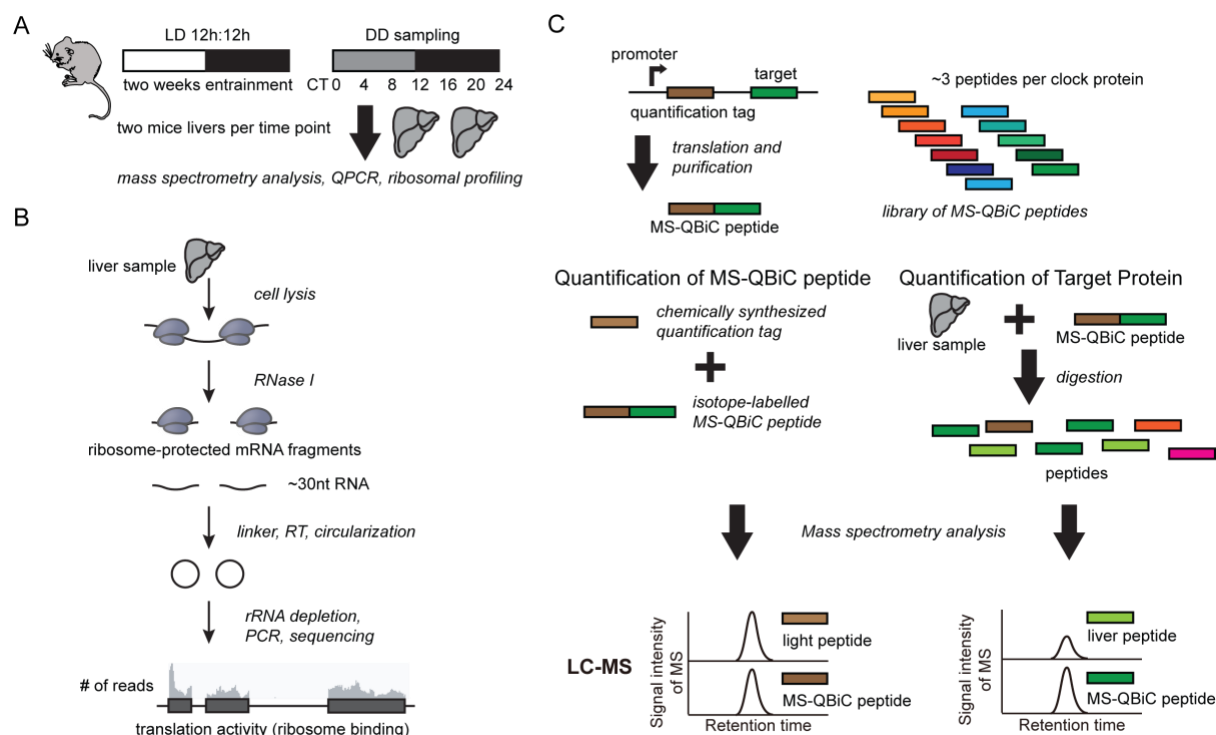

**Supplementary Figure 1 | Analyzing mRNA expression, translation activity, and absolute protein copy number levels in the same mice liver samples over the course of a day (related to Figure 1).** (A) All mice were carefully kept and handled according to the RIKEN Regulations for Animal Experiments. Eight to ten-week-old-male mice (C57BL/6N, Japan SLC) were entrained under a 12–12 h light-dark (LD) conditions (400 lux) for 2 weeks. After transferring to constant darkness (DD), mice were sacrificed every 4 h over 1 day (i.e. CT0, 4, 8, 12, 16, and 20) for proteomic analyses, every 4 h over 1 day (i.e. CT0, 4, 8, 12, 16, 20, and 24) for ribosome profiling analyses, or every 4 h over 2 days (i.e. CT0, 4, 8, 12, 16, 20, 24, 28, 32, 36, 40, and 44) for qPCR analyses. (B) Two mice livers at seven different circadian time points were lysed and ribosomes were isolated by a sucrose cushion. Ribosome-protected mRNA fragments were extracted, reverse transcribed, and circularized into a library. Libraries were depleted of the common most abundant rRNA, PCR amplified and sequenced (~1.02 billion reads). (C) Schematic description of the MS-QBiC workflow. A purification-tag, a quantification-tag, and a tryptic peptide of the target protein (target peptide) were sequentially arrayed as a single peptide sequence (MS-QBiC peptide). The target peptide sequence was attached by one- or two-step PCR. The MS-QBiC peptide was synthesized in the PURE system in the presence of stable isotope-labeled Arg and Lys for isotopic labeling both the quantification-tag and the target peptide. Trypsin digestion of purified MS-QBiC peptide produced equal amounts of isotopically labeled quantification-tag

- 1 and target peptide. The quantification-tag was used to measure purified MS-QBiC peptide
- 2 and the target peptide was used as an internal standard for target protein quantification.

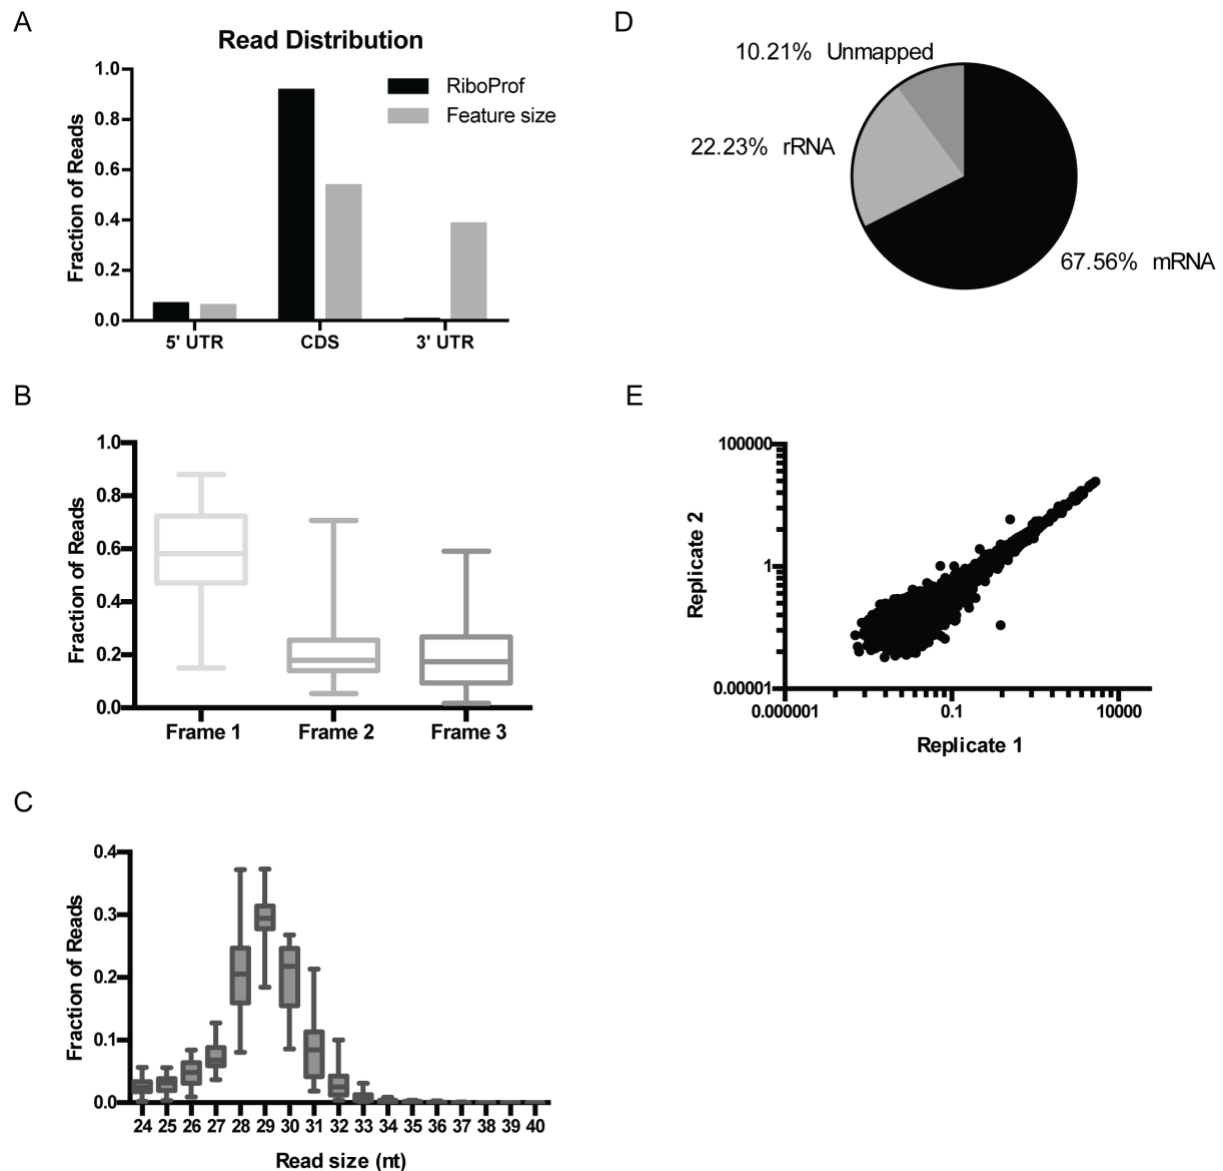

**Supplementary Figure 2 | Validation of ribosome profiling cDNA libraries (related to Figure 1).** (A) Read distribution within 5'UTRs, CDS, and 3'UTRs compared with the size of those features. Ribosome profiling reads are enriched for the CDS and 5'UTR, and relatively few reads map to the 3'UTR. (B) Frame analysis of ribosome profiling reads of single protein isoform mRNAs shows a preference for frame 1 (the coding frame). Box-and-whisker plots: midline, median; box, 25th and 75th percentiles. Whiskers are minimum and maximum values. (C) Box and whisker plots show the distribution of read lengths from all sequences. The majority of reads were between 27 and 32 nt, which matches the footprint size of the ribosome. (D) Summary of mapped reads. (E) Correlation of RPKM between replicate 1 and replicate 2 at CT0 shows a high degree of correlation in ribosome binding between samples.

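At CT0, Pearson's r between the 2 libraries was 0.986 across 17299 transcripts on log2 of CPM plus 1. Among the 13 other libraries, CT0 replicate 1 had its highest r, 0.990, with CT24 replicate 1, above its r with CT0 replicate 2. The highest r of CT0 replicate 2 was the one with CT0 replicate 1, followed by 0.985 with CT24 replicate 1.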

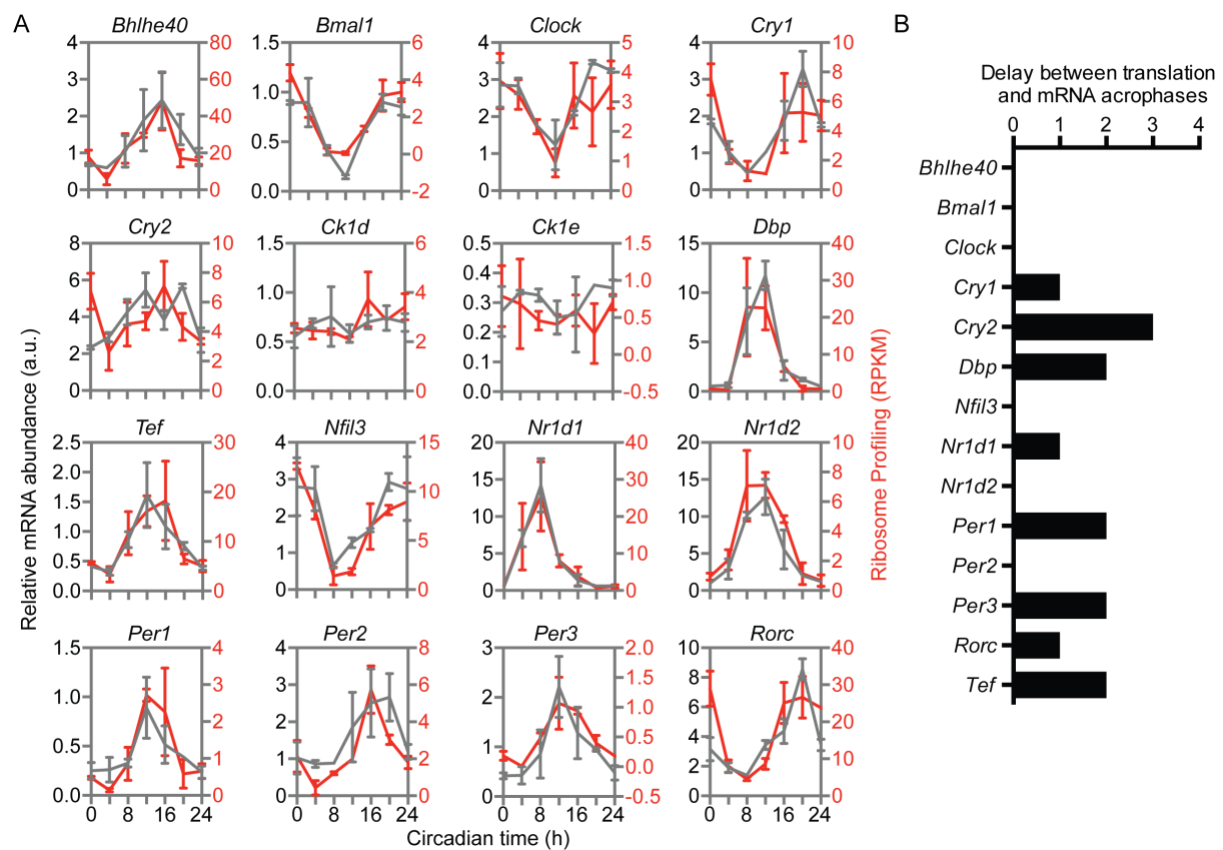

**Supplementary Figure 3 | Measuring translation and RNA expression from the same liver samples for 16 circadian mRNAs (related to Figure 1).** (A) Time course of the quantified RNA expression levels (grey) by qPCR derived from data in (7) and the corresponding ribosome binding (RPKM, red). Error bars are the standard deviation of the two replicates. (B) Phase delay between mRNA expression and ribosome binding. Absolute cDNA abundance was calculated using the standard curve obtained from mouse genomic DNAs, and JTK analysis was used to estimate the phase of each mRNA.

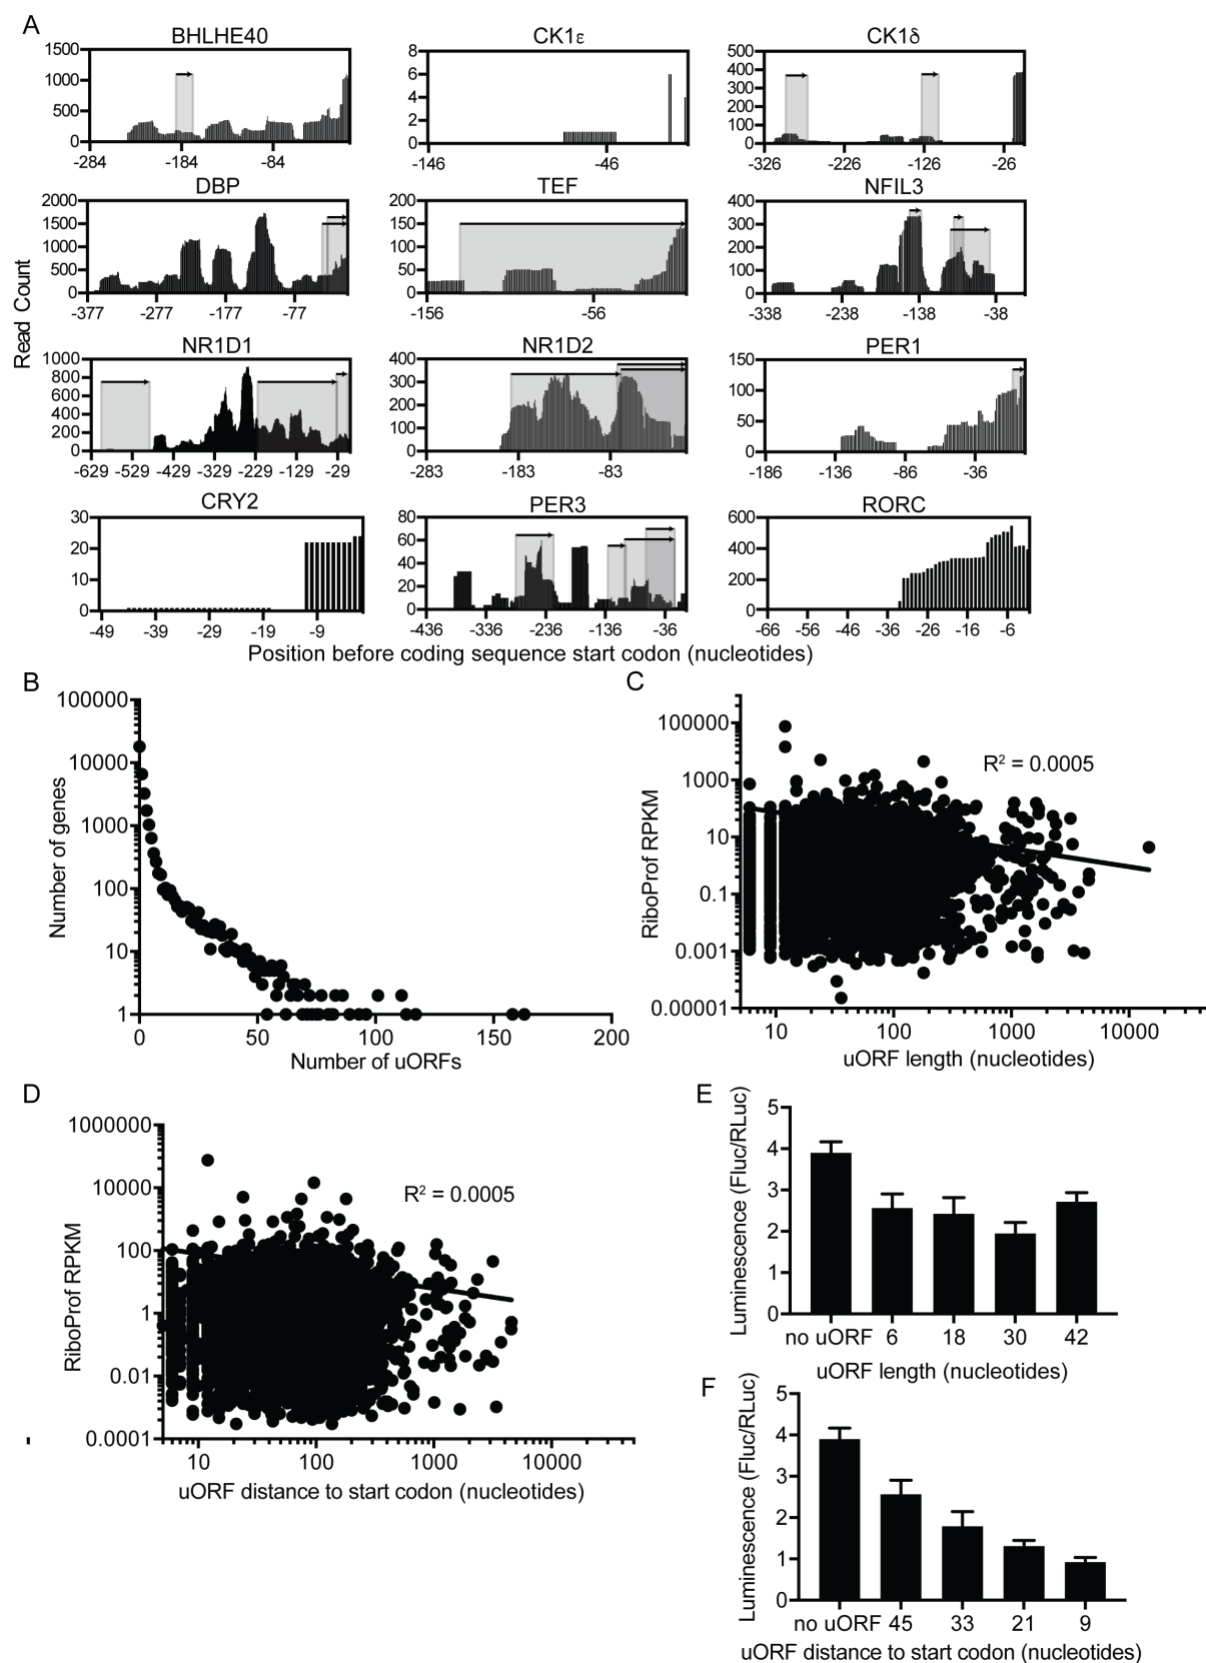

**Supplementary Figure 4 | Distribution of upstream open reading frames in clock transcripts (related to Figure 2).** (A) The 5' UTRs of *Bhlhe40*, *Ck1e*, *Ck1d*, *Dbp*, *Tef*, *Nfil3*, *Nr1d1*, *Nr1d2*, *Per1*, *Cry2*, *Per3*, and *Rorc* transcripts, location of uORFs (shaded regions),

1 and raw read counts from the ribosome profiling data (black bars). **(B)** The number of  
2 transcripts with a given number of uORFs. **(C)** The relationship between the length of an  
3 uORF and ribosome binding (RPKM) in the corresponding ORF. **(D)** The relationship  
4 between the distance of an uORF to the ORF start codon and ribosome binding (RPKM) in  
5 the corresponding ORF. **(E)** Introduction of a single uORF in the *Per2* short promoter of  
6 different lengths does not alter the relative luminescence of the *Per2* luciferase reporter. **(F)**  
7 The distance of a single uORF in the *Per2* short promoter to the start codon correlates with  
8 the relative luminescence of the *Per2* luciferase reporter.

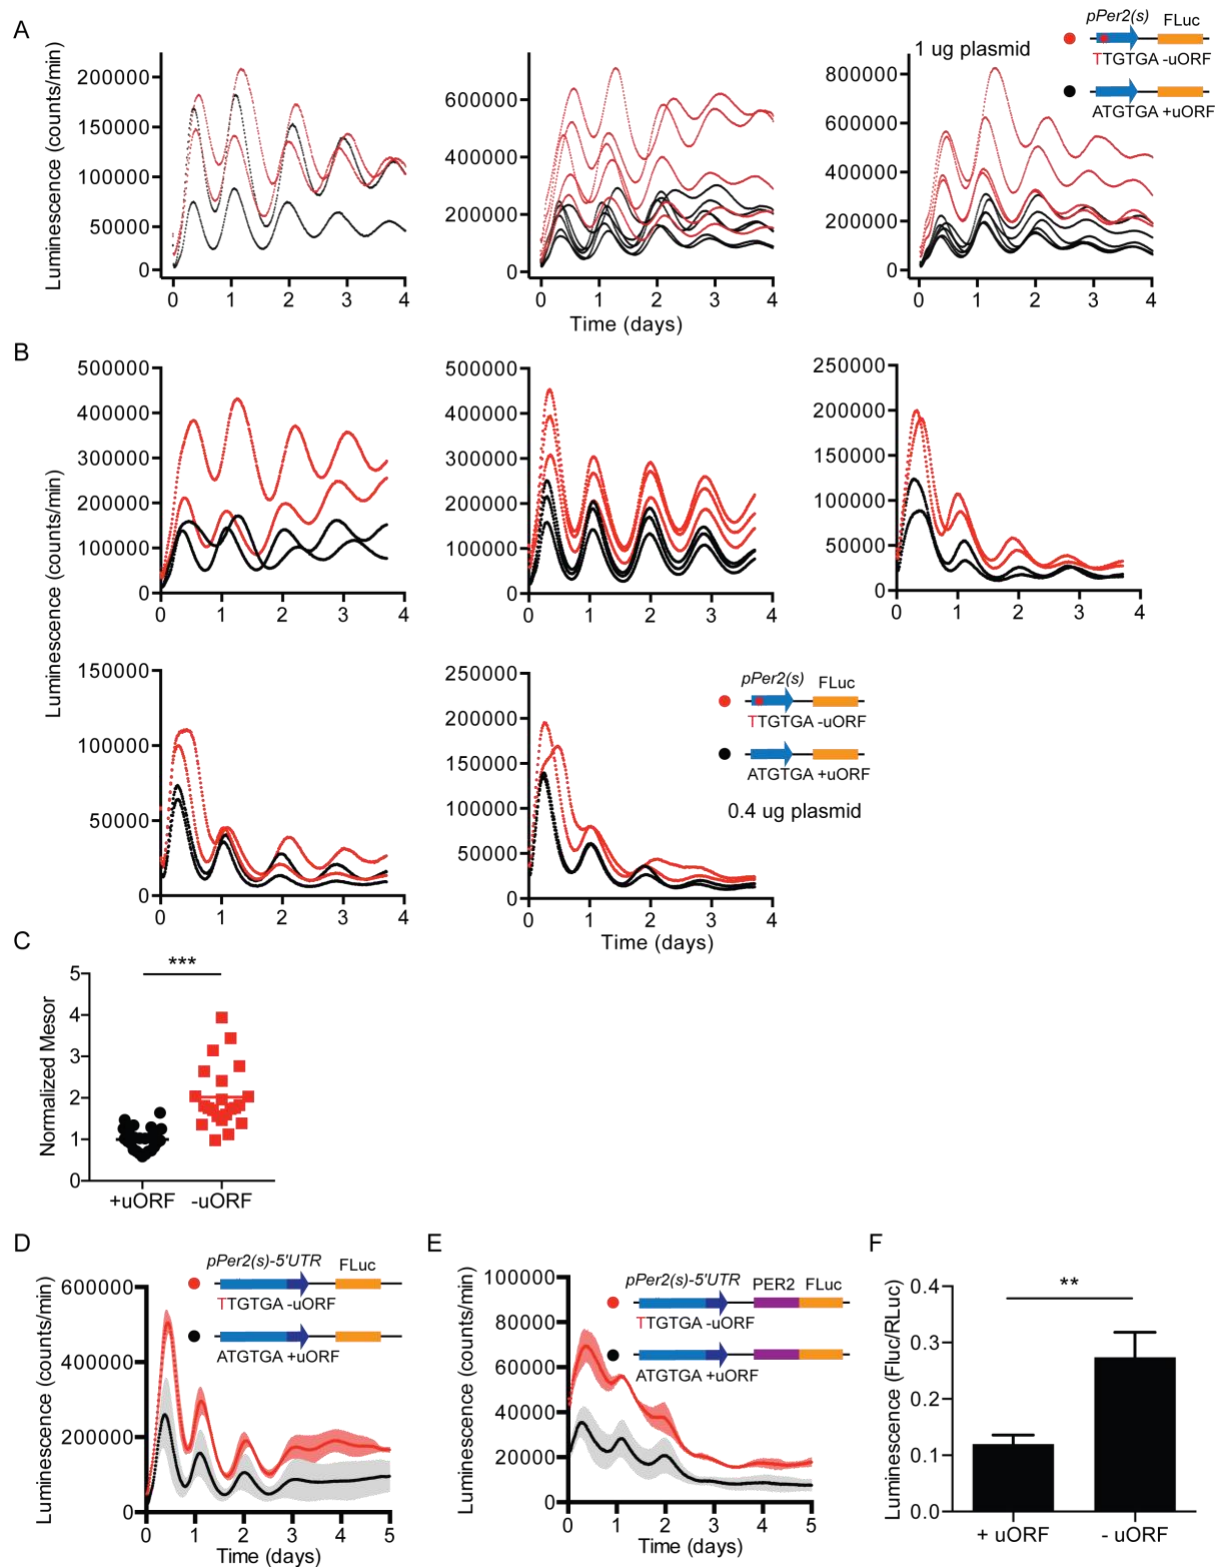

**Supplementary Figure 5 | Detailed analysis of the *Per2* uORF (related to Figure 3).** (A) Bioluminescent recording of 3T3 cells transfected with the *Per2* short promoter containing a wild-type (black) or mutant (red) *Per2* uORF at 1 µg (A) and 0.4 µg (B) transfected plasmid. Each graph is an independent experiment performed on a different day; multiple traces on the same graph indicate different transfected plates. Data from the upper middle panel of (B) was

1 used for Fig. 3B. **(C)** Cosinor analysis showing normalized mesor for the bioluminescent  
2 traces in **(A)** and **(B)**. **(D)** Mutation of the *Per2* uORF (ATGTAA to TTGTGA) with the full-  
3 length *Per2* 5' UTR (red) increases the luminescence expression level of the reporter as  
4 measured by bioluminescent recording compared to that of a reporter containing the uORF  
5 (black). Shaded region is SD. **(E)** Mutation of the *Per2* uORF (ATGTAA to TTGTGA) with  
6 the full-length *Per2* 5' UTR and PER2 protein (red) increases the luminescence expression  
7 level of the reporter as measured by bioluminescent recording compared to that of a reporter  
8 containing the uORF (black). Shaded region is SD. **(F)** Relative luminescence experiments of  
9 3T3 cells transfected with (+uORF) or without (-uORF) the uORF in pGL3-P(*Per2*)-d*Luc*.

10

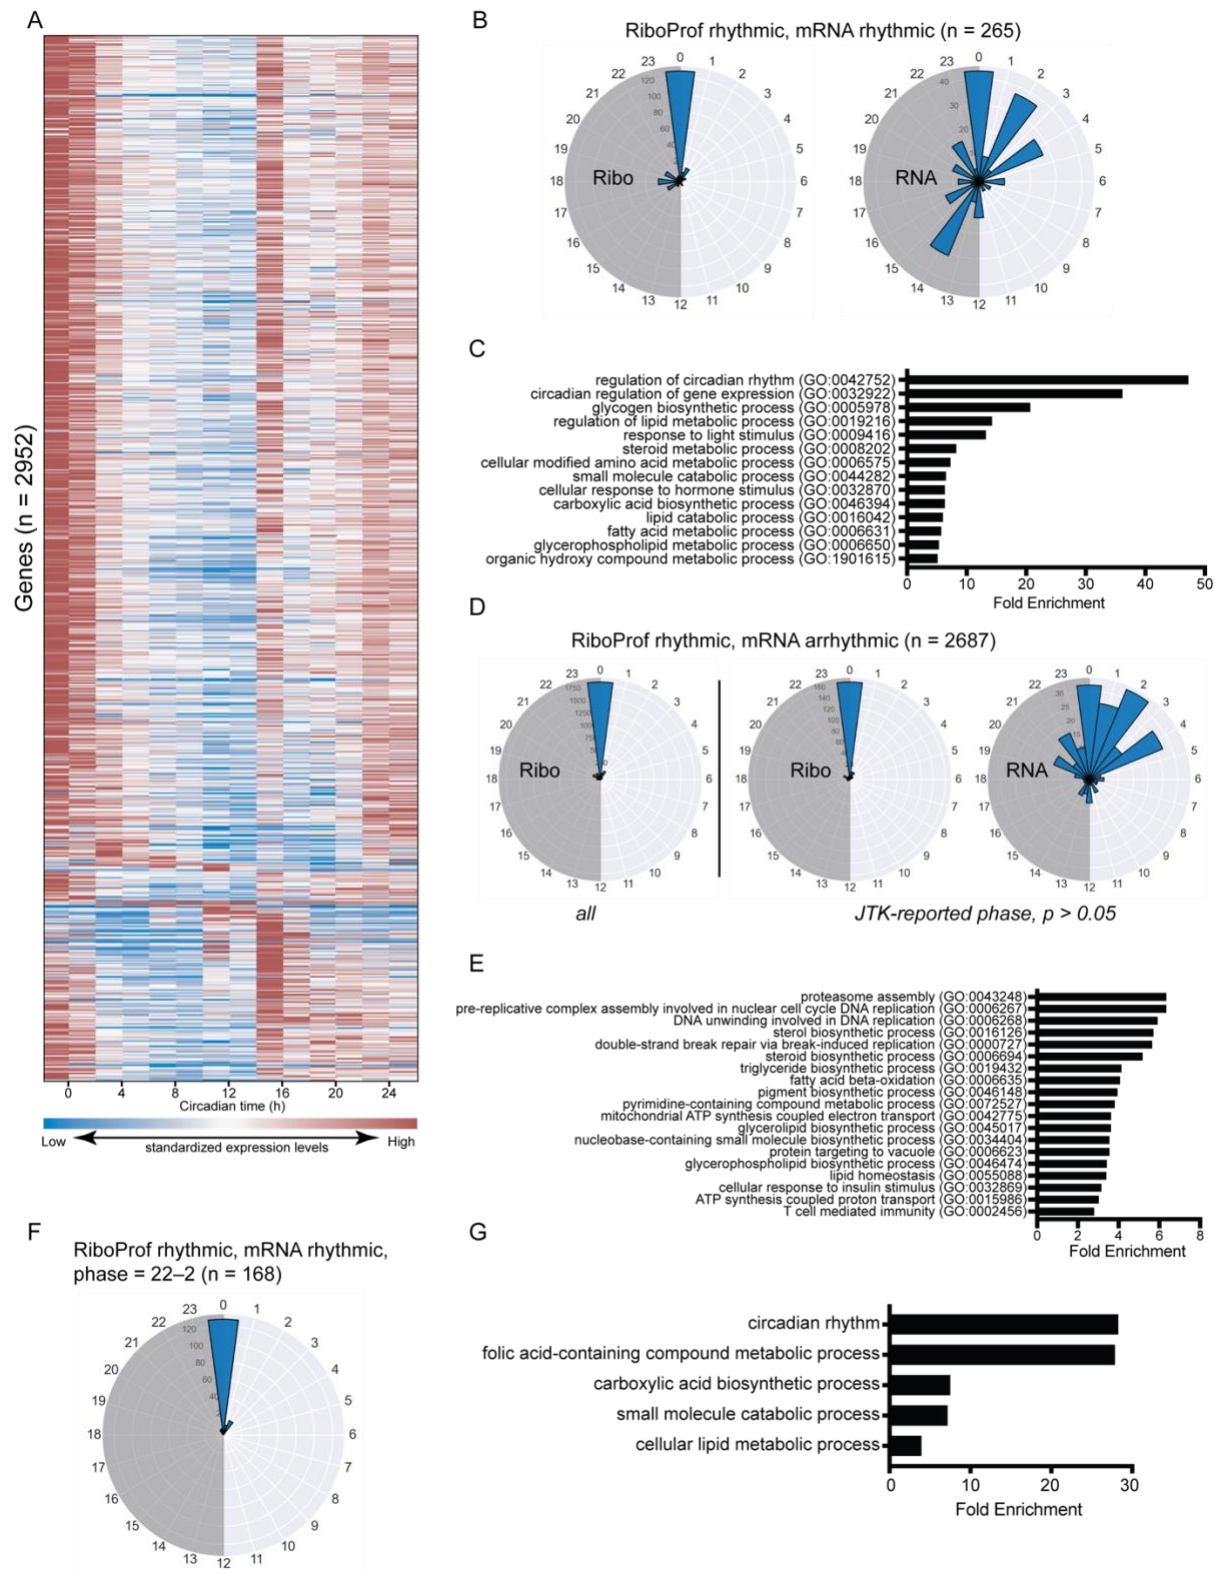

**Supplementary Figure 6 | Phase analysis (related to Figure 3).** (A) Heat map of ribosome profiling rhythmic transcripts identified by JTK cycling analysis ( $P < 0.05$ ) showing RPKM data over 24 hours for 2952 genes. Transcripts are sorted by phase, and RPKM values are normalized within each gene (row). Note that most transcripts peak at CT0 (red bars in first two columns). (B) Polar histogram showing the ribosome profiling (left) and RNA (right)

1 phase distribution of the 265 ribosome profiling rhythmic and mRNA rhythmic transcripts.  
2 (C) Panther analysis of gene ontology biological processes based on genes in (B) showing an  
3 increase in circadian rhythm regulation pathways and metabolic processes. (D) Polar  
4 histogram showing the ribosome profiling phase distribution (*left*) of the 2687 ribosome  
5 profiling rhythmic transcripts that did not reach significance in mRNA rhythmicity.  
6 Ribosome profiling (*middle*) and RNA (*right*) polar histograms for transcripts with an mRNA  
7 JTK-reported phase  $P > 0.05$  are also shown. (E) Panther analysis of gene ontology  
8 biological processes based on the 2687 genes in (D). (F and G) There were 168 transcripts  
9 from (B) with a phase distribution between CT22-CT0 (F) corresponding to circadian rhythm  
10 and metabolism processes by Panther analysis (G). Note that this group includes NR1D1-  
11 regulated transcripts including *Npas2*, *Arntl*, *Cry1*, *Nfil3*, and *Clock*.

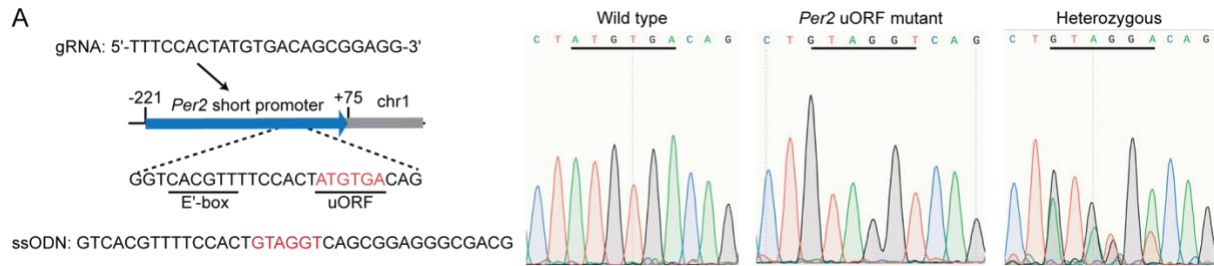

## Supplementary Figure 7 | Disruption of the *Per2* uORF in mice (related to Figure 4). (A)

An ssODN replaced the *Per2* uORF (ATGTGA) with a mutant version (GTAGGT) in which both the start and stop codons were mutated. The diagram shows the location of the CRISPR gRNA and upstream E'-box within the *Per2* promoter region (*left*). Representative Sanger sequencing results from wild-type, *Per2* uORF mutant, and heterozygous mice are shown (*right*).

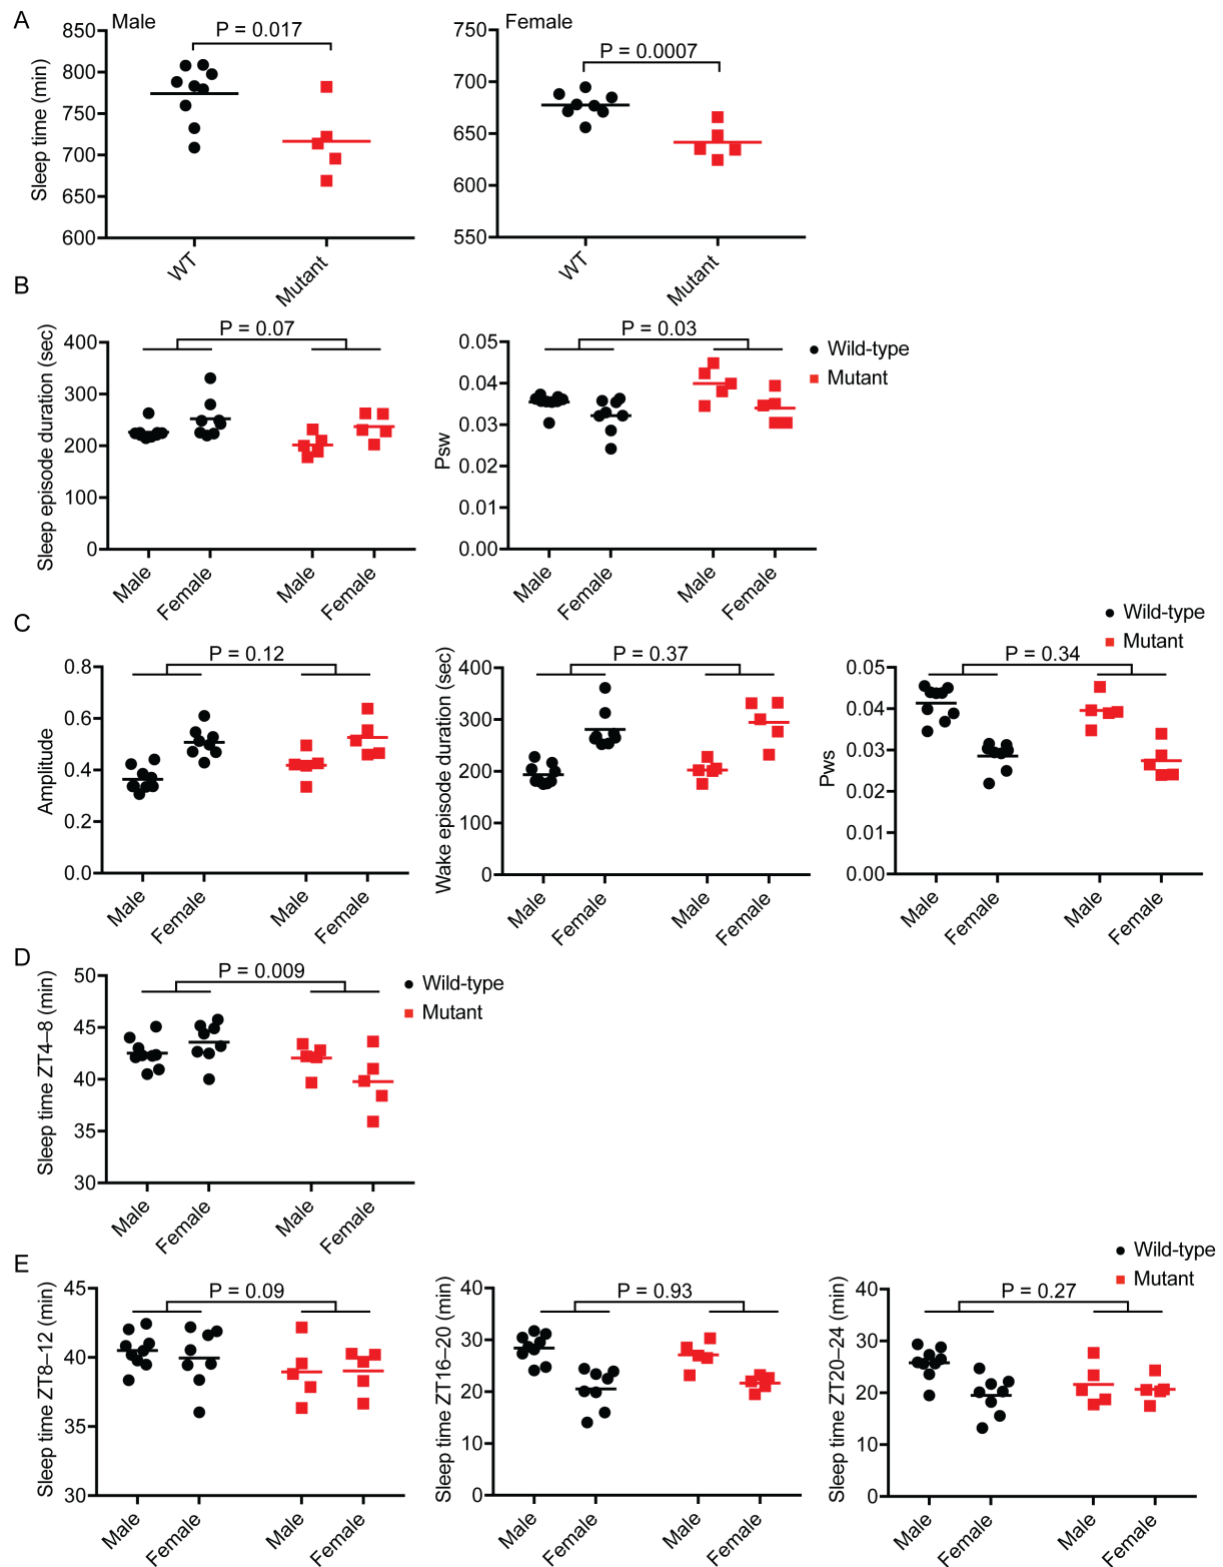

## Supplementary Figure 8 | Detailed analysis of 12 h light:12 h dark (LD) sleep

parameters (related to Figure 4). (A) Mean sleep duration over 24 h averaged over 13 d for male (left) and female (right) mice. Red, *Per2* uORF mutant mice. Black, wild-type. P values, Student's unpaired t-test. (B) Sleep episode duration (left) was shorter and  $P_{sw}$  was higher (right) in *Per2* uORF mutant mice than in wild-type mice, but the differences were not

1 significant. **(C)** There were no significant differences in amplitude (*left*), wake episode  
2 duration (*middle*), and  $P_{ws}$  (*right*) between *Per2* uORF mutant and wild-type mice. **(D and E)**  
3 Mean sleep duration per hour averaged over 13 d for 4-h windows from ZT4–8 **(D)** and ZT8–  
4 12, ZT16–20, and ZT20–24 **(E)**.  
5

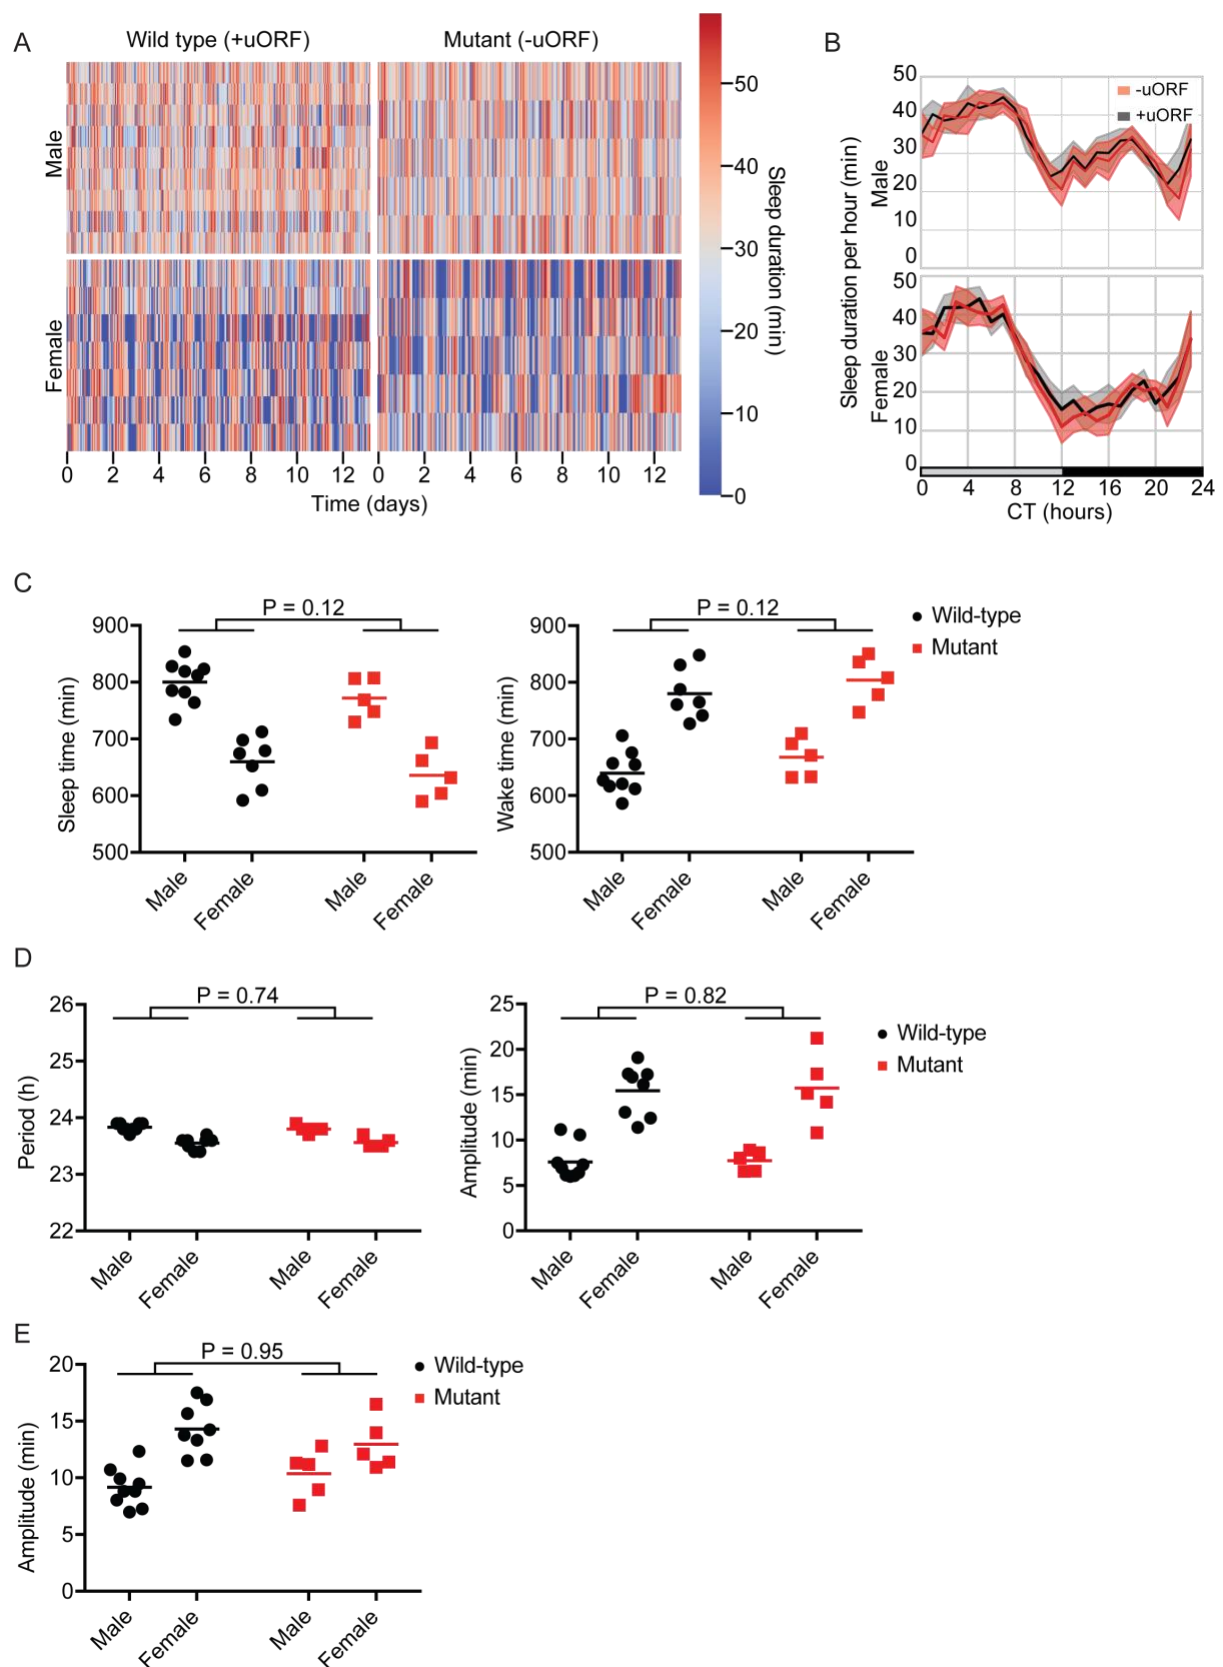

**Supplementary Figure 9 | Analysis of mice in DD conditions, and cosinor analysis of LD and DD circadian rhythm parameters (related to Figure 4). (A) Sleep duration per hour over 12 d in constant darkness (DD) conditions for *Per2* uORF mutant and wild-type male**

1 and female mice. Each row indicates data from one mice. **(B)** Sleep duration per hour over 24  
2 h in DD, averaged over 12 d for *Per2* uORF mutant (red) and wild-type (black) male (*top*)  
3 and female (*bottom*) mice. Lines indicate mean sleep duration at each time of day for each  
4 strain. Shaded area, SD at each time point. **(C)** Mean sleep (*left*) and wake (*right*) duration  
5 over 24 h, averaged over 12 d. Red, *Per2* uORF mutant mice. Black, wild-type. **(D)** Cosinor  
6 analysis of the period (*left*) and amplitude (*right*) of wild-type and *Per2* uORF mutant mice in  
7 DD conditions. **(E)** Cosinor analysis of the amplitude of wild-type and *Per2* uORF mutant  
8 mice in LD conditions.

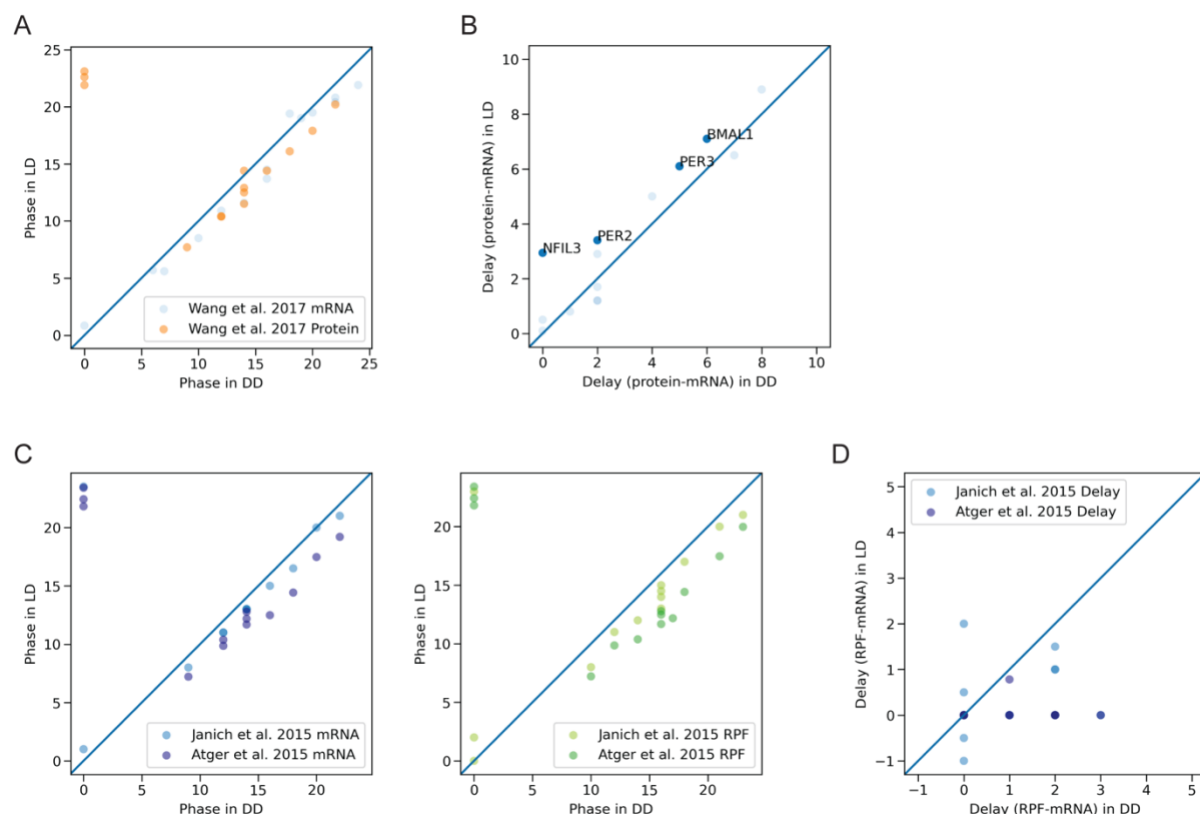

## Supplementary Figure 10 | Comparison of RNA expression, translation, and protein

production phases in DD (this study) to reported phases from previously published

studies in LD conditions (6, 8, 9). (A) Protein (orange) and mRNA (blue) phases for 16

selected circadian genes observed in DD (this study) or LD (6). (B) The delay between

mRNA and protein phases observed in DD (this study) or LD (6). Several proteins (labeled)

including PER2 had a greater than one hour difference in protein-mRNA delay between LD

and DD conditions. (C) The mRNA (*left*) and ribosome profiling (*right*) phases for 16

selected circadian genes observed in DD (this study) or LD (8, 9). (D) The delay between

mRNA and ribosome profiling phases observed in DD (this study) or LD (8, 9).

 (Mutation in *Per2* uORF in GFP 5'UTR)

● <sup>+uORF</sup>  (Wild-type *Per2* uORF in GFP 5'UTR)

Cells from GFP+ gate

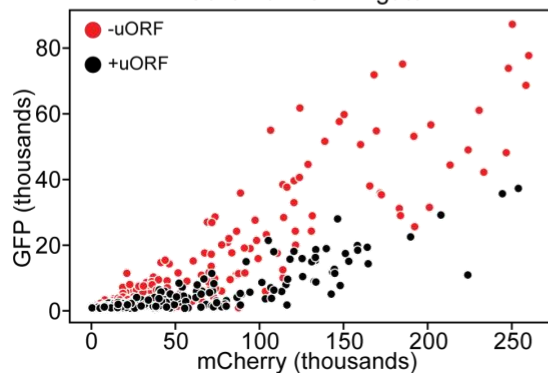

A histogram showing the distribution of the GFP/mCherry ratio for two conditions: -uORF (red bars) and +uORF (grey bars). The x-axis is labeled 'GFP/mCherry ratio' and is on a logarithmic scale from  $10^{-2}$  to  $10^1$ . The y-axis is labeled 'Count' and ranges from 0 to 60. The -uORF distribution is shifted to the right, with a mean of 0.21, while the +uORF distribution is shifted to the left, with a mean of 0.13. Arrows point from the mean values to their respective distributions.

**Supplementary Figure 11 | Extended FACS analysis of fluorescent reporter cells with and without the *Per2* uORF (related to Figure 3).** (A) Histogram (*left*) of GFP+ (*top*) and mCherry+ (*bottom*) cells from 3T3 cells transfected with pD1-P(*Per2*)-uORF-EGFP (-uORF, red) and pD1-P(*Per2*)-mCherry. (B) Histogram (*left*) of GFP+ (*top*) and mCherry+ (*bottom*) cells from 3T3 cells transfected with pD1-P(*Per2*)-EGFP (+uORF, black) and pD1-P(*Per2*)-mCherry. The backgating strategies for each gate in (A) and (B) are shown (*right*), including the percentage of GFP+ and mCherry+ cells in the population (*rightmost graph*). (C) Scatterplot of GFP versus mCherry expression for -uORF (red) and +uORF (black) cells gated on GFP+ expression. (D) Histogram of the GFP/mCherry ratio for cells in (C).

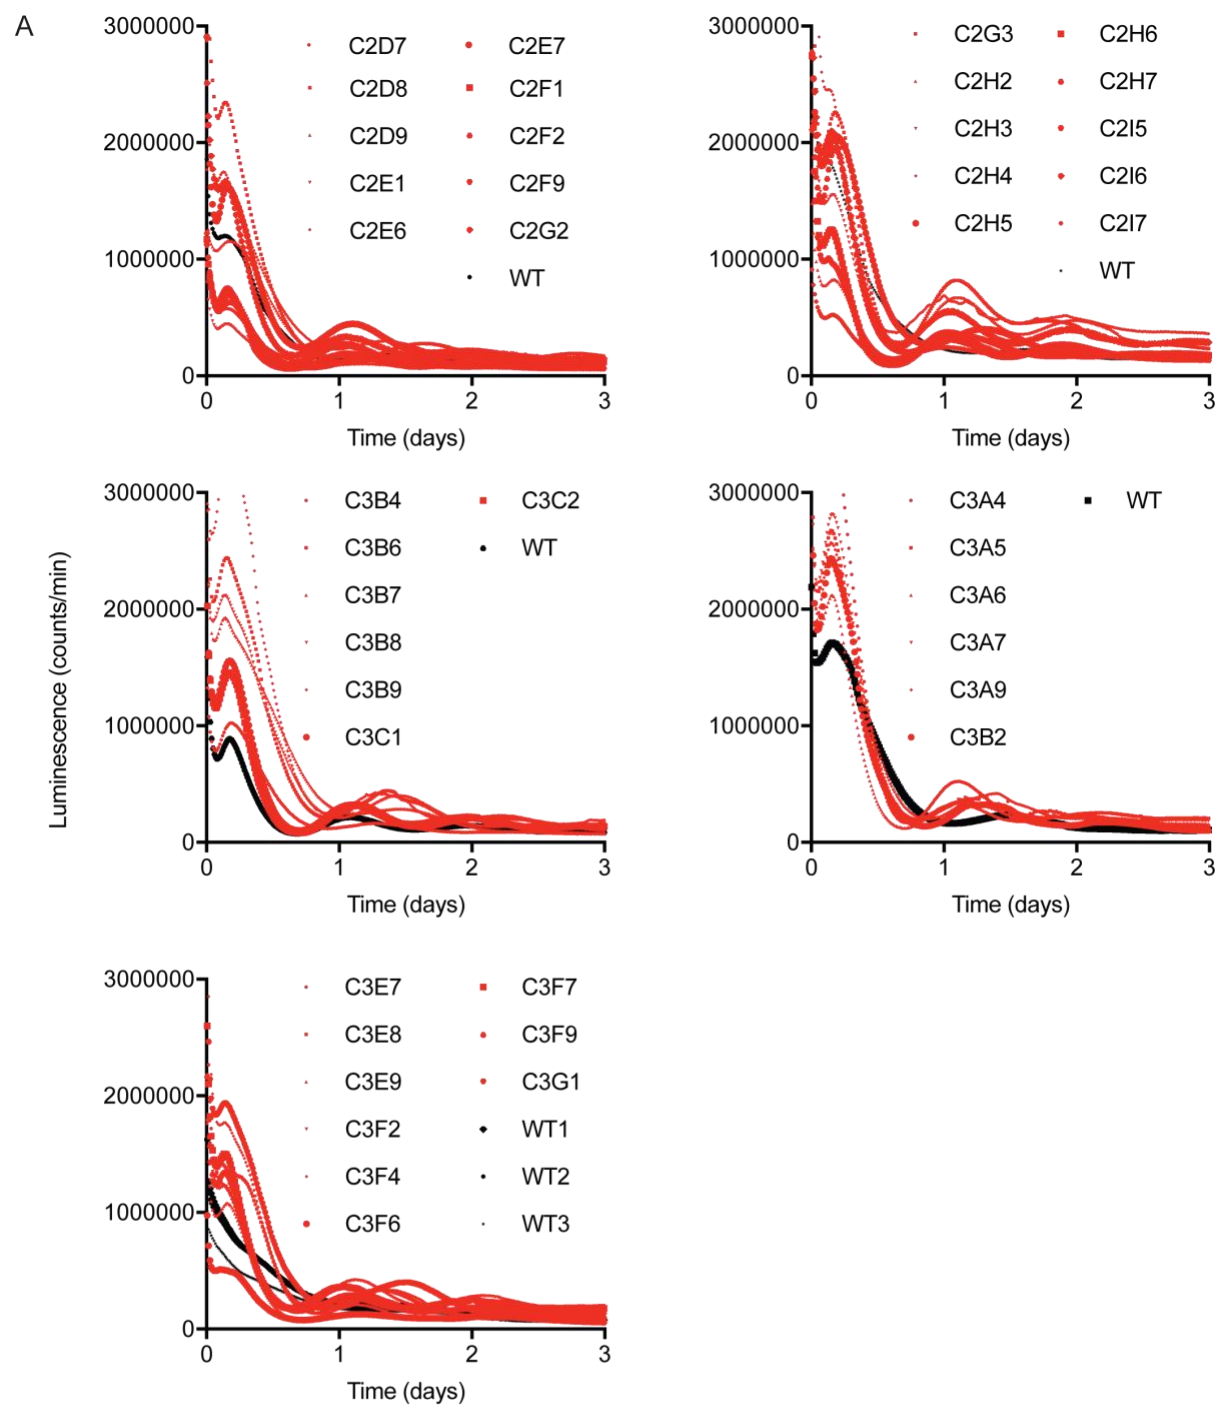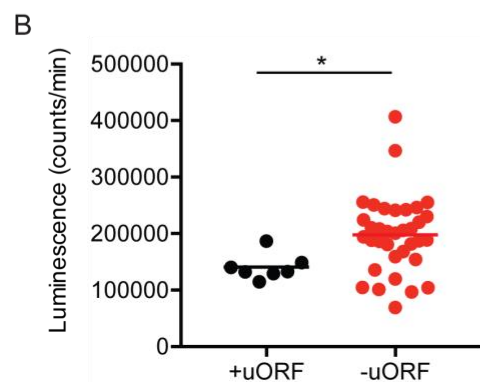

1 **Supplementary Figure 12 | Detailed analysis of the *Per2* uORF in PER2:LUC MEF**  
2 **cells. (A)** Bioluminescent recordings of wild-type PER2:LUC MEF cells (black) or  
3 heterozygous PER2:LUC MEF clones containing a mutated *Per2* uORF (ATGTGA to  
4 GTAGGT, red). Each graph is an independent experiment performed on a different day;  
5 multiple traces on the same graph indicate different clones. **(B)** Average bioluminescence  
6 expression between 24 h and 72 h after dexamethasone stimulation of wild-type (black) and  
7 *Per2* uORF mutant (red) MEFs.

A

CLUSTAL format alignment by MAFFT (v7.505)

**Supplementary Figure 13 | Multiple sequence alignment of the *Per2* 5'UTR. (A)** Multiple sequence alignment of selected *Per2* 5'UTRs from different mammalian species using MAFFT (10). Identical nucleotides (asterisk) or pyrimidine or purine nucleotide conservation (period) among all species is shown. Note: only *Per2* transcriptional isoforms from each species containing the *Per2* uORF were used for the alignment.

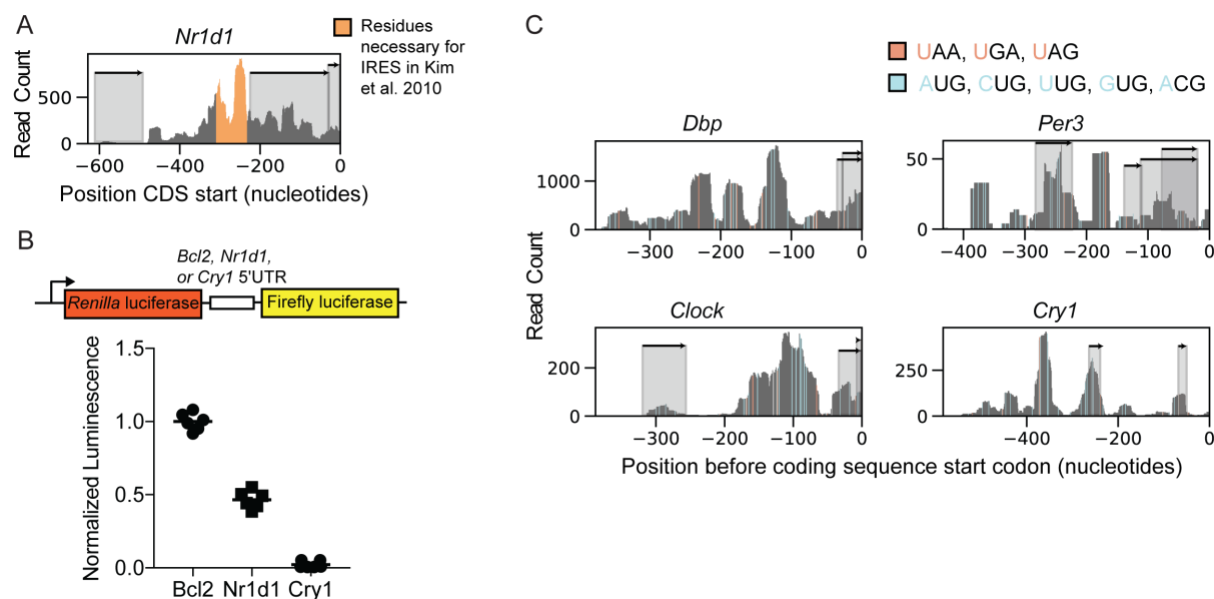

**Supplementary Figure 14 | Analysis of the IRES in the *Nr1d1* 3'UTR and distribution of near-cognate start codons and stop codons in selected 5'UTRs. (A)** Extensive ribosome binding in *Nr1d1* 5' UTR overlaps with the region (orange) necessary for IRES-mediated translation of *Nr1d1* (11). **(B)** The efficiency of IRES-mediated translation for the *Nr1d1* 5'UTR and *Cry1* 5'UTR relative to a known IRES in *Bcl2* 5'UTR (12). **(C)** The 5' UTRs of *Dbp*, *Per3*, *Clock*, and *Cry1* have extensive ribosome binding in regions without a cognate uORF. Cognate and near-cognate start codons (light blue) and stop codons (orange) indicate regions of possible canonical uORFs (uORFs with an AUG start codon, shaded regions) and near-cognate uORFs (uORFs with a CUG, UUG, GUG, or ACG start codon).

1 rev. pos. uORF, red) from the luciferase CDS. **(C)** Bioluminescent recording of 3T3 cells  
2 transfected with the *Per2* short promoter without an uORF (black) or containing (red) two  
3 uORFs (*left*), three uORFs (*middle*), or four uORFs (*right*). Cosinor analysis of the PMT  
4 traces in **(B)** and **(C)** showing amplitude **(D)**, mesor **(E)**, and period **(F)**. **(G)** Bioluminescent  
5 recording of 3T3 cells transfected with the pGL3-P(SV40)-3x E'box-dLuc containing exactly  
6 one uORF, 42 nt (1x uORF, black) or 6 nt (1x rev. pos. uORF, red) from the luciferase CDS.  
7 **(H)** Bioluminescent recording of 3T3 cells transfected with pGL3-P(SV40)-3x E'box-dLuc  
8 without an uORF (black) or containing (red) two uORFs (*left*), three uORFs (*middle*), or four  
9 uORFs (*right*). Cosinor analysis of the PMT traces in **(G)** and **(H)** showing amplitude **(I)**,  
10 mesor **(J)**, and period **(K)**.

11

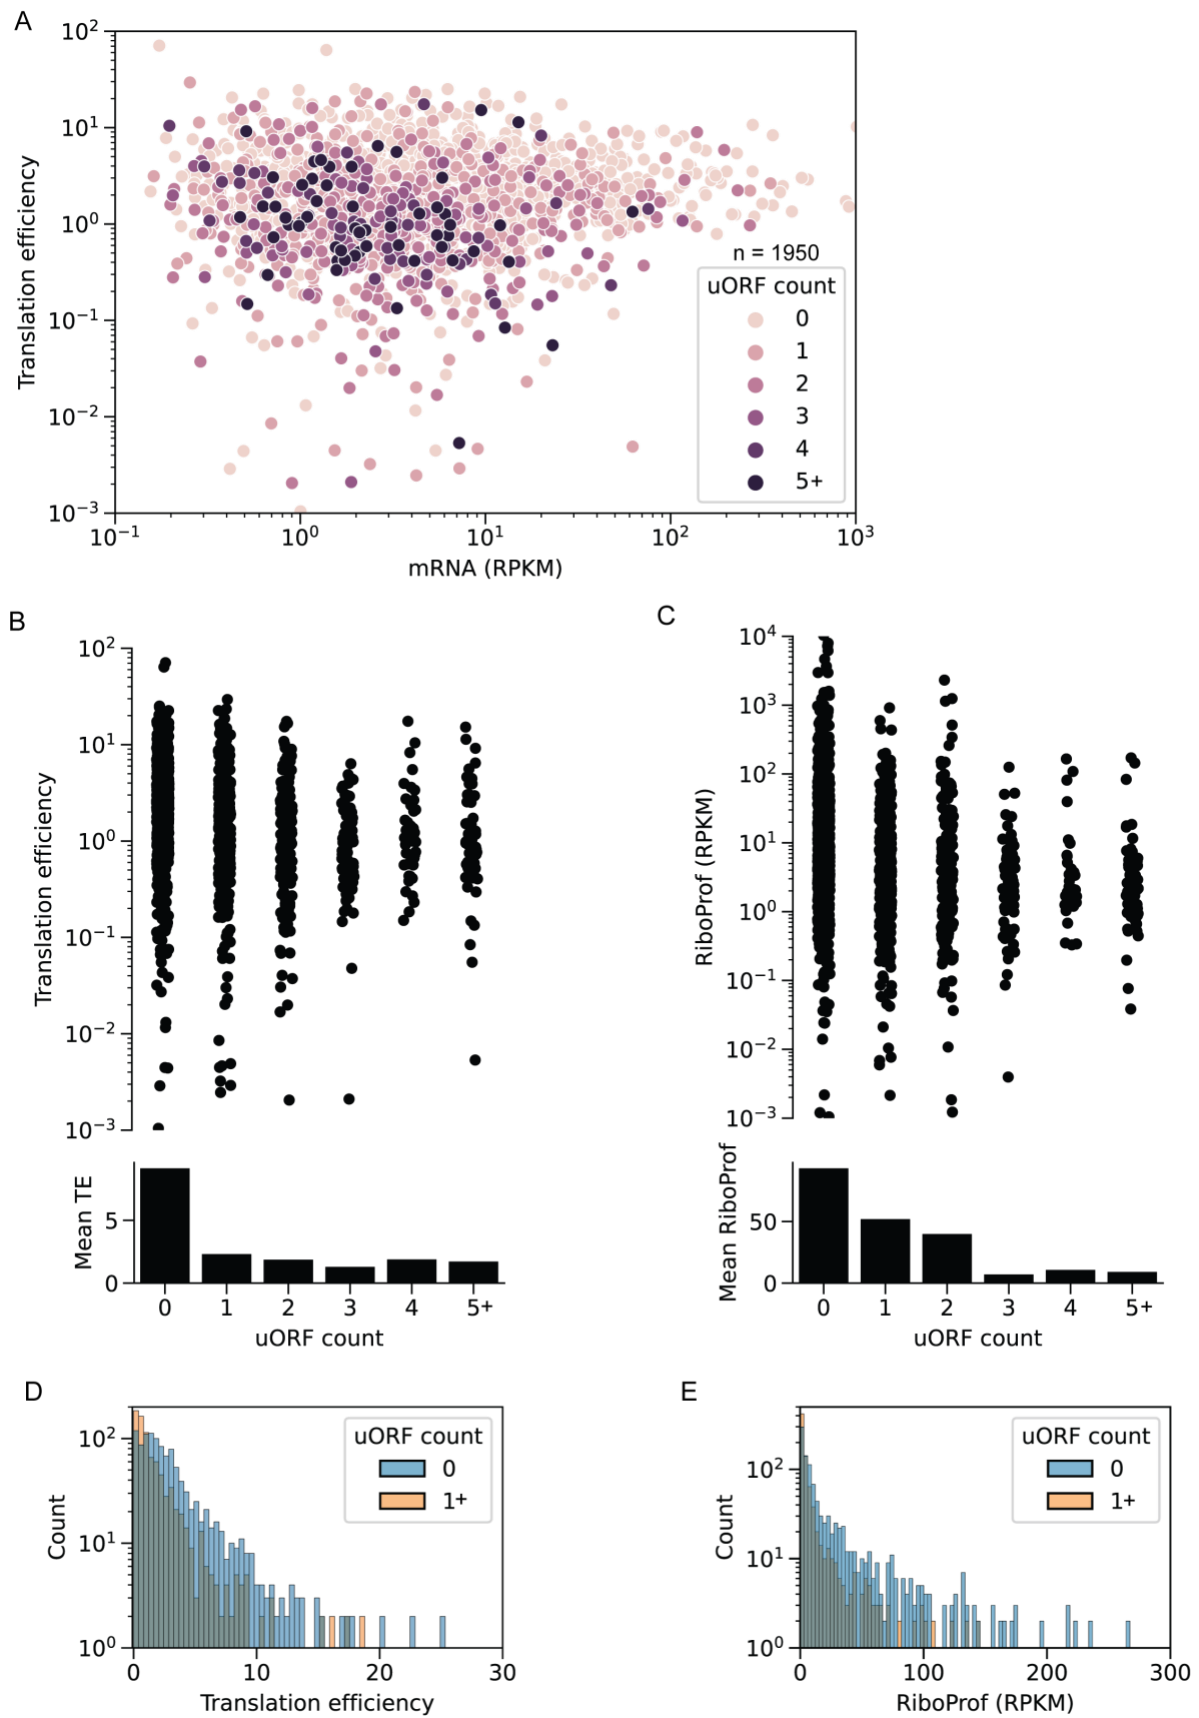

**Supplementary Figure 16 | Relationship between the number of uORFs and translation efficiency (TE) in the mouse liver using RNA-seq data from (13) and ribosome profiling**

1 **data from this study. (A)** Scatterplot of TE (mRNA RPKM from (13) divided by ribosome  
2 profiling RPKM) versus transcript abundance (RPKM) colored by the number of uORFs in  
3 each transcript. The distribution (*top*) and mean (*bottom*) of transcripts with the  
4 corresponding number of uORFs is shown for TE (**B**) and ribosome binding (**C**). Histograms  
5 of TE (**D**) and ribosome binding (**E**) for transcripts without an uORF (orange) or with one or  
6 more uORFs (blue).

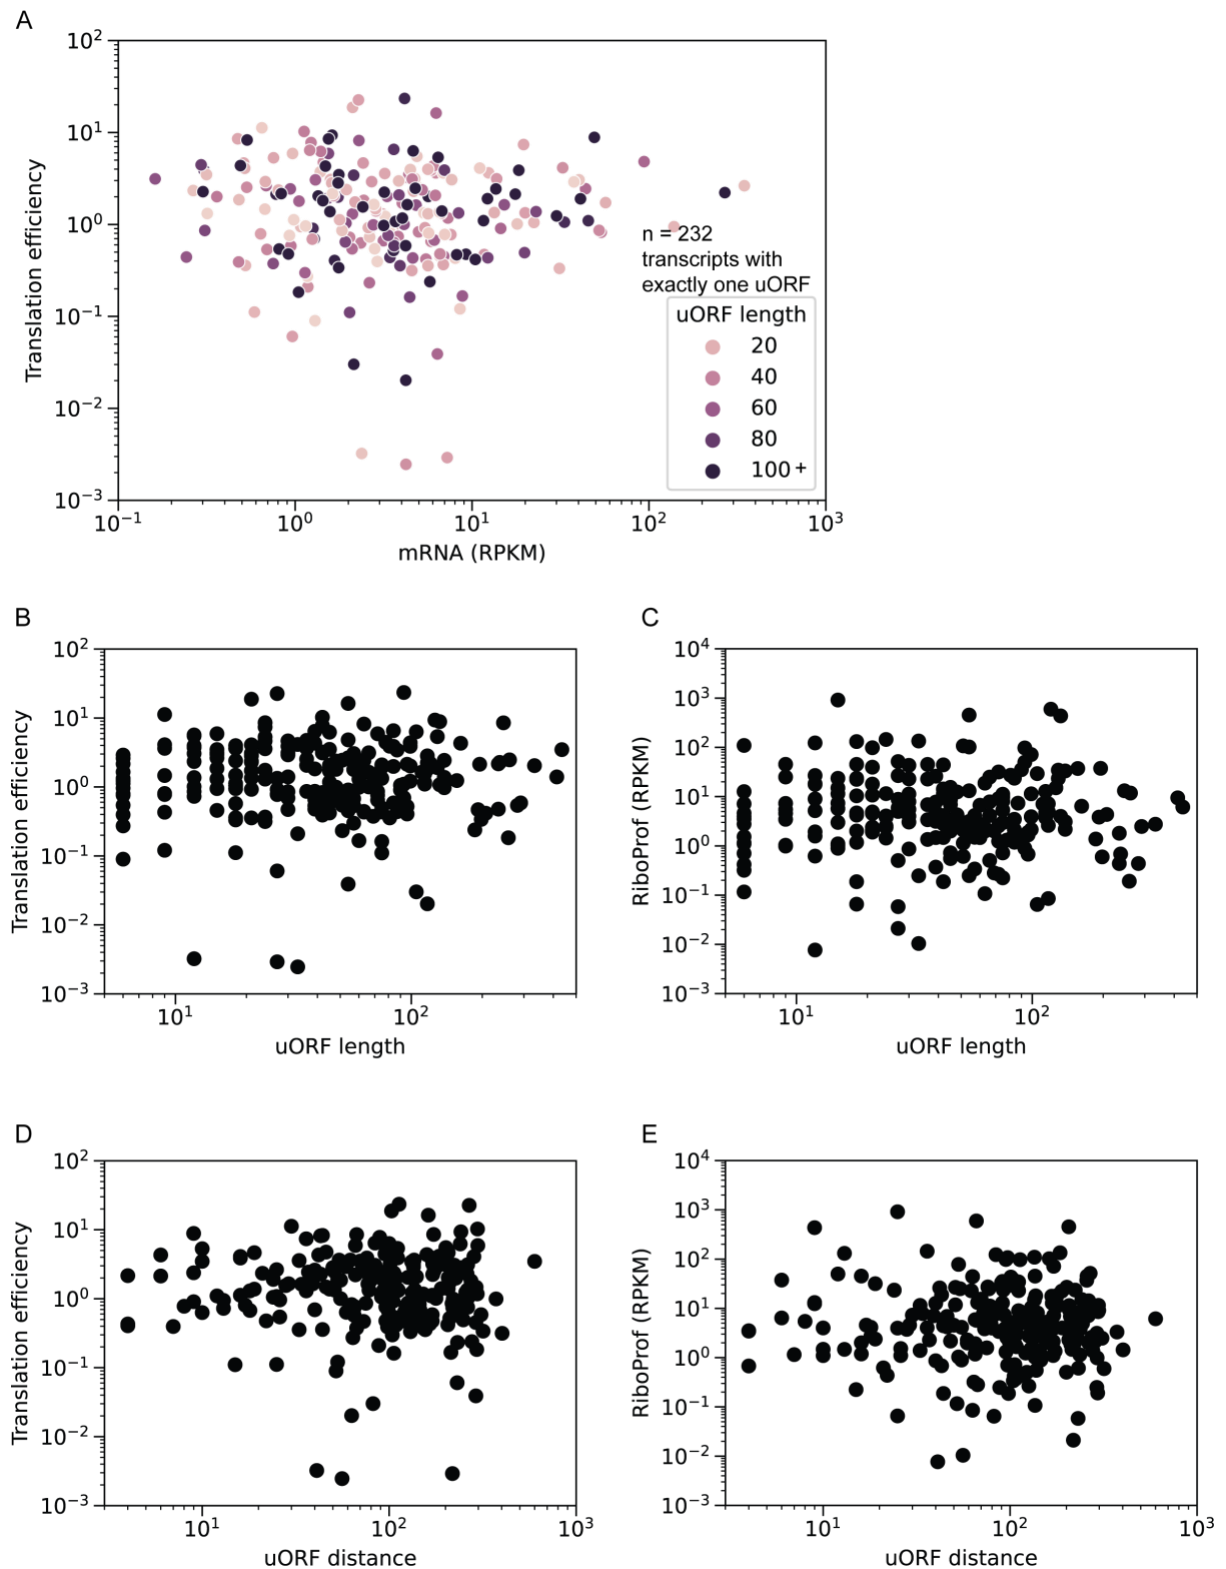

**Supplementary Figure 17 | Extended analysis of translation efficiency (TE) in the mouse liver using RNA-seq data from (13) and ribosome profiling data from this study. (A)** Scatterplot of TE (mRNA RPKM from (13) divided by ribosome profiling RPKM) versus transcript abundance (RPKM) colored by uORF length for each transcript with exactly one

- 1 uORF. Scatterplot of TE (**B**) and ribosome binding (**C**) versus uORF length. Scatterplot of
- 2 TE (**D**) and ribosome binding (**E**) versus distance of uORF to start of the CDS.
- 3

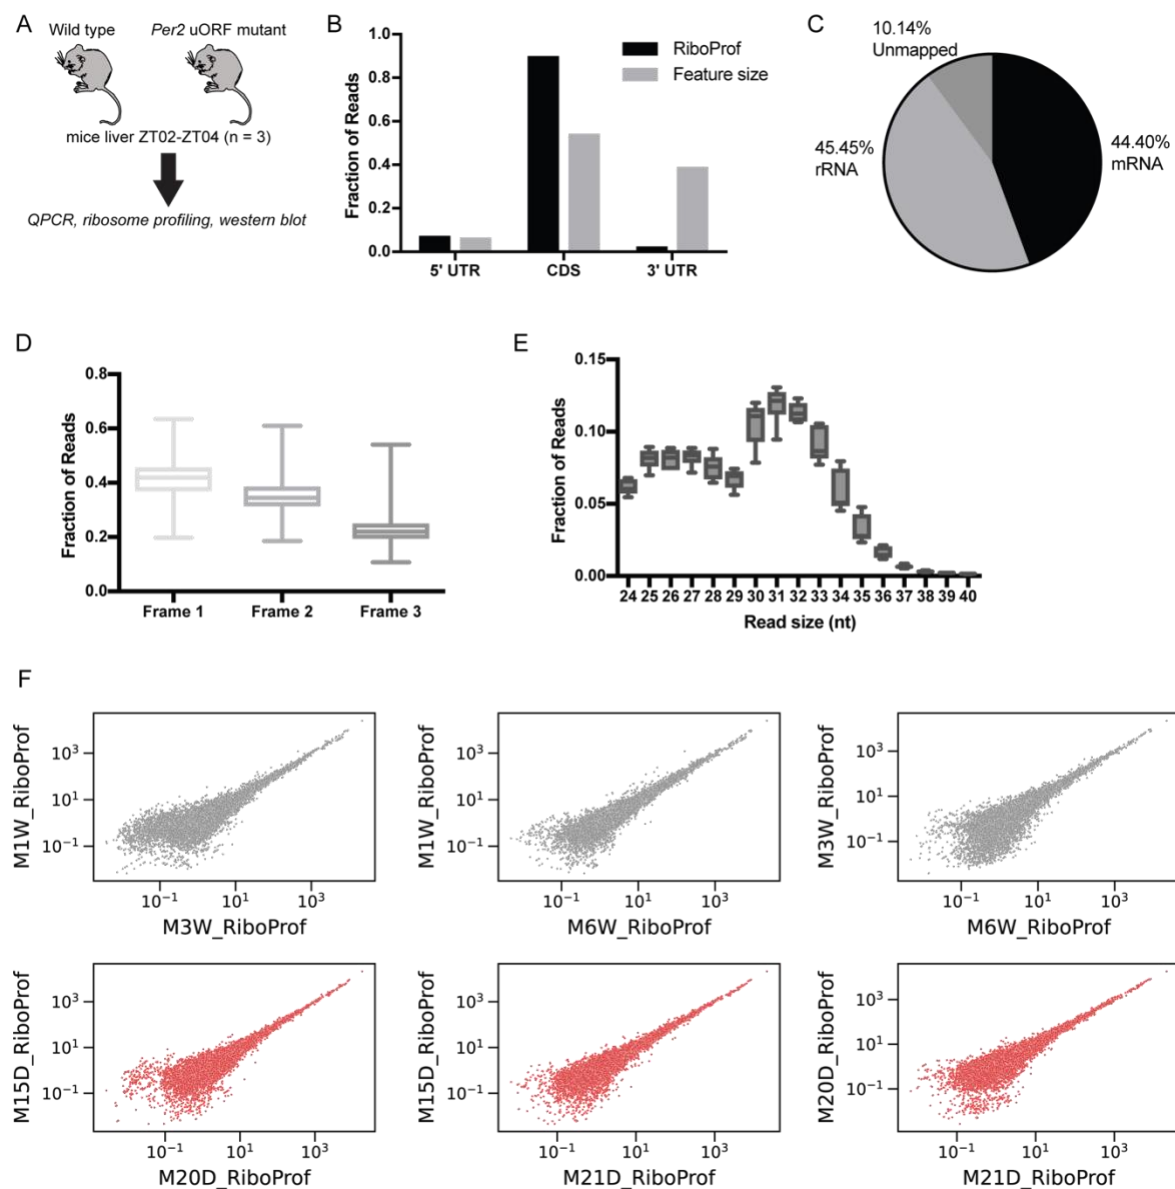

**Supplementary Figure 18 | Validation of ribosome profiling libraries from wild-type and *Per2* uORF mutant mice liver at ZT02-04 (related to Figure 4).** (A) Twelve to fourteen-week-old male wild-type and *Per2* uORF mutant mice under LD conditions were sacrificed at ZT02-ZT04 and liver sections were snap-frozen for ribosome profiling, total RNA sequencing, qPCR, and western blot analyses. (B) Read distribution within 5'UTRs, CDS, and 3'UTRs compared with the size of those features. Ribosome profiling reads are enriched for the CDS and 5'UTR, and relatively few reads map to the 3'UTR. (C) Frame analysis of ribosome profiling reads of single protein isoform mRNAs shows a preference for frame 1 (the coding frame). Box-and-whisker plots: midline, median; box, 25th and 75th percentiles. Whiskers are minimum and maximum values. (D) Box and whisker plots show the distribution of read lengths from all sequences. The majority of reads were between 27 and 33 nt, which matches the footprint size of the ribosome. (E) Summary of mapped reads.

1 (F) Pairwise correlation of ribosome profiling RPKM between wild-type replicates and  
2 between *Per2* uORF mutant replicates shows a high degree of correlation in ribosome  
3 binding between samples.

4

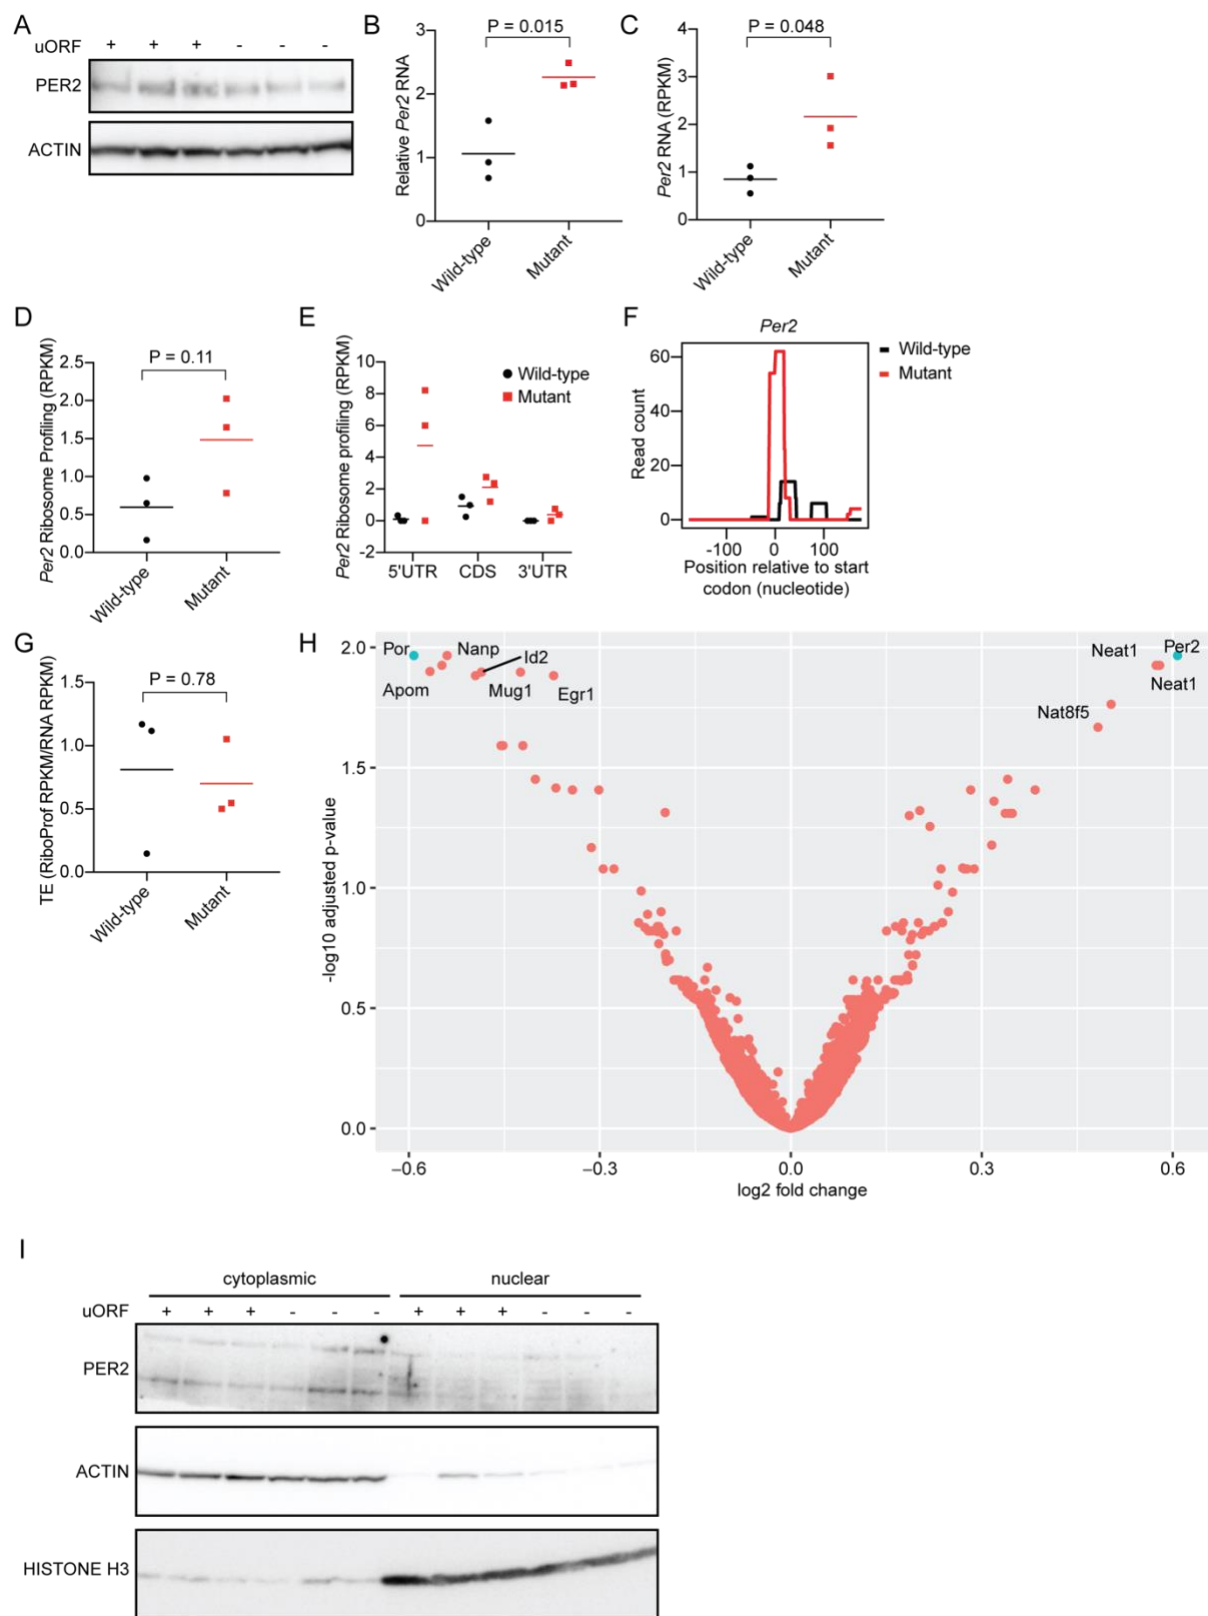

**Supplementary Figure 19 | Ribosome profiling, RNA sequencing, qPCR, and western blot analysis of liver from wild-type and *Per2* uORF mutant mice at ZT02-04 (related to Figure 4).** (A) Western blot of PER2 and actin protein of total protein lysate from wild-type (+ uORF) and *Per2* uORF mutant (- uORF) mice liver. Expression analysis of *Per2* mRNA

1 from wild-type and *Per2* uORF mutant mice liver by qPCR (**B**) and total RNA sequencing  
2 (**C**). Ribosome binding (RPKM) across the entire *Per2* transcript (**D**) or compartmentalized  
3 by the 5'UTR, CDS, and 3'UTR (**E**). (**F**) Ribosome profiling reads in wild-type and *Per2*  
4 uORF mutant mice in the 5'UTR. Note the absence of reads across the uORF in both samples  
5 and an increased number of reads at the start codon in the *Per2* uORF mutant mice. (**G**)  
6 Translation efficiency (ribosome profiling RPKM divided by total RNA RPKM) in wild-type  
7 and *Per2* uORF mutant mice. (**H**) Differential expression analysis by DESeq2.0 (14)  
8 indicating genes with a significant change in gene expression as defined by an adjusted p-  
9 value  $< 0.05$  and an absolute log2 fold change  $\geq 0.58$  (blue) shows that *Per2* mRNA is  
10 significantly increased in *Per2* uORF mutant mice. (**I**) Immunoblot analysis of PER2, actin,  
11 and histone H3 of cytoplasmic and nuclear lysates from wild-type (+ uORF) and *Per2* uORF  
12 mutant (- uORF) mice liver.

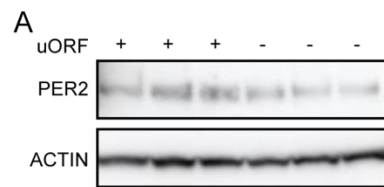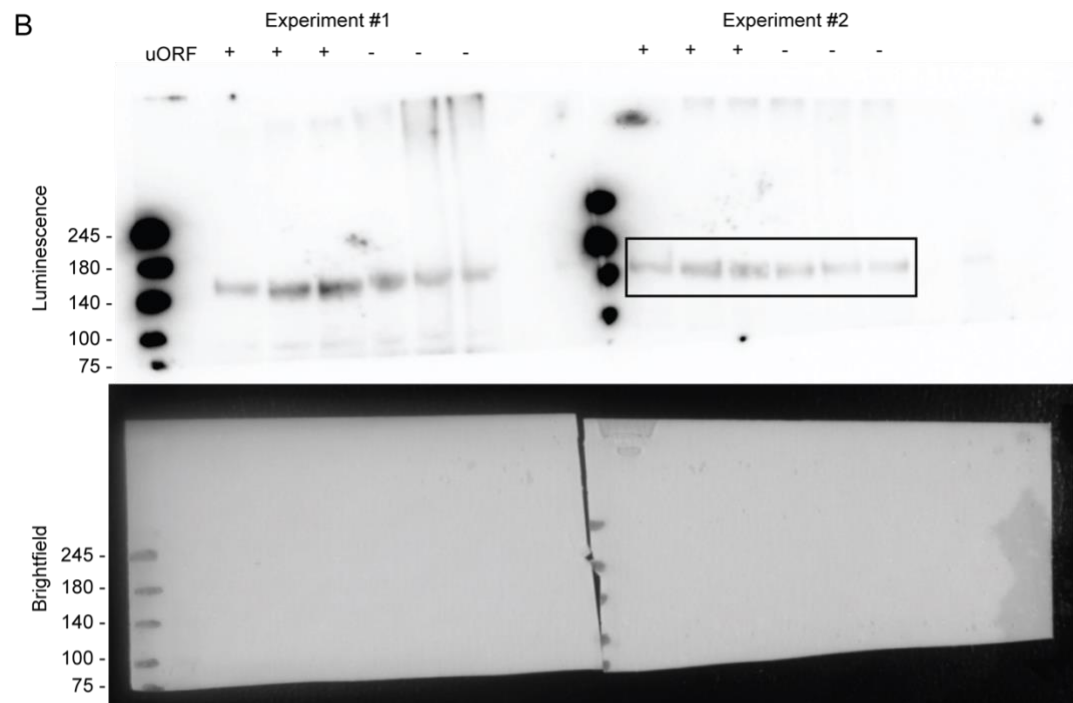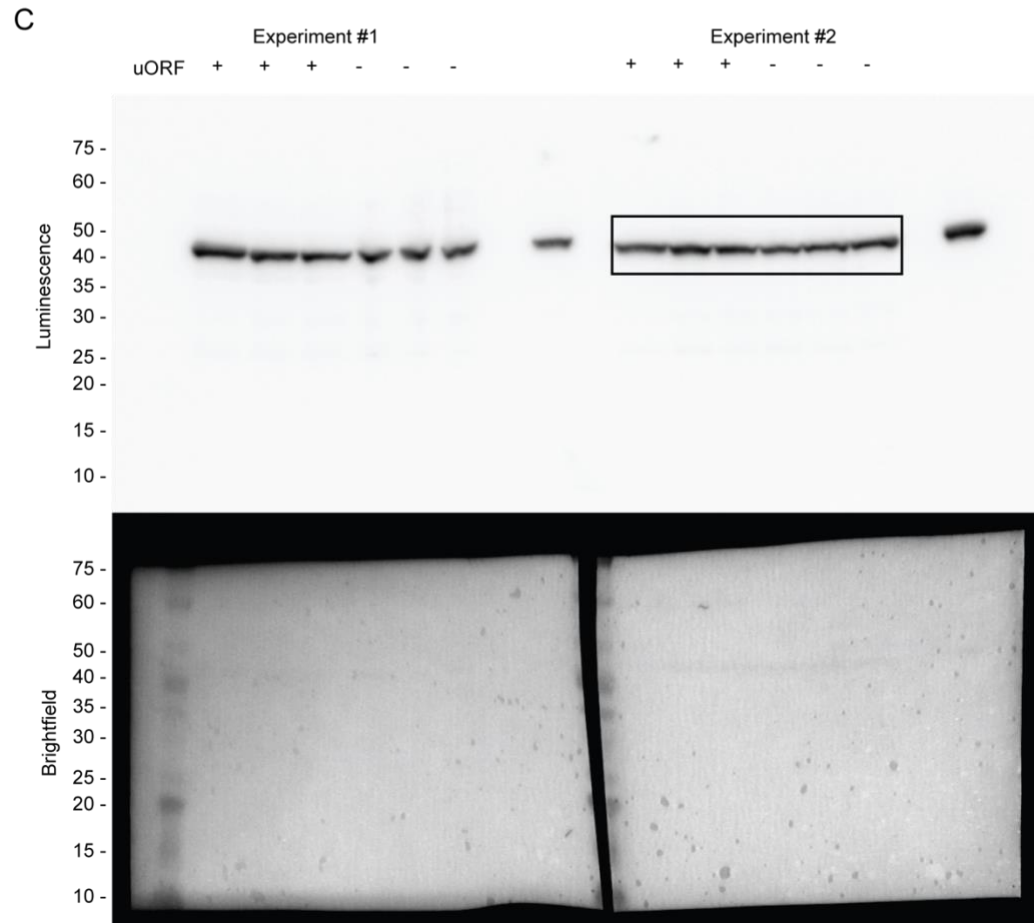

1    **Supplementary Figure 20 | Uncropped western blot images from Fig. S19A.** (A) Cropped  
2    western blot reproduced from Fig. S19A. Original uncropped images of the PER2 (B) and  
3    actin (C) western blot (*top*) and brightfield image showing the molecular weight ladder  
4    (*bottom*). Cropped region (black boxes).  
5

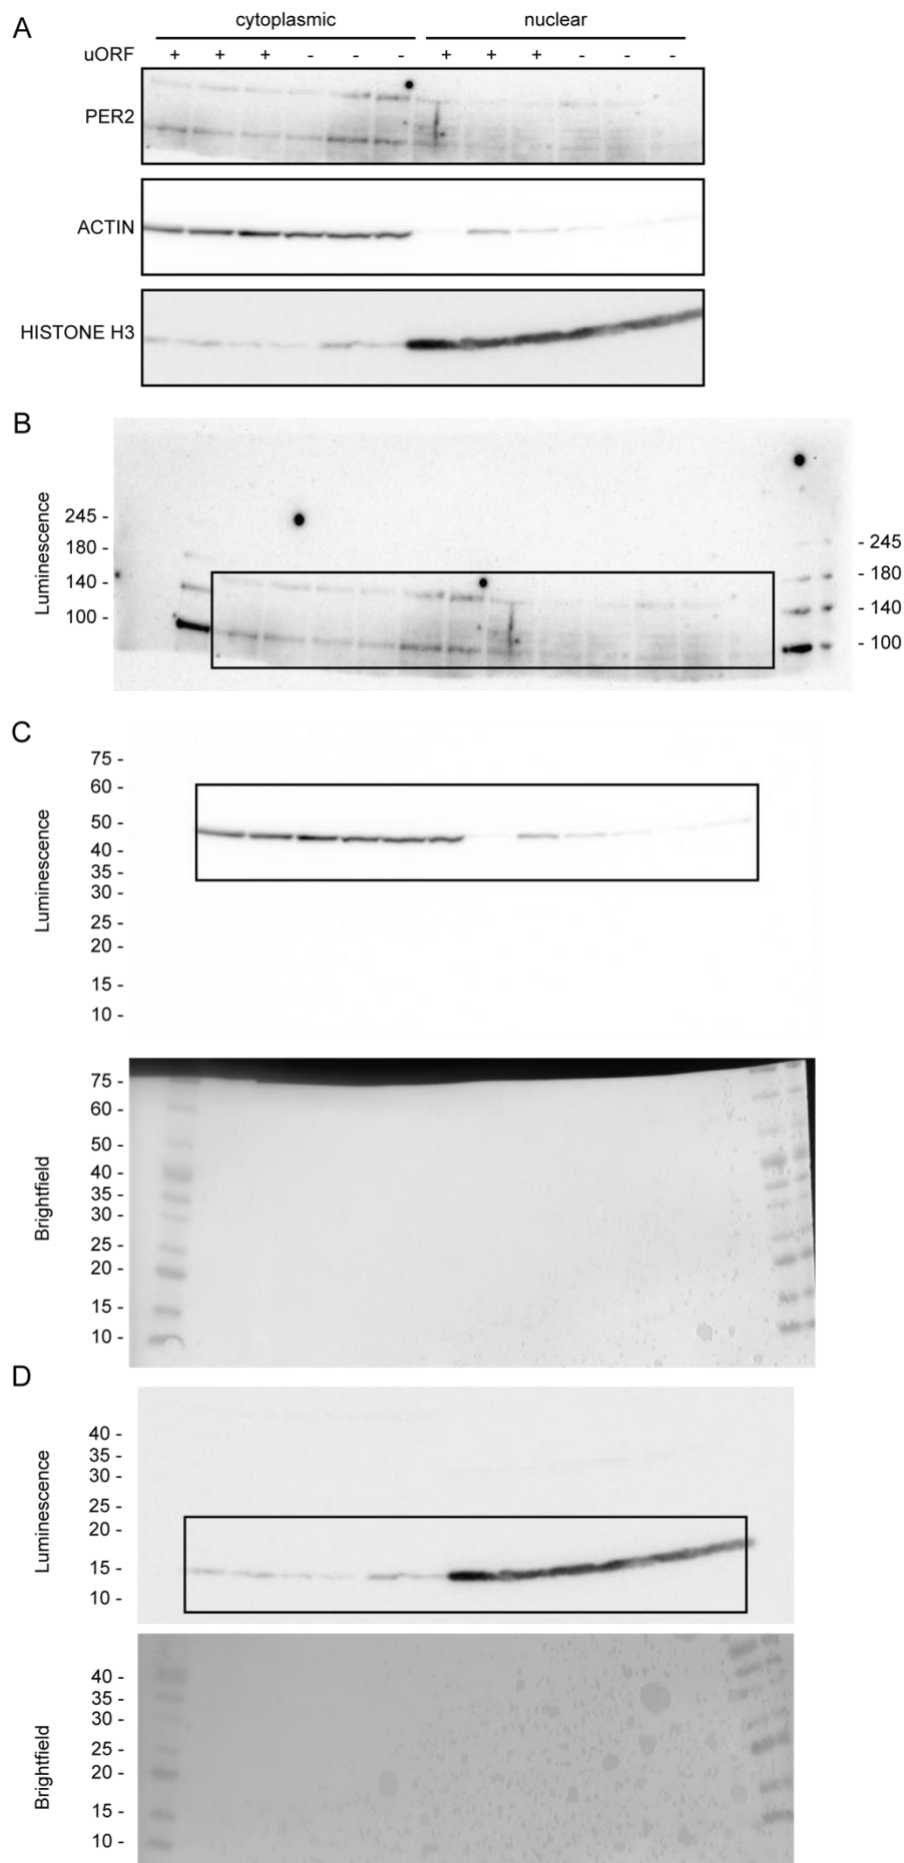

1 **Supplementary Figure 21 | Uncropped western blot images from Fig. S19I.** (A) Cropped  
2 western blot reproduced from Fig. S19I. Original uncropped western blot of PER2 (B) with  
3 the molecular weight ladder visible in the outermost lanes. Uncropped images of actin (C)  
4 and histone H3 (D) western blot (*top*) and brightfield image showing the molecular weight  
5 ladder (*bottom*). Cropped region (black boxes).

**Table S1 | Sequence statistics for ribosome profiling data showing the circadian time (CT), number of reads per sample, number of reads mapped to rRNA, unmapped reads, and mapped reads.**

1 Table S2 | JTK analysis of ribosome profiling data for circadian (BH.Q < 0.05) transcripts.

**Table S3 | Sequence statistics for ribosome profiling data for wild-type (M1W, M3W, M6W) and *Per2* uORF mutant (M15, M20D, M21D) showing the number of reads per sample, number of reads mapped to rRNA, unmapped reads, and mapped reads.**

**Dataset S1 (separate file).** JTK analysis of ribosome profiling data for all transcripts.

**Dataset S2 (separate file).** JTK analysis of ribosome profiling data for all uORFs.

**Dataset S3 (separate file).** Translation efficiency using RNA-seq data from (13) and ribosome profiling data from this study.

**Dataset S4 (separate file).** Ribosome profiling, total RNA sequencing, and translation efficiency from the livers of three wild-type (M1W, M3W, and M6W) and three *Per2* uORF mutant (M15D, M20D, and M21D) mice sacrificed at ZT02-04.

**Dataset S5 (separate file).** Differential expression analysis of total RNA from the livers of three wild-type (M1W, M3W, and M6W) and three *Per2* uORF mutant (M15D, M20D, and M21D) mice sacrificed at ZT02-04.

## SI References

1. T. K. Sato, *et al.*, Feedback repression is required for mammalian circadian clock function. *Nat. Genet.* **38**, 312–319 (2006).
2. M. Ukai-Tadenuma, *et al.*, Delay in feedback repression by cryptochrome 1 is required for circadian clock function. *Cell* **144**, 268–281 (2011).
3. Y. Isojima, *et al.*, CKI $\epsilon$ / $\delta$ -dependent phosphorylation is a temperature-insensitive, period-determining process in the mammalian circadian clock. *Proc. Natl. Acad. Sci.* (2009) <https://doi.org/10.1073/pnas.0908733106> (August 31, 2011).
4. B. Langmead, S. L. Salzberg, Fast gapped-read alignment with Bowtie 2. *Nat. Methods* **9**, 357–359 (2012).
5. F. A. Ran, *et al.*, Genome engineering using the CRISPR-Cas9 system. *Nat. Protoc.* **8**, 2281–2308 (2013).
6. J. Wang, *et al.*, Nuclear Proteomics Uncovers Diurnal Regulatory Landscapes in Mouse Liver. *Cell Metab.* **25**, 102–117 (2017).
7. R. Narumi, *et al.*, Mass spectrometry-based absolute quantification reveals rhythmic variation of mouse circadian clock proteins. *Proc. Natl. Acad. Sci. U. S. A.* **113**, E3461–3467 (2016).
8. F. Atger, *et al.*, Circadian and feeding rhythms differentially affect rhythmic mRNA transcription and translation in mouse liver. *Proc. Natl. Acad. Sci. U. S. A.* **112**, E6579–6588 (2015).
9. P. Janich, A. B. Arpat, V. Castelo-Szekely, M. Lopes, D. Gatfield, Ribosome profiling reveals the rhythmic liver translome and circadian clock regulation by upstream open reading frames. *Genome Res.* **25**, 1848–1859 (2015).
10. K. Katoh, J. Rozewicki, K. D. Yamada, MAFFT online service: multiple sequence alignment, interactive sequence choice and visualization. *Brief. Bioinform.* **20**, 1160–1166 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

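Ribosome-protected fragments were sequenced from mouse liver at 7 circadian times (CT0 to CT24 in steps of 4 h), with 2 mice per time point. The counts used here are raw read counts in the 5′UTR, CDS and 3′UTR of 28167 RefSeq transcripts, made by the authors and deposited without normalization, in 14 files. By the paper's methods, the authors clipped adapters, removed reads that align to rRNA with Bowtie, aligned the rest to mm10, and assigned reads of 26 to 32 nt to an A site. The files do not say which of these filters were applied, nor how a read shared by several transcripts was counted. For its profiles the paper's methods name reads aligned to a unique location, while the counts in the files add up to more than the mapped reads of Table S1. Samples were grouped by the circadian time in their names. For the last pair the name gives CT24 and a label field CT00, and the name was used. A second run of CT16 replicate 2 has no file of its own and was not used separately. Lengths in the files and in the annotation were taken as matching when they differed by at most 1 nt per exon.

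Counts of the 3 regions were added for each transcript. Rhythms were tested with JTK_CYCLE, written anew in Python 3.11 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) with a period of 24 h and lags every 2 h, on CPM (counts scaled by the total count of the library). Reads of the whole transcript were used, as set before the data were examined, whereas the RPKM of Dataset S1 were compared with CDS reads per kilobase to find their denominator. The implementation was checked on the 1769 transcripts of Dataset S1 at hand, of 27385, and gave the listed lag for all of them, and the listed P within 1%. Rhythms were also tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood F test of the cosine and sine terms together, Benjamini-Hochberg adjustment). Both used the 17299 transcripts with a mean of at least 10 counts per library. DESeq2 1.42.0 served for size factors and a likelihood ratio test. The log2 ratio of 5′UTR to CDS counts, with a pseudocount of 0.5, was tested with limma 3.58.1 in transcripts with a mean of at least 10 counts in each region. Permutation tests used 100000 shuffles of the time labels. The figures were drawn with matplotlib 3.10.9.

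Transcript sequences came from GRCm38.p6 with the NCBI annotation. Of 27824 transcripts found on a chromosome, 23741 had the lengths of the files, and 22392 of these had a 5′UTR. A uORF was an ATG with an in-frame stop codon, both inside the 5′UTR, counted once per ATG. CDS density is RPKM with the total count of the library as denominator.

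Total counts per library ranged from 40593197 to 90458783. With 2 mice per time point, an SD rests on 2 values, and phases are given with the standard error of a least-squares cosine fit. The genes named were set by a rule: the 16 genes of Fig. 1 (15 of them are reported), Npas2, the 5 genes with the largest peak-to-trough difference among transcripts past the edgeR threshold with a mean of at least 100 counts whose replicate series give phases within 2 h, and the 5 genes with most reads. The transcript of a gene was the one listed in Dataset S1 or, if not there, in Dataset S3. Bmal1 has 2 there, and Csnk1e is in neither part at hand, and for both the transcript with the highest mean count was taken.

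The edgeR, DESeq2, limma and JTK_CYCLE steps and the uORF rank correlation were tested on simulated data with 200 transcripts made rhythmic. The edgeR fit called 182 of the 200 and 9 others, the DESeq2 test 182 and 31 others, JTK_CYCLE 188 and 534 others, and the ratio test 197 and 7 others. JTK_CYCLE was run here on counts scaled by TMM. Its 534 other calls therefore do not measure the error of its main setting, which scales by the total count. With no transcript changed, edgeR called 0 of 17187. The rank correlation was -0.00153 with no effect and -0.274 with density lowered by 0.5 on the log2 scale per uORF.

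Alternatives set before the data were examined were other scalings (total count, DESeq2 size factors, upper quartile, and, for the number of calls, mapped reads of Table S1), count minimums of 1 and 100, CDS reads only, 1 transcript per gene, each library and each time point left out, other pseudocounts, other uORF definitions and the replicate number as a block. Marker lists were used for pancreatic acinar cells, pancreatic islets, stomach, small intestine, kidney and erythroid cells. Protein, reporter and mutant mouse experiments have no data in the files and were left out, as were reads at single positions. Of Dataset S2, 1999 of 53922 uORFs were at hand, and the others of both data sets could not be used.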

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

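The tests in this part were chosen only after the results were seen.

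Transcripts of pancreatic acinar cells, which the paper does not discuss, had 274974 counts in CT20 replicate 2, or 0.462% of that library. CT20 replicate 1 had 285, and the median of the 13 other libraries was 542, with at most 5141 in CT24 replicate 2. The list of 18 markers was written after Zg16, Try4, Clps, 2210010C04Rik and Klk1 had come out as the rhythmic transcripts with the largest peak-to-trough difference, and it holds none of them. All 18 were highest in CT20 replicate 2, and 4 of the 18 also had a median of at least 10 counts in the other libraries. The most abundant were Cela2a with 48460 counts, Ctrb1 with 42793, Pnlip with 32054 and Cela1 with 29890, against medians of 26, 31, 19 and 289 in the 13 others. A rhythm that peaks at CT20 is argued against, since only 6 of the 18 were above the median of the 12 libraries of other time points in CT20 replicate 1. A candidate explanation is pancreas in the tissue sampled or in the library, since a median of 96.7% of the counts of each marker lay in this library. Mixing from the 13 other libraries as the source is argued against, since none of them had more than 5141 counts of these markers. The tests do not tell tissue taken at dissection from mixing with material outside these libraries. Other lists gave, in CT20 replicate 2 against CT20 replicate 1, 11 and 0 counts for islets, 372 and 7 for stomach, 3425 and 2116 for small intestine, 7 and 0 for kidney, and 4148 and 4449 for erythroid cells. These sums rest on few genes. The stomach counts were all of Tff2. Those of small intestine were all of Fabp2 and Apoa4, which had counts in every library. In the erythroid list, Hbb-b1 and Hbb-bs had the same counts as each other in each library. Of the 1947 transcripts called by edgeR, 39 had over 50% of their scaled counts in 1 library, 31 of them in CT20 replicate 2. Without that library, 0 of the 5 named transcripts passed (adjusted p from 0.838 to 0.944), and 1844 transcripts were called in all.

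Mup transcripts, which the paper does not discuss, held a median of 59.0% of the counts. Every library has more counts than mapped reads. That a read matching several Mup copies was counted on each copy is a candidate explanation, although for its profiles the paper's methods name reads aligned to a unique location, and the files do not say whether the counts use that filter. Over the 14 libraries, the Mup percent and the counts per mapped read had Pearson's r of 0.942 (permutation p = 1e-05, the smallest it can give), Spearman's rho of 0.969 (permutation p = 1e-05), and r of 0.928 without the 2 libraries farthest from the median. Both measures contain the Mup counts, a link that shuffling breaks. These p-values therefore do not test the explanation. With the Mup family counted once, the counts were 0.849 ± 0.0385 (SD, n = 14) of the mapped reads. The share of Mup transcripts was highest at CT8 and CT12. A circadian rhythm of Mup translation and a difference between libraries cannot be told apart here, since a cosine fit to the Mup percent gave a difference of 13.6 percent points with a permutation p of 0.1318.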

How the results depend on the processing

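Tests and alternatives said here to be added were chosen after seeing the data. All others were set before the data were examined.

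JTK_CYCLE called 3840 transcripts. The count was 384 with Benjamini-Hochberg adjustment across transcripts. Without both libraries of CT0, CT8, CT12 or CT20 it was 1798, 1928, 1618 or 6324, and from 2066 (without CT12 replicate 2) to 4987 (without CT20 replicate 1) across the 14 fits that each left out 1 library. With TMM and 1 transcript per gene, an added pair of choices that tests fewer transcripts, it was 2075. Otherwise the cause was not tested. Shuffling the time labels gave as many calls in 2 of 100 draws, the real one included, with a median of 278 and at most 5237. With TMM it was 1 of 100, with a median of 465.

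The share with a phase from CT22 to CT2, 80.3%, depends on the scaling. It was 25.6% with TMM, 25.7% with DESeq2 size factors and 25.5% with the upper quartile. It was 23.9% with total counts without Mup transcripts, 34.3% with the Mup family counted once and 28.7% per mapped read of Table S1 (all 3 added), 27.0% with TMM and circular means of tied lags, and 25.494% with TMM and 1 transcript per gene (both added). Circular means of tied lags alone gave 82.7% and a cosine fit 63.8%. Without both libraries of CT0, CT4, CT8, CT12, CT16, CT20 or CT24 it was 55.7%, 87.0%, 83.2%, 64.1%, 89.0%, 60.5% or 77.8%, and from 68.4% (without CT0 replicate 1) to 87.3% (without CT16 replicate 1) across the 14 fits. The cause of the changes on leaving out libraries was not tested.

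The edgeR count of 1947 was 1250 with 1 transcript per gene, where fewer transcripts are tested, and stayed within 1.5 times 1947 under the other alternatives, from 1426 (total count as scale, 1071 shared) to 2539 (DESeq2 likelihood ratio test). Leaving out 1 library gave 1500 to 2061. Of the 17 circadian transcripts 14 passed, and 13 to 15 without 1 library. Shuffled labels gave as many calls in 1 of 50 draws, the real one included, with at most 27 in the others. No 5′UTR to CDS ratio passed (0 of 7640, 377 at an unadjusted p under 0.05), and with a count of 0 the shuffles, 100 of 100 with as many, could not have come out otherwise and decide nothing.

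With the replicate number as a block, edgeR called 1916 (1853 shared), 14 circadian transcripts passed, and the ratio test called 0 (360 at an unadjusted p under 0.05). Deviations from the mean of the time point, compared between libraries of the same replicate number, had a median r of 0.030 over 21 pairs of time points, 3 of them over 0.1, so the numbers do not pair the mice.

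The region shares moved without the 10 transcripts with most reads, to 5.60% for the 5′UTR, 93.9% for the CDS and 0.478% for the 3′UTR, and without Mup transcripts (added) to 4.30%, 95.0% and 0.677%. The median correlation at a time point was 0.972 with a pseudocount of 0.1 and 0.977 by Spearman. The log2 ratio of CDS density between 0 and 5 or more uORFs, 1.91, was 2.75 with 1 transcript per gene, 4.34 for means, 1.60 with at least 10 CDS counts, 2.28 once per stop codon, and, added, 2.11 for means without Mup transcripts and 1.56 for means without the 100 transcripts with most reads. The rank correlation of -0.0978 was -0.101, -0.197 and -0.104 with 1 transcript per gene, at least 10 CDS counts and overlapping ATGs, and -0.0950 without those 100 transcripts. For the distance to the start codon r was 0.00873, and -0.0538 over all uORFs. The median log2 ratio of 5′UTR to CDS reads of the circadian transcripts, -3.24, was -0.91 per nucleotide, which removes the difference in length. The cause of the other changes was not tested.

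2210010C04Rik went from a phase of 18.7 h to 1.64 h without CT20 replicate 2, and reached 19.7 h without CT12 replicate 2. Of other values for single transcripts, 17 changed on leaving out 1 library (12 stronger, 5 weaker) and 43 under other alternatives (25 moved, 12 stronger, 6 weaker). Depth limits single uORFs and 5′UTRs: the Per2 5′UTR has at most 20 reads in a library.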

Differences from the paper's values

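The mean CDS density of transcripts with 3 uORFs was 7.89 RPKM, against the paper's value of about 3.5 in Fig. 2B, read by eye. None of the alternatives set before the data were examined closed the gap, and leaving out the 100 transcripts with most reads, chosen after seeing the values, gave 4.26. For 4 uORFs it was 5.63 RPKM, against the paper's value of about 3 in Fig. 2B, read by eye. Counting also ATGs whose frame runs into the CDS gave 4.35, and none of the other alternatives set before the data were examined closed that gap.

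The JTK_CYCLE lag of Cry1 was 22 h, against 11 h in the paper's Dataset S1. TMM scaling, the alternative run for this lag, also gave 22 h and did not close the gap.

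The counts over the 14 libraries add up to 855617968, against 448561908 mapped reads in the paper's Table S1. The sum was 381859252 with the Mup family counted once and 346000415 without Mup transcripts. Both came within 1.5 times of the mapped reads, the limit used here, but lie below them, so that neither matches the total. With 1 transcript per gene the sum was 710712860, outside this limit. These alternatives were chosen after seeing the values, and no alternative for this sum was set before the data were examined.

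The paper lists Clock among the rhythmic transcripts. JTK_CYCLE called it with the total count as scale (adjusted P = 0.0126) and not with TMM (0.232). The edgeR fit gave an adjusted p of 0.0504, and it was under 0.05 in 10 of 24 fits: 0.0327 with the total count as scale, 0.0483 with DESeq2 size factors, 0.0389 with a mean of at least 100 counts, 0.0123 with at least 1 count and 0.0158 with the DESeq2 likelihood ratio test, 0.0324 without CT0 replicate 2, 0.0225 without CT16 replicate 1, 0.0476 without CT20 replicate 1, and, chosen after seeing the values, 0.0439 with total counts without Mup transcripts and 0.0491 with the counts of CT16 replicate 2 halved.

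The paper places Cry1 among transcripts with a phase from CT22 to CT2. The cosine fit gave 21.0 h, and JTK_CYCLE 22 h. The paper states that most rhythmic transcripts have a phase around CT0. With counts scaled by TMM the share from CT22 to CT2 was 25.6%, and with the total count as scale 80.3%. Dataset S1 of the paper lists Csnk1d with an adjusted P under 0.05. JTK_CYCLE gave 0.0297 with the total count as scale and 1 with TMM, and edgeR an adjusted p of 0.702.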

Other observations

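The tests in this part were chosen only after the results were seen.

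The phase around CT0 of most transcripts called by JTK_CYCLE may come from the denominator, the total count, which Mup transcripts raise at CT8 and CT12. With total counts that leave out Mup transcripts, 23.9% of the calls had a phase from CT22 to CT2. In simulated counts in which no transcript changed with time, the library sizes were those given by TMM. Dividing these counts by the total counts of the real libraries gave 1653 calls, 86.5% of them from CT22 to CT2, against 613 calls with TMM. Since the simulation takes the TMM sizes as true, it shows what the total count would do in that case. It cannot decide which scaling is right. A rise of most rhythmic transcripts around CT0 relative to all mapped reads is argued against by a share of 28.7% with the mapped reads of Table S1 as scale. Rhythms of single transcripts around CT0 stay open: 751 of the 3083 calls kept a phase from CT22 to CT2 with TMM.

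In CT16 replicate 2, 100% of the nonzero counts were even. That each read entered the counts 2 times, as when the reads of a run are added to themselves, is a candidate explanation. With the counts halved, edgeR called 1939 transcripts, 1928 of them shared. No biological explanation was tested.

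Most uORFs called in Dataset S2 have a lag from CT8 to CT14, where libraries are deep. Their reads may have been multiplied by the size factor in place of divided, since the slope of the log2 worth of 1 read on the log2 size factor was 0.981 over 14 libraries. Division would give a slope of the opposite sign. With reads divided by the size factor, 475 uORFs were called, 47.8% from CT8 to CT14, and 297 were shared with the 601. These 3 numbers hold only for the 1999 uORFs at hand, which have the lowest adjusted P under the scaling in question, so that uORFs called only after division can be missing. A rhythm of the uORFs called both ways stays open.

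The fall of the mean CDS density with the number of uORFs is partly due to Mup transcripts, 14 of the 15 used having no uORF. They do not make the whole fall: without them the mean was 15.3 RPKM with 0 uORFs, 11.7 with 1 and 3.54 with 5 or more. 5′UTR length does not make the whole rank correlation, which was -0.127 after adjustment for it over all transcripts. Among transcripts with a mean of at least 10 CDS counts, adjustment took it from -0.197 to -0.104, and 5′UTR length alone gave -0.192, so that length may account for a part there.

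A lag of 11 h in Dataset S1 may come from tied best lags on both sides of CT0 that were averaged as plain numbers, since all 46 transcripts with this lag, of the 1769 at hand, had such ties. Cry1 is among them, and the mean of its tied lags on the circle is 23 h.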
